# Transcriptional pathways across colony biofilm models in the symbiont *Vibrio fischeri*

**DOI:** 10.1128/msystems.00815-23

**Published:** 2023-12-21

**Authors:** Jacob A. Vander Griend, Ruth Y. Isenberg, Ketan R. Kotla, Mark J. Mandel

**Keywords:** bacterial biofilm, symbiosis, regulatory pathways, phosphorelay, two-component signaling systems, comparative transcriptomics

## Abstract

Beneficial microbial symbionts that are horizontally acquired by their animal hosts undergo a lifestyle transition from free-living in the environment to associating with host tissues. In the model symbiosis between the Hawaiian bobtail squid and its microbial symbiont *Vibrio fischeri*, one mechanism used to make this transition during host colonization is the formation of biofilm-like aggregates in host mucosa. Previous work identified factors that are sufficient to induce *V. fischeri* biofilm formation, yet much remains unknown regarding the breadth of target genes induced by these factors. Here, we probed two widely used *in vitro* models of biofilm formation to identify novel regulatory pathways in the squid symbiont *V. fischeri* ES114. We discovered a shared set of 232 genes that demonstrated similar patterns in expression in both models. These genes comprise multiple exopolysaccharide loci that are upregulated and flagellar motility genes that are downregulated, with a consistent decrease in measured swimming motility. Furthermore, we identified genes regulated downstream of the key sensor kinase RscS that are induced independent of the response regulator SypG. Our data suggest that transcriptional regulator VpsR plays a strong role in expression of at least a subset of these genes. Overall, this study adds to our understanding of the genes involved in *V. fischeri* biofilm regulation while revealing new regulatory pathways branching from previously characterized signaling networks.

**IMPORTANCE:**

The *V. fischeri-*squid system provides an opportunity to study biofilm development both in the animal host and in culture-based biofilm models that capture key aspects of *in vivo* signaling. In this work, we report the results of the transcriptomic profiling of two *V. fischeri* biofilm models followed by phenotypic validation and examination of novel signaling pathway architecture. Remarkable consistency between the models provides a strong basis for future studies using either approach or both. A subset of the factors identified by the approaches were validated in the work, and the body of transcriptomic data provides a number of leads for future studies in culture and during animal colonization.

## INTRODUCTION

In animal-microbe mutualisms, symbionts can provide nutritional, developmental, and/or defensive benefits to the host, and in turn, the symbionts may gain various benefits from association with the host (1–6). During horizontal transmission, hosts must reacquire their symbionts each generation from environmental symbiont populations (7–14). Unfortunately, the understanding of how specific microbes make this transition from environment to host is often hindered by the complexity of animal microbiomes (15, 16). Symbioses with limited symbiont diversity are therefore valuable as models to identify mechanisms of colonization and transmission. The binary mutualism between the nocturnal Hawaiian bobtail squid (*Euprymna scolopes*) and the bioluminescent marine bacterium *Vibrio fischeri* is one such model system that integrates symbiont specificity, a defined colonization program, and a genetically tractable microbe (14, 17, 18).

Upon hatching from aposymbiotic (symbiont-free) eggs, juvenile squid recruit symbionts from the surrounding seawater (18, 19). Located in the squid’s mantle cavity, the bilobed symbiotic “light organ” actively captures bacteria from seawater through the activity of extruded ciliated appendages on each lobe, which focus water currents onto a mucosal layer on the exterior of the organ (20). *V. fischeri* cells that become entrained in host mucosa form biofilm-like aggregates through the secretion of a specific exopolysaccharide (13, 21, 22). Aggregate formation is a critical step in host colonization, and mutants defective in aggregation are generally compromised in reaching the internal crypt spaces of the light organ where the symbiosis is maintained (22, 23). Therefore, understanding the genetic program connected to *in vivo* biofilm formation is critical to understand the transition that the colonizing microbes undergo from the planktonic state in seawater to successfully engraft themselves into the host microbiome.

*V. fischeri* aggregates have been shown to require production of the symbiosis exopolysaccharide (Syp), produced and exported by the products of a conserved 18-gene (*syp*) locus (21, 22, 24, 25). Control of the *syp* locus is principally coordinated through a phosphorelay network feeding into two downstream response regulators (21, 23, 26) (Fig. 1A). Following autophosphorylation of the hybrid sensor kinase RscS, the phosphoryl group is transferred to the hybrid sensor kinase SypF (21, 27). Upon phosphorylation of SypF, downstream phosphotransfer events are targeted from SypF onto the response regulators SypE and SypG (27). SypG is a σ^54^-dependent activator that, when phosphorylated in its receiver domain, binds four promoters within the *syp* locus and activates their transcription (28). In contrast to the DNA-binding functionality of SypG, SypE is believed to act as a post-transcriptional regulator of Syp production that acts through SypA (29). As an additional level of control, *V. fischeri* also inhibits expression of the *syp* locus through the action of the biofilm inhibitor sensor kinase (BinK), which acts through SypG (30, 31).

**Fig 1:**
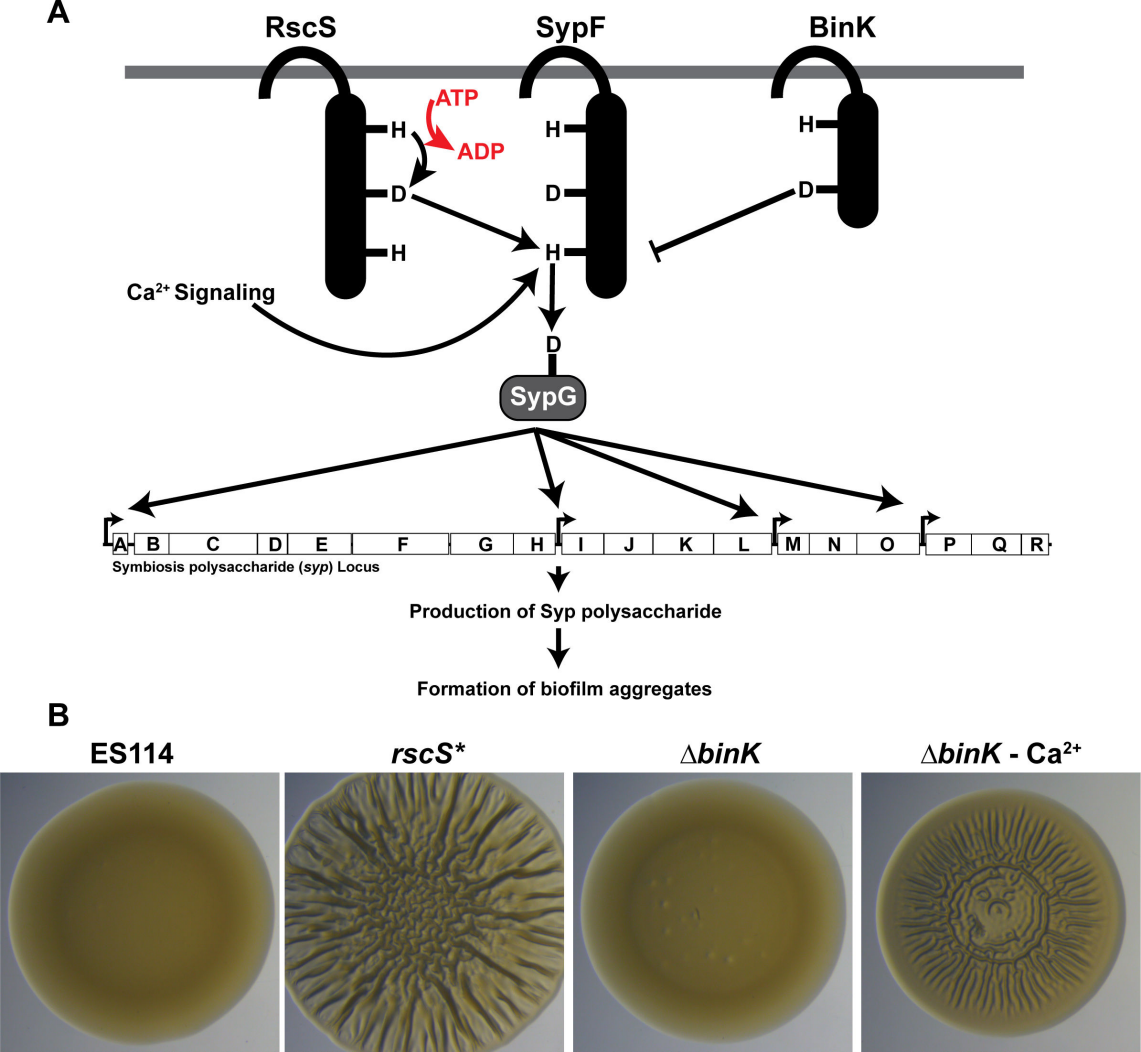
*Vibrio fischeri* symbiosis polysaccharide regulation. (A) *V. fischeri* induces biofilm formation through a phosphorelay initiated at the hybrid sensor kinase RscS, flowing through the hybrid sensor kinase SypF to the response regulator SypG. Growth on calcium media induces a secondary pathway also flowing through SypF. In opposition to this pathway, the sensor kinase BinK inhibits the activation of SypG, preventing biofilm formation. (B) *V. fischeri* ES114 has a smooth colony morphology when grown on Luria-Bertani salt (LBS) agar. Overexpression of the sensor kinase RscS (rscS*) or growth of a Δ*binK* mutant on LBS 10 mM Ca^2+^ agar permits the formation of “wrinkled” colonies with a rugose morphology due to production of the Syp exopolysaccharide.

Despite the robust induction of Syp exopolysaccharide production during host colonization, *in vitro* (i.e., culture-based) models of *V. fischeri* require genetic manipulation or chemical supplementation to induce biofilm formation (23, 32–34). One method to induce biofilm is via overexpression of the sensor kinase RscS, either through the plasmid-based *rscS1* allele or the chromosomal rscS* allele (21, 35, 36). RscS overexpression also induces increased aggregate formation in the squid host, explicitly linking the ability of this model to form biofilms *in vitro* with aggregation in the host context (21). Also, deletion of the gene encoding inhibitor sensor kinase BinK was also found to induce significantly larger aggregates during colonization (30). In culture, this biofilm-up phenotype can be reproduced by treating a Δ*binK* mutant with levels of calcium comparable to those found in seawater (Δ*binK-*Ca^2+^), which similarly results in wrinkled colony biofilm formation (33). Both of the culture-based rscS* and Δ*binK*-Ca^2+^ models increase biofilm formation by stimulating the expression of the *syp* locus through the sensor kinase SypF (27, 33). However, the models differ in the input by which SypF is phosphorylated, with RscS acting as the primary phosphodonor to SypF in the rscS* model, while the Δ*binK-*Ca^2+^ model requires a secondary phosphorelay involving the sensor kinase HahK (27, 33).

The discovery of both the RscS overexpression and Δ*binK*-Ca^2+^ models opened the door to genetic analysis of Syp regulation, as both models recapitulate the induction of the critical Syp exopolysaccharide without requiring the squid host (27, 30, 33, 37). Induction of the Syp exopolysaccharide in culture manifests as a distinct wrinkling morphology within colonies grown on agar media, while the wild-type strain of *V. fischeri* ES114 remains smooth (Fig. 1B) (24, 33). Considering the shared dependence of both wrinkled colony biofilm models and *in vivo* aggregates on Syp exopolysaccharide production, in this work, we utilized wrinkled colonies formed by both of the biofilm models as proxies for *in vivo* aggregates in a comparative transcriptomics assay.

## RESULTS

### Definition of a core biofilm regulon for *V. fischeri* ES114

*V. fischeri* wrinkled colony biofilms are a close proxy for the aggregates that form *in vivo* during squid host colonization (21, 22). To begin to understand the genes that are induced under these conditions, we asked what patterns of gene expression were shared in two common wrinkled colony biofilm models: (i) genetic induction with an *rscS* overexpression allele (rscS*) in an otherwise wild-type background compared to wild-type *V. fischeri* ES114 and (ii) chemical induction with 10 mM CaCl_2_ in a Δ*binK* background (Δ*binK*-Ca^2+^) compared to Δ*binK* alone (33, 36) (Fig. 1B). We selected these comparisons to explicitly compare biofilm induced to the closest uninduced control conditions for each. To query gene expression in wrinkled colony biofilms, we compared the global transcriptome in the induced condition with the uninduced condition in each case. Spots of overnight culture were spotted onto fresh agar and incubated at 25°C to form wrinkled colony biofilms. After 48 hours, each spot was scraped, and RNA was isolated for differential expression analysis. 

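RNA from colony spots of 4 groups was compared for the 2 biofilm models: wild type and rscS* on LBS agar, Δ*binK* on LBS agar, and Δ*binK* on LBS agar with 10 mM CaCl_2_ (Δ*binK*-Ca2+). In rscS* the sensor kinase gene *rscS* is overexpressed, and the sensor kinase BinK, missing from Δ*binK*, is a negative regulator of biofilm formation. Each group had 3 libraries, each from an overnight culture of an independent colony, spotted in 500 μL and grown at 25°C for 48 hours. The genes altered by the genotypes were read first, as a check of the labels. *rscS* stood at 225 ± 6.33 CPM (counts scaled to library size by TMM; mean ± SD, n = 3 libraries) in wild type and at 1177 ± 29.0 in rscS*. *binK* stood at 151 ± 19.7 CPM in wild type, at 4.23 ± 1.12 in Δ*binK*, and at 7.55 ± 0.918 in Δ*binK*-Ca2+. The counts over all genes summed to between 11325665 and 12578663 read pairs per library in wild type (median, 11439637), and to between 8218853 and 11997420 in rscS* (median, 11259183). In Δ*binK* the totals were between 11979903 and 14938199 (median, 14302491), and in Δ*binK*-Ca2+ between 11403209 and 13606458 (median, 13162428). Abundant small RNAs took a large share of these totals. *ssrA*, the transfer-messenger RNA, held from 15.6% to 30.3% of a library and *csrB2*, a small RNA of the CsrB family, from 9.34% to 31.6%. The authors depleted rRNA, prepared stranded total RNA libraries, sequenced them as paired ends on a NovaSeq instrument, processed the reads with FASTP, mapped them with BWA-MEM version 0.7.17 to both chromosomes and plasmid pES100 of ES114, and counted read pairs per gene with HTSeq version 0.13.5. Whether the counting used the strand is not given in the sources used here, so the counts of overlapping and antisense genes are uncertain, as are those of near-identical copies. From the counts, each model was fitted on its own 6 libraries with TMM scaling, edgeR's filter on low counts, and edgeR's quasi-likelihood test with robust dispersions and Benjamini-Hochberg adjustment. The filter left 3814 genes for rscS* against wild type and 3809 genes for Δ*binK*-Ca2+ against Δ*binK*. A gene was called as changed at the thresholds of the paper, an adjusted p below 0.05 and a change of at least 2-fold, and each log_2_(fold change) is given with its SE, the absolute log_2_(fold change) divided by the square root of the F statistic.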

Throughout the study, we used thresholds of twofold induction/repression and false discovery rate (FDR) of 0.05.

#### Effects on exopolysaccharide gene transcription

In both biofilm models, we detected a large number of genes that were differentially expressed, with over 200 genes upregulated and over 200 genes downregulated upon biofilm induction (Fig. 2A). 

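In rscS*, 246 genes rose and 277 fell relative to wild type, and in Δ*binK*-Ca2+, 228 rose and 223 fell relative to Δ*binK*. *VF_A0549*, which encodes a putative lipoprotein, rose with a log_2_(fold change) of 5.65 ± 0.27 in rscS* and of 5.98 ± 0.17 in Δ*binK*-Ca2+ (± SE, n = 3 libraries per group). *VF_A0218*, which encodes the fimbrial protein Flp1, rose in both models as well, by 4.76 ± 0.41 and 2.55 ± 0.20. The largest decreases in rscS* included the DNA photolyase gene *phrB*, with a log_2_(fold change) of −4.08 ± 0.47, and *VF_2079*, which encodes flagellin FlaF, with −3.67 ± 0.36; in Δ*binK*-Ca2+ these genes had −2.73 ± 0.42 and −1.22 ± 0.16. The largest decreases in Δ*binK*-Ca2+ included *VF_A0288*, which encodes a YgiW precursor, with −3.38 ± 0.24, and *VF_0571*, which encodes a putative type IV pilin, with −3.30 ± 0.25. The malate synthase gene *VF_A0257*, of the glyoxylate cycle, fell in both models, with −2.89 ± 0.18 and −2.84 ± 0.21. For *VF_A0549*, the adjusted p was 1.85e-08 in rscS* and 2.43e-10 in Δ*binK*-Ca2+ (edgeR's quasi-likelihood test). Without the 2-fold threshold, 1554 genes in rscS* and 1567 in Δ*binK*-Ca2+ passed the adjusted p. When the test was made against a change of 2-fold itself (glmTreat of edgeR), 92 genes rose and 93 fell in rscS*, and 98 rose and 49 fell in Δ*binK*-Ca2+.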

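The genes that rose in both models held 16 of the 18 *syp* genes, all 6 genes of the curli locus, 3 of the 7 *bcs* genes, and 1 of the 57 genes of plasmid pES100. *luxU*, which encodes the phosphorelay protein of quorum sensing, rose with a log_2_(fold change) of 3.60 ± 0.20 in rscS* and 3.10 ± 0.17 in Δ*binK*-Ca2+ (± SE, n = 3 libraries per group; adjusted p of 6.62e-08 and 3.20e-08 by edgeR's quasi-likelihood test). The genes that fell in both models held 5 of 43 motility genes and 2 of the 24 genes of the *VF_0157-VF_0180* locus. Another 10 genes rose in 1 model and fell in the other. One of these was *VF_B0025*, a pES100 gene of unknown function, with 3.19 ± 0.37 in rscS* and −2.03 ± 0.36 in Δ*binK*-Ca2+; its responses differed by 5.24 ± 0.54 (adjusted p = 2.89e-05, edgeR's quasi-likelihood test of the difference over 12 libraries). Among the 3795 genes tested in both models, independent lists of the same lengths would share 14.5 genes that rose and 16.2 that fell. The models have no library in common. Tested against a change of 2-fold itself, 50 genes rose and 18 fell in both.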

Comparing the results from the two models revealed 123 genes that were significantly upregulated and 109 genes that were significantly downregulated in both cases (Fig. 2B). The most highly upregulated genes included those in the *Syp* locus, which are required for aggregation in the host and are known to be regulated downstream of RscS and Δ*binK*-Ca^2+^ signaling (33) (Fig. 2C). 

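All 18 *syp* genes, whose products make and regulate the symbiosis polysaccharide, had a higher mean in both induced groups, with a median log_2_(fold change) of 3.37 in rscS* and 3.31 in Δ*binK*-Ca2+. In rscS*, 17 of them rose past 2-fold, and in Δ*binK*-Ca2+ 16 did; the counts were 17 and 16 when adjusted over the list alone. Transcripts of *sypA* rose from 8.08 ± 2.24 CPM in wild type to 796 ± 171 in rscS*, and from 39.1 ± 23.2 in Δ*binK* to 1911 ± 347 in Δ*binK*-Ca2+ (mean ± SD, n = 3 libraries). Transcripts of *sypP* rose from 8.86 ± 2.34 CPM to 477 ± 130.3 and from 15.8 ± 4.46 to 748 ± 99.4. *sypR*, which encodes a sugar transferase, rose with a log_2_(fold change) of 3.86 ± 0.21 in rscS* and 3.43 ± 0.17 in Δ*binK*-Ca2+ (adjusted p of 6.44e-08 and 1.31e-08 by edgeR's quasi-likelihood test). Tested as a list against the other genes, the locus was higher in both models by limma's camera with a preset correlation of 0.01 (adjusted p of 2.35e-45 in rscS* and 8.68e-45 in Δ*binK*-Ca2+). With an estimated correlation, the adjusted p by camera was 0.0495 and 0.0272, and in Δ*binK*-Ca2+ it was 0.15 with the replicate number as a block as well.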

Examination of the data revealed a remarkably consistent response for the *syp* genes across both models. The *syp* locus is organized into four operons, each of which has a σ^54^ promoter and binding sites for the enhancer-binding protein SypG to facilitate transcription by Eσ^54^ (28). We noted a trend in which the first gene in each operon was the most highly induced, with *sypA* being the highest induced gene across the entire locus with over 97-fold induction in the rscS* background and 49-fold induction in the Δ*binK*-Ca^2+^ background (Fig. 2D). 

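*sypA* rose 97.9-fold in rscS*, a log_2_(fold change) of 6.61 ± 0.27, and 49.2-fold in Δ*binK*-Ca2+, a log_2_(fold change) of 5.62 ± 0.48 (± SE, n = 3 libraries per group). Of the other first genes, *sypI* had 5.86 ± 0.23 in rscS* and 5.78 ± 0.21 in Δ*binK*-Ca2+, *sypM* had 4.47 ± 0.18 and 4.83 ± 0.22, and *sypP* had 5.74 ± 0.28 and 5.57 ± 0.23. In Δ*binK*-Ca2+ the values of *sypI* and *sypA* lay closer together than the SE of *sypA*. The 3 Δ*binK* libraries, the controls of that model, ranged from 18.9 to 64.4 CPM for *sypA*. The adjusted p of *sypA* was 6.13e-09 in rscS* and 7.17e-05 in Δ*binK*-Ca2+, and that of *sypI* was 6.13e-09 and 8.87e-10 (edgeR's quasi-likelihood test).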

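In the first operon, *sypB* had a log_2_(fold change) of 4.71 ± 0.26 in rscS* and 4.22 ± 0.24 in Δ*binK*-Ca2+, and *sypD* had 4.52 ± 0.23 and 4.24 ± 0.23 (± SE, n = 3 libraries per group). Farther along, *sypE*, which encodes a response regulator that controls biofilm formation, had 2.20 ± 0.14 and 2.14 ± 0.20. In the second operon, *sypK* had 3.41 ± 0.19 in rscS* and 3.50 ± 0.17 in Δ*binK*-Ca2+, the highest values among the genes after *sypI*, although *sypJ* lies between them. In the fourth operon, the glycosyltransferase gene *sypQ* had 4.11 ± 0.20 and 4.34 ± 0.16. The genes after the first had a log_2_(fold change) between 0.31 and 4.71 in the first operon in rscS* and between 0.69 and 4.24 in Δ*binK*-Ca2+. In the second operon, these ranges were 1.35 to 3.41 and 1.28 to 3.50, in the third 2.36 to 2.64 and 2.28 to 2.68, and in the fourth 3.86 to 4.11 and 3.43 to 4.34. In rscS*, 7 of the 8 genes of the first operon rose past 2-fold, and in Δ*binK*-Ca2+ 6 did, with all 4, all 3, and all 3 genes of the later operons rising in both models; the counts adjusted over the list alone were the same. The call of *sypJ* in rscS* ended without wild-type replicate 2, wild-type replicate 3, rscS* replicate 1 or rscS* replicate 2 (log_2_(fold change) of 1.30, 0.99, 1.15, and 1.29, with adjusted p of 0.12, 0.0281, 0.139, and 0.072 in edgeR) and in Δ*binK*-Ca2+ without Δ*binK* replicate 2, Δ*binK* replicate 3, Δ*binK*-Ca2+ replicate 1 or Δ*binK*-Ca2+ replicate 3 (0.97, 1.18, 1.28, and 1.12, with adjusted p of 0.0287, 0.148, 0.0967, and 0.119 in edgeR), and in 1 edgeR fit of all 15 libraries its adjusted p was 0.0557 and 0.0667. The call of *sypH* ended in rscS* without wild-type replicate 1 (0.92), wild-type replicate 2 (0.91) or rscS* replicate 2 (0.87), and in Δ*binK*-Ca2+ without Δ*binK* replicate 1 (0.98) or Δ*binK*-Ca2+ replicate 2 (0.97) and with upper quartile scaling (0.99). *sypF* in Δ*binK*-Ca2+ passed 2-fold without Δ*binK*-Ca2+ replicate 3 (1.07). Each operon was higher as a list by limma's camera, with an adjusted p in rscS* of 2.42e-18 for the first operon and 1.84e-09 for the third, the lowest and the highest of the 4. For the second operon in rscS*, the adjusted p was 2.11e-10, or 0.0811 with an estimated correlation.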

Proceeding along each operon, the fold induction generally diminished for subsequent genes. Again, responses under the two biofilm models were highly correlated. 

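The responses of *sypI* in the 2 models differed by 0.10 ± 0.29 on the log_2_ scale (rscS* minus Δ*binK*-Ca2+, ± SE, n = 3 libraries per group), those of *sypP* by 0.18 ± 0.34, and those of *sypM* by −0.34 ± 0.27. Over the 18 genes, the difference ran from −0.36 ± 0.21 for *sypG* to 1.01 ± 0.51 for *sypA*. The lowest adjusted p for a difference was 0.0921, for *sypL*, with a difference of 0.93 ± 0.33 (edgeR's quasi-likelihood test of the difference over 12 libraries). A p above the threshold does not show that the responses were equal.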

The three SypG-regulated biofilm maturation (matrix) proteins and three biofilm-associated lipoproteins are similarly regulated by both models (Fig. 2C) (38). These data therefore illustrate that our RNA-seq analysis from agar-grown colony spots captures relevant transcriptional responses and that integration of both models yields valuable signals. 

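*VF_A0550*, a gene of unknown function, rose with a log_2_(fold change) of 5.89 ± 0.26 in rscS* and 5.77 ± 0.18 in Δ*binK*-Ca2+, and *VF_A1018*, which encodes a putative lipoprotein, with 4.17 ± 0.17 and 4.61 ± 0.20 (± SE, n = 3 libraries per group; adjusted p of 6.13e-09 and 5.87e-09 for *VF_A1018* by edgeR's quasi-likelihood test). *VF_1399*, which encodes a glycosyltransferase, fell in both, with −1.42 ± 0.22 and −2.82 ± 0.19, and its responses differed by 1.41 ± 0.27 (adjusted p = 0.00309, edgeR's quasi-likelihood test of the difference over 12 libraries). Over the 3795 genes tested in both models, the log_2_(fold change) values had a Pearson's r of 0.693 and a Spearman's rho of 0.669, and 2883 genes had the same sign. Without the *syp* genes, r was 0.660 over 3777 genes. Among the 726 genes called in at least 1 model, r was 0.749 and rho 0.654. These are correlations across genes, which are not independent replicates, so no p is given. From the response of the *syp* genes and of other known SypG targets in both models, the paper concludes that RNA-seq of colony spots records relevant transcriptional responses and that the models are of value together.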

In the remainder of the study, we refer to genes that show consistent regulation under both models as the “core biofilm regulon.”

**Fig 2:**
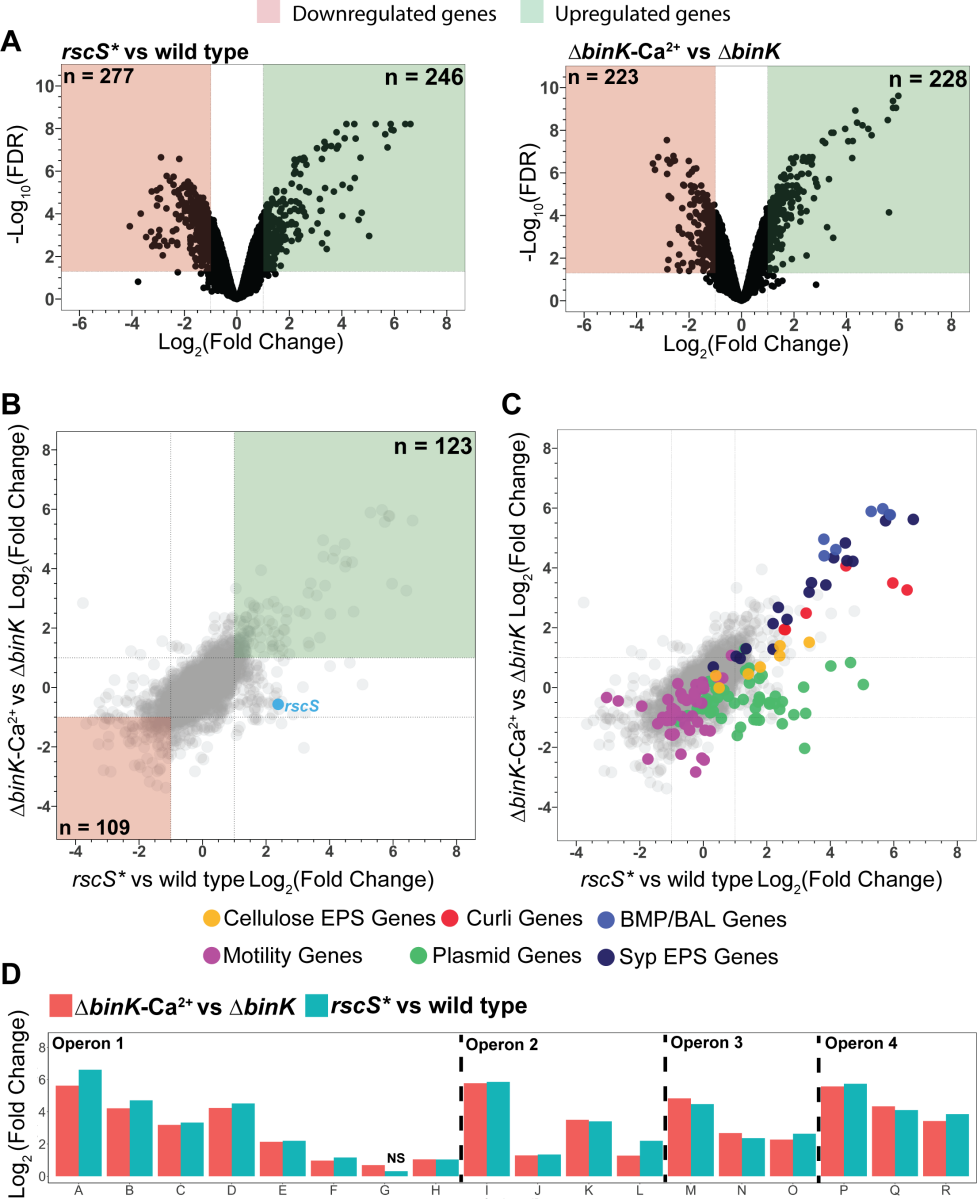
*Vibrio fischeri* induces a core transcriptomic response during biofilm formation. (A) Volcano plots of the rscS* vs wild type and Δ*binK*-Ca^2+^ vs Δ*binK* biofilm models. Green and red boxes indicate those genes with log_2_(fold change) ≥1 and ≤−1, respectively, with significant differential expression (FDR < 0.05). (B) Overlay of log_2_(fold change) values for all genes from both the rscS* vs wild type and Δ*binK*-Ca^2+^ vs Δ*binK* biofilm models. Green and red boxes are analogous to those in panel A. (C) Overlay of annotations onto the multi-comparison overlay shown in panel B; dot legend is provided below. (D) Syp locus differential expression. Log_2_(fold change) for each of the 18 genes in the *syp* locus is provided from the two differential expression analyses. Operon indications are provided from previous analyses of SypG-bound promoters (28). For the one gene which had no significant changes in expression (sypG, rscS* vs wild type), NS is indicated above that column.

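*sypG* had a log_2_(fold change) of 0.31 ± 0.15 in rscS* and 0.69 ± 0.13 in Δ*binK*-Ca2+ (± SE, n = 3 libraries per group), and the other 17 *syp* genes had at least 1.04 in rscS* and 0.97 in Δ*binK*-Ca2+. *sypG* stood at 81.8 ± 15.0 CPM in wild type, 102 ± 9.54 in rscS*, 76.9 ± 9.27 in Δ*binK*, and 123 ± 12.7 in Δ*binK*-Ca2+ (mean ± SD, n = 3 libraries). The adjusted p for *sypG* was 0.122 in rscS* and 0.0015 in Δ*binK*-Ca2+ (edgeR's quasi-likelihood test), and both values lay under 2-fold.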

One unexpected result was that *sypG* had the lowest biofilm induction among the 18 *syp* genes. Given the importance of SypG to biofilm regulation as the σ^54^-dependent activator for transcription of the *syp* promoters, we were curious to investigate the relative transcript levels of *sypG* within a sample, especially in the uninduced conditions. We conducted an analysis of gene expression within each condition using transcripts per kilobase million reads (TPMs) and focused on the genes within the *syp* locus (39). This analysis revealed that *sypF* and *sypG* had the highest TPM values in the uninduced wild-type sample (Fig. S1). These results argue that *sypF* and *sypG* have higher basal transcriptional levels in non-biofilm-induced conditions and suggest that they may be regulated in a distinct manner from the other genes across the locus.

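In wild type, *sypF* stood at 39.5 ± 2.35 TPM and *sypG* at 25.9 ± 5.43 (mean ± SD, n = 3 libraries), and they held ranks 1 and 2 among the 18 *syp* genes in each of the 3 libraries. *sypA*, at 12.0 ± 3.02 TPM, held rank 3 in each, and the lowest mean was that of *sypN*, at 1.40 ± 0.34. Among all genes of the table, *sypF* ranked between 1315 and 1461 and *sypG* between 1619 and 1948. In rscS*, *sypA* reached 1408 ± 373 TPM and rank 1 in each library, whereas *sypF*, at 105 ± 21.5, and *sypG*, at 37.9 ± 5.68, lay lower, with *sypG* at rank 10 or 11. In Δ*binK* on LBS agar, the other uninduced condition, *sypA* stood at 53.7 ± 29.5 TPM, *sypF* at 30.7 ± 1.98, and *sypG* at 22.7 ± 3.67. There *sypA* held ranks 1, 1, and 2 in the 3 libraries, *sypF* ranks 2, 2, and 1, and *sypG* rank 3 in each. The TPM are the authors' values, each count divided by the length of its gene and scaled to the same total over all genes of each library, rRNA and tRNA genes included. They rank genes within a library, and no test across genes was made.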

Beyond the *syp* locus, *V. fischeri* encodes two additional exopolysaccharide loci (26, 40). The products of the *bcs* locus produce cellulose, which permits adhesion to surfaces and may regulate the transcription of the *syp* locus (26, 41). 

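*bcsQ* rose with a log_2_(fold change) of 3.34 ± 0.17 in rscS* and 1.51 ± 0.12 in Δ*binK*-Ca2+, and *bcsE* with 2.42 ± 0.18 and 1.39 ± 0.13 (± SE, n = 3 libraries per group). *bcsA*, which encodes the catalytic subunit of cellulose synthase, had 2.41 ± 0.15 and 1.06 ± 0.14, and *bcsB*, which encodes its partner subunit, had 1.79 ± 0.17 and 0.68 ± 0.16. In rscS*, 5 of the 7 *bcs* genes rose past 2-fold and in Δ*binK*-Ca2+ 3 did, with the same counts when adjusted over the list alone. The response of *bcsQ* was larger in rscS* by 1.84 ± 0.19 and that of *bcsE* by 1.04 ± 0.21 (adjusted p = 2.89e-05 and 0.00561, edgeR's quasi-likelihood test of the difference over 12 libraries). Transcripts of *bcsQ* reached similar levels in the induced groups, 280.4 ± 32.0 CPM in rscS* and 276 ± 8.98 in Δ*binK*-Ca2+, from 27.7 ± 4.57 in wild type and 97.3 ± 5.01 in Δ*binK* (mean ± SD, n = 3 libraries). As a list, the *bcs* genes were higher by limma's camera (adjusted p of 4.54e-10 in rscS* and 0.0023 in Δ*binK*-Ca2+), with an adjusted p of 0.065 and 0.272 with an estimated correlation. The call of *bcsA* in Δ*binK*-Ca2+ ended without Δ*binK* replicate 2 (log_2_(fold change), 0.95) and without Δ*binK*-Ca2+ replicate 2 (0.98).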

In both biofilm models, we observed moderate upregulation of *bcs* genes (Fig. S2A), with *bcsQ* (*VF_A0885*) and *bcsE* (*VF_A0886*) exhibiting the highest fold changes, fitting the *syp* pattern of the first gene in each respective operon being the most highly upregulated. The other exopolysaccharide locus spans *VF_0157-VF_0180* and is regulated by the quorum sensing regulator LitR (40). To date, the function of this locus remains unclear, yet it does appear to enhance phage infection by the *V. fischeri* phage HNL01 (6). In contrast to the upregulation of the *bcs* and *syp* loci within the core biofilm regulon, we noted that a majority of genes in the *VF_0157-VF_0180* EPS locus were downregulated modestly in both models (Fig. S2B).

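In rscS*, 22 of the 23 genes of the locus that were tested had a lower mean, with a median log_2_(fold change) of −0.69, and 6 fell past 2-fold. Of 21 tested in Δ*binK*-Ca2+, 14 had a lower mean, with a median of −0.22; 2 fell past 2-fold and 1 rose. The same numbers fell and rose when adjusted over the list alone, and 14 of the 21 genes tested in both models were lower in both. *VF_0164*, which encodes a phosphotyrosine-protein phosphatase, had a log_2_(fold change) of −1.81 ± 0.28 in rscS* and −1.14 ± 0.30 in Δ*binK*-Ca2+ (± SE, n = 3 libraries per group). *VF_0161*, which encodes a hypothetical protein, had −1.83 ± 0.18 and −0.30 ± 0.20, a difference of −1.52 ± 0.28 between the models (adjusted p = 0.00261, edgeR's quasi-likelihood test of the difference over 12 libraries). Against the other genes, the locus was lower in rscS* by limma's camera (adjusted p = 3.47e-05, or adjusted p = 0.0811 with an estimated correlation); in Δ*binK*-Ca2+ the adjusted p was 0.433. The call of *VF_0164* in Δ*binK*-Ca2+ ended without Δ*binK* replicate 3 and without Δ*binK*-Ca2+ replicate 3 (log_2_(fold change) of −0.92 in each case).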

#### Effects on other biofilm-related loci of note

Among the most highly upregulated genes in the core biofilm regulon, we noted a predicted curli amyloid fiber biosynthetic locus (Fig. 3A). 

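All 6 genes of the curli locus rose in both models, and all 6 when adjusted over the list alone. *csgB*, which encodes the nucleator, rose with a log_2_(fold change) of 6.42 ± 0.26 in rscS* and 3.26 ± 0.40 in Δ*binK*-Ca2+, and *csgA*, which encodes the fiber subunit, with 5.97 ± 0.27 and 3.49 ± 0.50 (± SE, n = 3 libraries per group). The regulator gene *vpsT* rose with 4.49 ± 0.30 and 4.07 ± 0.22, and *csgE*, which encodes an export factor, with 3.24 ± 0.21 and 2.49 ± 0.17. In the libraries, *csgA* stood at 69.8 ± 8.67 CPM in wild type and 563 ± 345 in Δ*binK*, and at 4385 ± 1088 in rscS* and 6311 ± 359 in Δ*binK*-Ca2+ (mean ± SD, n = 3 libraries). The response of *csgB* was larger in rscS* by 3.17 ± 0.46 and that of *csgA* by 2.49 ± 0.54 (adjusted p = 0.000749 and 0.0112, edgeR's quasi-likelihood test of the difference over 12 libraries). For *csgB* too the controls lay apart, between 10.8 and 18.4 CPM in the wild-type libraries and between 91.3 and 271 in Δ*binK*. The induced groups overlapped, between 1195 and 1536 CPM in rscS* and between 1309 and 2193 in Δ*binK*-Ca2+. The study picked this locus from these libraries, so its direction is not independent evidence. As a list it was higher by limma's camera (adjusted p of 8.95e-26 in rscS* and 5.4e-11 in Δ*binK*-Ca2+), with an adjusted p of 0.0495 and 0.155 with an estimated correlation.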

In other bacteria, CsgA subunits polymerize into curli amyloid fibers on the exterior of the cell in a process nucleated by CsgB (42, 43). Curli fibers mediate aggregation and biofilm formation in different species, and the operon structure in *V. fischeri* mimics that of other organisms including predicted export genes (43–45). The *V. fischeri* CsgA and CsgB proteins are larger than their *Escherichia coli* homologs, and each shares 32.0% similarity to the characterized curli proteins from *E. coli* K-12 (46, 47). Notably, *V. fischeri* curli proteins are larger than their *E. coli* homologs, with CsgA and CsgB predicted to be 315 and 190 amino acids (2.1× and 1.25× in length, respectively). We generated a strain lacking the *csgBA* genes (Δ*csgBA*), eliminating both the major and minor curlin subunits, and queried whether interruption of the curli genes reduced host colonization levels. We observed no significant difference in final colonization levels between wild type and the Δ*csgBA* mutant (Fig. 3B), suggesting that the curli locus is not a critical colonization factor in this context. We further tested whether the absence of curli would impact biofilm aggregate formation in the host. However, we did not observe any significant reductions in the size of biofilm aggregates in the Δ*csgBA* mutant compared to wild type, suggesting that the curli locus is not required in host biofilm aggregates (Fig. 3C). Outside of the squid host, we tested whether the curli amyloid fiber locus impacted *in vitro* models of biofilm formation by introducing the Δ*csgBA* mutation into a RscS overexpression background (rscS*). We noted no significant defects in wrinkled colony formation in the rscS* Δ*csgBA* mutant at both early (24 hours) and late (48 hours) timepoints (Fig. 3D). Additionally, the Δ*csgBA* mutant did not have decreased binding of Congo Red dye, in contrast to what is observed for *csgBA* deletions in other organisms (48). Given the linkage between curli production and cellulose EPS in other organisms (49, 50), we proceeded to test whether deletion of both *csgBA* and the cellulose EPS synthase *bcsA* would impact biofilm formation. In the wrinkled colony biofilm model, the strain lacking both curli and *bcsA* demonstrated no significant differences in morphology compared to a parental biofilm-induced strain, and it exhibited Congo Red binding equivalent to a *bcsA* single mutant. Therefore, while it is intriguing that the curli system is induced concomitant with biofilm formation, we did not detect a functional requirement for the curli genes. Given our results and the lack of Congo Red binding attributable to the curli gene products, we are unable to determine whether curli fibers are produced or play a role during symbiotic colonization.

**Fig 3:**
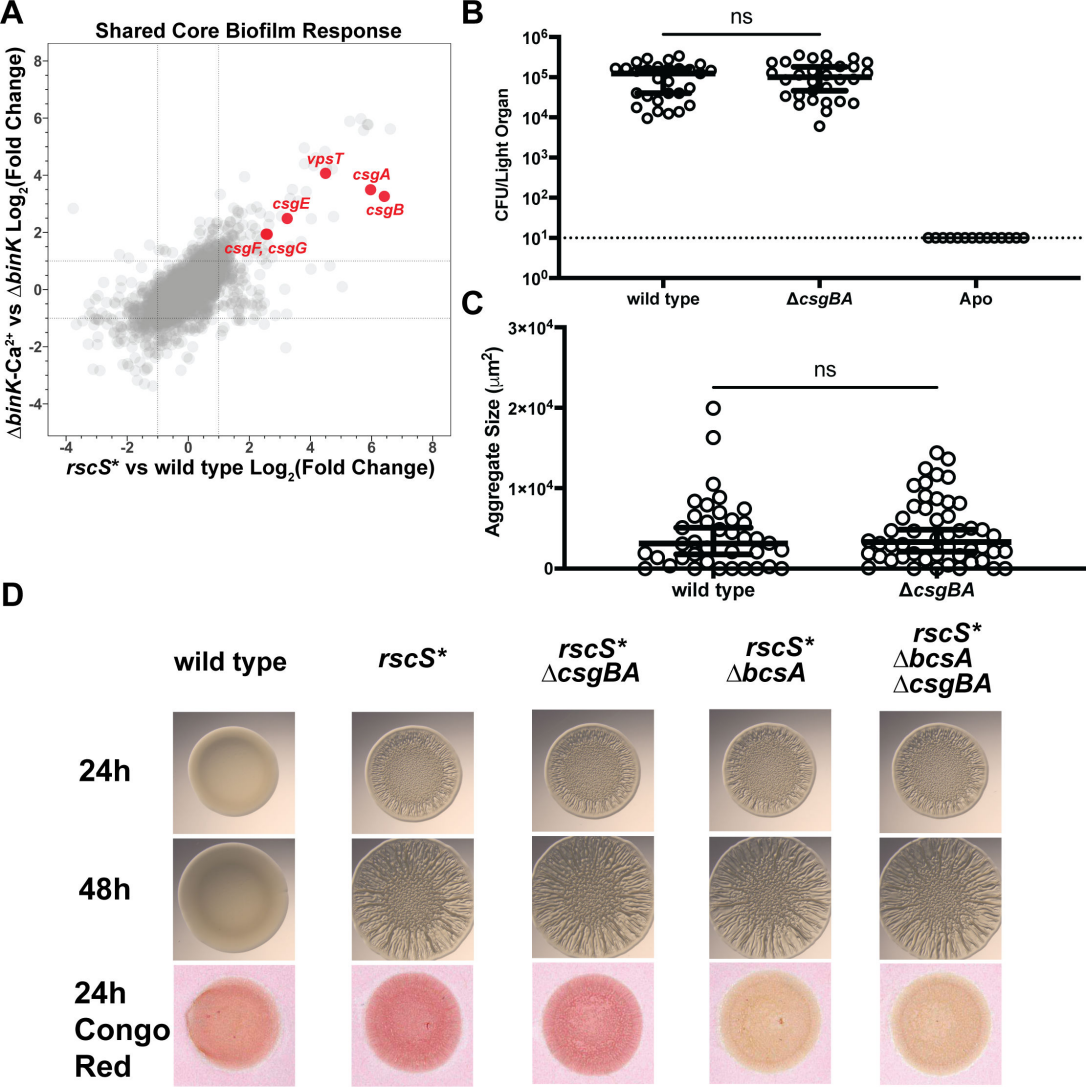
A curli locus is highly induced by both biofilm models. (A) Overlay graph of Fig. 2C with specific curli genes (red), labeled by name. (B) Single-strain colonization data for wild type and a Δ*csgBA* curli mutant. Wild type and Δ*csgBA* were inoculated into filter sterilized Instant Ocean of two separate cohorts of squid hatchlings and allowed to colonize for 3 hours. Hatchlings were then washed and allowed to grow for 2 days, after which squid juveniles were euthanized. Each dot represents the average CFU per light organ of individual squid, and horizontal bars represent median CFU per light organ with 95% confidence intervals. The dashed line indicates the limit of detection. Statistical significance was calculated using a Mann-Whitney test. (C) Biofilm aggregate size during host colonization. Wild type and Δ*csgBA* strains carrying the constitutive GFP plasmid pVSV102 were allowed to colonize squid hatchlings for 3 hours, at which point each squid was euthanized and fixed in 4% paraformaldehyde. Dissection of each squid then revealed the biofilm aggregates forming on the light organ surface, which were imaged with a Zeiss Axio Zoom fluorescence microscope. Each point represents the area of one aggregate. Squid which did not have any aggregates have points at 0. Horizontal bars represent median aggregate area size with 95% confidence interval. Statistical significance was calculated using a Mann-Whitney test. (D) Wrinkled colony and Congo Red binding assays. Strains were spotted on LBS media and imaged. ns, not significant.

#### Effects on flagellar motility

Outside of exopolysaccharide regulation, the core biofilm regulon had a substantial downregulation of motility genes. 

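Of 52 genes whose products name a part of the flagellum or its assembly, 16 fell in rscS* and 22 in Δ*binK*-Ca2+ (16 and 23 when adjusted over the list alone). The flagellin chaperone gene *fliS* fell with a log_2_(fold change) of −1.40 ± 0.15 in rscS* and −1.68 ± 0.18 in Δ*binK*-Ca2+, and the export apparatus gene *fliO* with −1.73 ± 0.23 and −1.26 ± 0.25 (± SE, n = 3 libraries per group). *motX*, which encodes a protein of the sodium-driven motor, had −3.05 ± 0.31 and −0.33 ± 0.17, a difference of −2.70 ± 0.37 between the models (adjusted p = 0.000311, edgeR's quasi-likelihood test of the difference over 12 libraries). *fliE*, of the basal body, had −0.71 ± 0.15 and −1.89 ± 0.14 and differed the other way, by 1.19 ± 0.19 (adjusted p = 0.000989 by the same test in edgeR). Of 44 genes of methyl-accepting chemotaxis proteins, 9 fell and 2 rose in rscS*, and 5 fell in Δ*binK*-Ca2+, with the same counts when adjusted over the list alone; *VF_1789* had −2.004 ± 0.17 in rscS* and −0.45 ± 0.12 in Δ*binK*-Ca2+. By limma's camera, the flagellar list was lower in both models (adjusted p of 6.10e-08 and 9.13e-07), with an adjusted p of 0.101 and 0.426 with an estimated correlation. The chemotaxis list was lower in rscS* (adjusted p = 1.33e-05, or adjusted p = 0.218 with an estimated correlation), and its adjusted p in Δ*binK*-Ca2+ was 0.0564.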

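*VF_0715*, which encodes the motor protein MotB1, had a log_2_(fold change) of −2.68 ± 0.21 in rscS* and −0.45 ± 0.13 in Δ*binK*-Ca2+, a difference of −2.21 ± 0.25 (adjusted p = 5.56e-05, edgeR's quasi-likelihood test of the difference over 12 libraries). Among the 43 genes of Table S1, which an earlier study linked to swimming, the median log_2_(fold change) was −0.58 in rscS* and −0.72 in Δ*binK*-Ca2+. In rscS*, 22 of the genes were lower at an adjusted p below 0.05 and 11 fell past 2-fold; in Δ*binK*-Ca2+, 27 were lower at that adjusted p, 16 fell past 2-fold, and 1 rose. The numbers past 2-fold were the same when adjusted over the list alone. In Δ*binK*, the control, these 16 genes had a log_2_(fold change) from −1.31 to 2.85 relative to wild type, with a median of 0.66. In Δ*binK*-Ca2+, 9 of the 16 had a mean below every wild-type library. Of the 43 genes, 4 were higher in both models and 7 were lower in 1 model alone. Against the other genes, the list was lower by limma's camera (adjusted p of 8.94e-06 in rscS* and 1.97e-05 in Δ*binK*-Ca2+), with an adjusted p of 0.457 and 0.426 with an estimated correlation.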

We observed that 32 of the 43 genes required for swimming motility in *V. fischeri* (51) trended toward reduced expression in both biofilm models. Of these genes, five met our significance threshold: *cheB/VF_1830*, *cheY/VF_1833*, *fliN/VF_1844*, *fliM/VF_1845*, and *flrB/VF_1855* (Fig. 4A; Table S1). 

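*fliM* and *fliN*, which encode switch proteins of the flagellar motor, had the largest decreases of these genes in rscS*, with a log_2_(fold change) of −1.74 ± 0.24 and −1.44 ± 0.17, and had −2.39 ± 0.34 and −1.21 ± 0.18 in Δ*binK*-Ca2+ (± SE, n = 3 libraries per group). *cheY*, whose product carries the chemotaxis signal to the motor, had −1.02 ± 0.15 and −1.09 ± 0.18, and the receptor methylesterase gene *cheB* had −1.15 ± 0.20 and −1.10 ± 0.15. *flrB*, which encodes a sensor kinase of the flagellar hierarchy, had −1.04 ± 0.20 and −1.56 ± 0.17. The adjusted p of *fliM* was 0.000192 in rscS* and 0.000361 in Δ*binK*-Ca2+, and that of *flrB* was 0.00142 and 1.86e-05 (edgeR's quasi-likelihood test). Calls close to 2-fold ended when 1 library was left out: in rscS*, *cheB* without wild-type replicate 3 (−0.87), *cheY* without wild-type replicate 1 (−0.97), rscS* replicate 2 (−0.95) or rscS* replicate 3 (−0.97), and *flrB* without wild-type replicate 3 (−0.83), rscS* replicate 2 (−0.90) or rscS* replicate 3 (−0.98); in Δ*binK*-Ca2+, *cheB* without Δ*binK*-Ca2+ replicate 2 (−0.99) and *cheY* without Δ*binK* replicate 1 (−0.98) or Δ*binK*-Ca2+ replicate 2 (−0.999). With upper quartile scaling, *cheY* (−0.97) and *flrB* (−0.99) lay under 2-fold in rscS*, and with the test made against 2-fold itself 1 of the 43 genes fell in both models; 3 fell in both without wild-type replicate 3, rscS* replicate 2, rscS* replicate 3 or Δ*binK*-Ca2+ replicate 2.

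**Figure D1:**
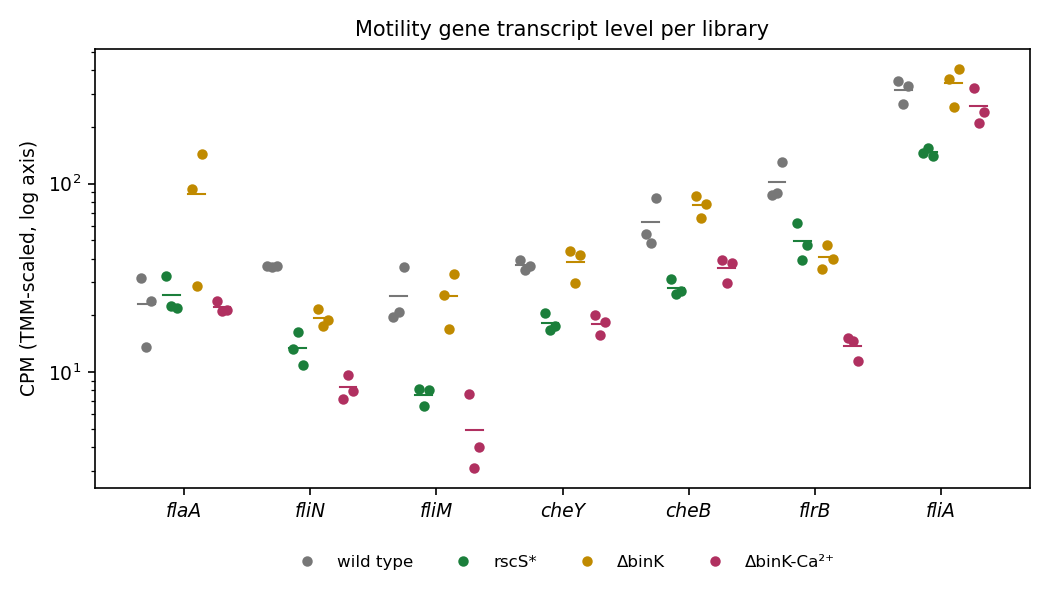
Transcript levels of *flaA*, *fliN*, *fliM*, *cheY*, *cheB*, *flrB*, and *fliA* in CPM (log axis) in wild type, rscS*, Δ*binK*, and Δ*binK*-Ca2+. Points are libraries (3 per group) and lines are group means; *fliM* stands at 25.5 in wild type, 7.58 in rscS*, 25.2 in Δ*binK*, and 4.93 in Δ*binK*-Ca2+.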

We therefore asked whether the rscS* or Δ*binK* backgrounds had a deficit in swimming motility by examining migration in tryptone broth salt (TBS) soft agar swim plates (Fig. 4B). Compared to wild-type controls, either rscS* or the Δ*binK* genetic backgrounds alone were sufficient to reduce swimming migration on soft agar by at least 15%, demonstrating that upregulation of the biofilm pathway leads to a diminution of swimming motility (Fig. 4C).

**Fig 4:**
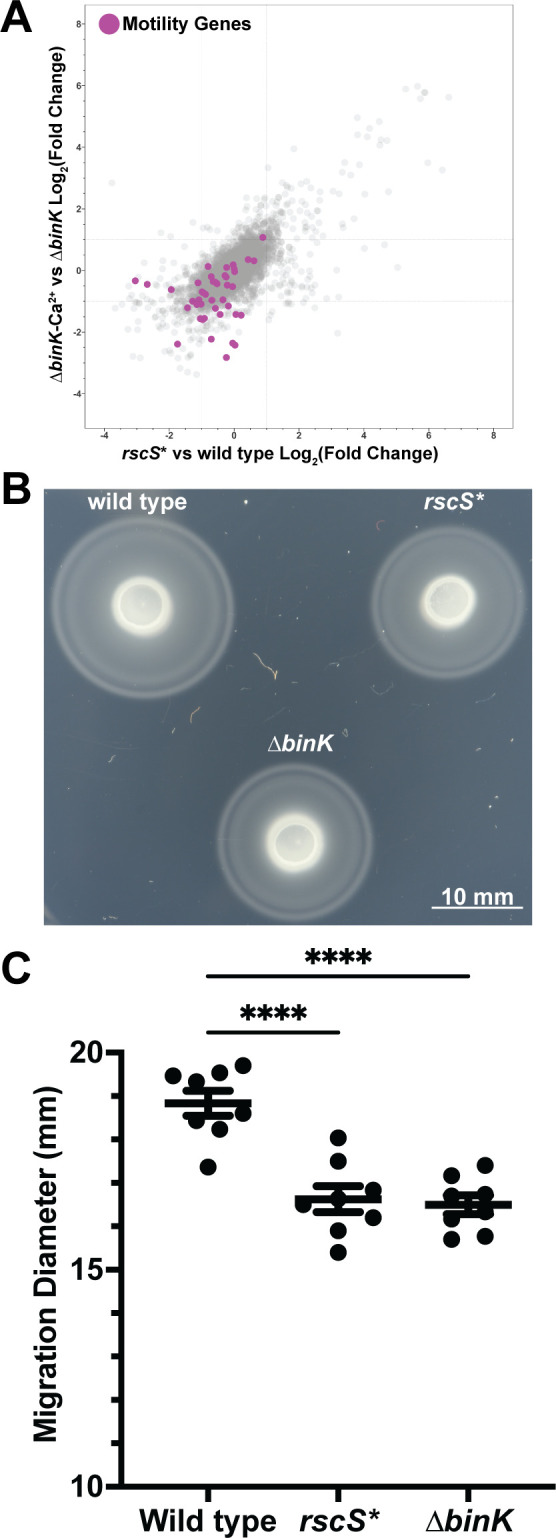
Biofilm-induced conditions downregulate flagellar motility genes and have reduced motility. (A) Both biofilm-induced models significantly downregulate genes required for flagellar biosynthesis from Brennan et al. (51). (B) Strains were cultured in TBS media, spotted onto TBS soft-agar plates, and incubated at 25°C for 5 hours. Shown is a representative plate of *n* = 8 biological replicates, imaged with a Nikon D810 camera. (C) Migration distance determined using ImageJ. Statistical significance was calculated using an ordinary one-way analysis of variance using Dunnett’s multiple comparisons test in GraphPad Prism. Each dot is the product of *n* = 3 technical replicates. Horizontal lines represent the mean with standard error of the mean. ****P < 0.0001.

#### Effects on cyclic di-GMP

In *V. fischeri* and in many bacteria, increased cyclic di-GMP (c-di-GMP) levels positively impact the production of the cellulose exopolysaccharide and negatively regulate swimming motility, both effects noted in our study (41, 52). 

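*VF_A0475* and *VF_A0476*, which lie next to each other and encode enzymes of c-di-GMP turnover, went opposite ways in the models. *VF_A0475* had a log_2_(fold change) of 1.43 ± 0.23 in rscS* and −0.47 ± 0.13 in Δ*binK*-Ca2+, and *VF_A0476* had 1.74 ± 0.30 and −0.71 ± 0.21 (± SE, n = 3 libraries per group). The responses differed by 1.91 ± 0.28 and 2.47 ± 0.39 (adjusted p = 0.00057 and 0.000749, edgeR's quasi-likelihood test of the difference over 12 libraries). The GGDEF domain gene *VF_A0343* rose in rscS* with 1.53 ± 0.25 and had 0.24 ± 0.17 in Δ*binK*-Ca2+, a difference of 1.30 ± 0.31 (adjusted p = 0.0144 by the same test in edgeR). Table S2 lists 47 enzymes: 28 diguanylate cyclases, which make c-di-GMP, 14 phosphodiesterases, which degrade it, and 5 with both domains. In rscS*, 4 cyclases rose and 1 fell, 4 phosphodiesterases rose, and 2 enzymes with both domains rose and 1 fell. The calls in Δ*binK*-Ca2+ were fewer: 1 cyclase fell, 1 phosphodiesterase rose, and 1 enzyme with both domains rose and 1 fell. The counts were the same when adjusted over the list alone, and by limma's camera the adjusted p of the 3 lists was 0.533 or above in both models.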

Within the transcriptomics data set, we asked which diguanylate cyclases (DGCs) and phosphodiesterases (PDEs) were differentially regulated under these conditions (Fig. S3A; Table S2). Both biofilm models (rscS* and Δ*binK*-Ca^2+^) upregulated two DGCs (*VF_A0152* and *casA/VF_1639*), two PDEs (*VF_A0526* and *binA*/*VF_A1038*), and one predicted bifunctional DGC/PDE (*VF_0985*). In contrast, both models downregulated four DGCs (*VF_1350*, *VF_A0398*, *mifB*/*VF_A0959*, and *VF_A1012*), one PDE (*VF_A0551*) and two DGCs/PDEs (*VF_0094* and *VF_A0244*). 

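*binA*, which lies beside the *syp* locus and encodes an enzyme that degrades c-di-GMP, rose with a log_2_(fold change) of 1.10 ± 0.15 in rscS* and 1.16 ± 0.15 in Δ*binK*-Ca2+, and *VF_0985* with 1.10 ± 0.20 and 1.37 ± 0.23 (± SE, n = 3 libraries per group). *casA* had 1.12 ± 0.15 and 0.81 ± 0.14, *VF_A0152* had 1.15 ± 0.16 and 0.97 ± 0.14, and *VF_A0526* had 1.70 ± 0.37 and 0.77 ± 0.24, so that these 3 passed 2-fold in rscS* and lay under it in Δ*binK*-Ca2+. All 5 genes had an adjusted p below 0.05 in both models, with 0.000555 for *casA* and 0.0226 for *VF_A0526* in Δ*binK*-Ca2+ (edgeR's quasi-likelihood test). The call of *VF_0985* in rscS* ended without rscS* replicate 2 (0.88). *VF_A0152* in Δ*binK*-Ca2+ passed 2-fold without Δ*binK* replicate 2 (1.01) or Δ*binK*-Ca2+ replicate 1 (1.08), and *VF_A0526* without Δ*binK* replicate 3 (1.02).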

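*VF_1350* fell with a log_2_(fold change) of −1.86 ± 0.15 in rscS* and −1.33 ± 0.15 in Δ*binK*-Ca2+, and *VF_0094* with −1.89 ± 0.18 and −1.24 ± 0.16 (± SE, n = 3 libraries per group). The other 5 genes lay under 2-fold in both models. *VF_A0398* had −0.94 ± 0.16 and −0.74 ± 0.15, *VF_A0244* had −0.99 ± 0.15 and −0.81 ± 0.16, and *VF_A1012* had −0.61 ± 0.14 and −0.38 ± 0.13. *VF_A0551* had −0.47 ± 0.14 and −0.42 ± 0.14, and *mifB* had −0.56 ± 0.16 and −0.32 ± 0.12. For *mifB* the adjusted p was 0.0132 in rscS* and 0.0472 in Δ*binK*-Ca2+, and for *VF_1350* it was 3.09e-06 and 3.02e-05 (edgeR's quasi-likelihood test). In rscS*, *VF_A0398* passed 2-fold without rscS* replicate 2 (−1.11) and *VF_A0244* without wild-type replicate 3 (−1.10), rscS* replicate 2 (−1.01) or rscS* replicate 3 (−1.01).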

We next directly tested production of c-di-GMP using a plasmid-based fluorescent reporter (pFY4535) (53). This reporter has constitutive expression of the AmCyan fluorescent protein, with the expression of TurboRFP under the control of c-di-GMP-binding riboswitches. Higher levels of c-di-GMP therefore increase the TurboRFP:AmCyan ratio. Compared to wild-type *V. fischeri* and control strains known for either high c-di-GMP levels (Δ6PDE) or low c-di-GMP levels (Δ7DGC) (41, 52), we noted that rscS* induced a mild but significant increase in c-di-GMP levels in colony biofilms grown on standard Luria-Bertani salt (LBS) media, while no such induction was observed in the Δ*binK* background (Fig. S3B). Calcium supplementation (10 mM) of LBS media greatly increased c-di-GMP levels in both rscS* and the Δ*binK* colony biofilms to equivalent levels. This result may be explained by the shared upregulation of the calcium-induced DGC *casA* in both models, as overexpression of CasA has previously been linked to increased c-di-GMP synthesis in calcium-supplemented liquid cultures (Fig. S3C) (54). Overall, both models of biofilm formation appear to be capable of increasing the global levels of c-di-GMP.

### RscS overexpression and calcium supplementation induce regulatory programs unique to each model

Despite the contributions of both biofilm models to the shared biofilm regulon, we also noted targets that appeared to be regulated by either model alone. 

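The dimethyl sulfoxide reductase gene *VF_A0082* rose in rscS*, with a log_2_(fold change) of 1.18 ± 0.17, and had −0.59 ± 0.25 in Δ*binK*-Ca2+ (± SE, n = 3 libraries per group), and *tcpD* had 1.72 ± 0.26 and 0.57 ± 0.23. *VF_A0113*, which encodes a flavin reductase, fell in rscS* with −1.22 ± 0.19 and had 0.14 ± 0.23 in Δ*binK*-Ca2+. For these 3 genes the responses differed between the models, by 1.79 ± 0.31, 1.17 ± 0.36, and −1.34 ± 0.32 (adjusted p = 0.00195, 0.0485, and 0.0136, edgeR's quasi-likelihood test of the difference over 12 libraries). *VF_A0765*, which encodes the anti-sigma factor ChrR, fell in rscS* with −2.95 ± 0.54 and had −0.21 ± 0.41 in Δ*binK*-Ca2+, but the difference of −2.72 ± 0.78 had an adjusted p of 0.0509 by that test of edgeR. With a gene taken as specific to rscS* where it was called there and had an adjusted p of at least 0.05 in Δ*binK*-Ca2+, 62 genes rose and 70 fell. The difference between the models itself passed the thresholds for 32 of the 62 and 27 of the 70. Tested against a change of 2-fold itself, 37 genes rose in rscS* and had an adjusted p of at least 0.05 by that same test in Δ*binK*-Ca2+. They can still have changed there by the ordinary test, so they are not a stricter part of the 62.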

For the RscS overexpression model, we detected 61 genes with increased expression and 68 genes with reduced expression specific to this model (Table S3). 

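*hbtR* rose in rscS*, with a log_2_(fold change) of 1.89 ± 0.39, and had 0.16 ± 0.16 in Δ*binK*-Ca2+, and *hbtC* had 2.34 ± 0.40 and −0.19 ± 0.25 (± SE, n = 3 libraries per group). The responses differed by 1.74 ± 0.42 and 2.54 ± 0.48 (adjusted p = 0.019 and 0.00347, edgeR's quasi-likelihood test of the difference over 12 libraries). The rscS* libraries were spread for *hbtR*, at 37.7, 53.0, and 90.3 CPM against 16.3 ± 6.31 (mean ± SD, n = 3) in wild type. On plasmid pES100, 33 of 53 genes rose in rscS* and 48 had a higher mean, with a median log_2_(fold change) of 1.45; in Δ*binK*-Ca2+, 1 of 52 rose and 10 fell, with a median of −0.49. These counts were the same when adjusted over the list alone. *VF_B0020*, of unknown function, had 4.64 ± 0.47 in rscS* and 0.83 ± 0.29 in Δ*binK*-Ca2+ (1.06, past 2-fold, without Δ*binK*-Ca2+ replicate 1), and 9 of 10 genes of a VirB-like type IV secretion system rose in rscS*. As a list, the plasmid genes were higher in rscS* (adjusted p = 7.46e-12, or adjusted p = 0.402 with an estimated correlation) and lower in Δ*binK*-Ca2+ (adjusted p = 0.00745, or adjusted p = 0.498 with an estimated correlation) by limma's camera, and the secretion genes were higher in rscS* (adjusted p = 1.32e-05, or adjusted p = 0.438 with an estimated correlation). With an adjusted p of at least 0.05 required in Δ*binK*-Ca2+, 15 plasmid genes rose in rscS* alone, and 27 did when all 15 libraries were fitted together.

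**Figure D2:**
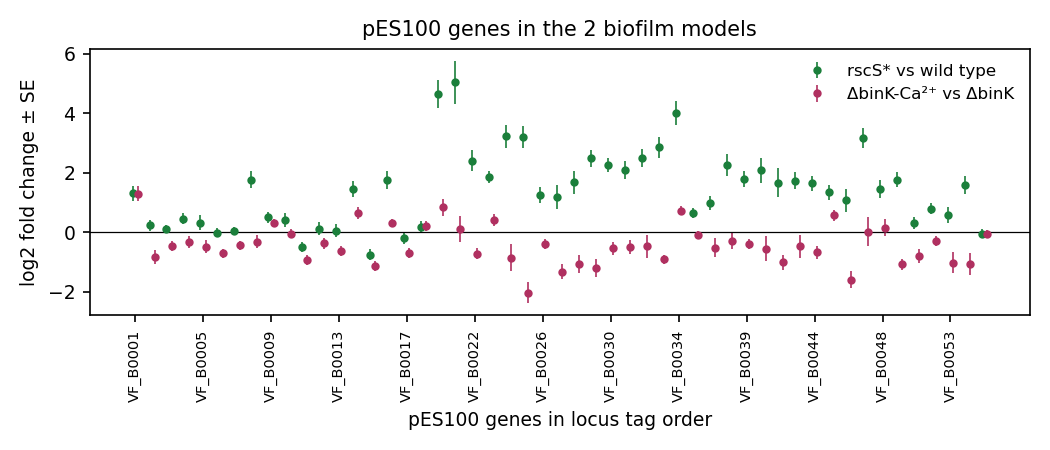
log_2_(fold change) (± SE, n = 3 libraries per group) of the genes of plasmid pES100 in rscS* against wild type and in Δ*binK*-Ca2+ against Δ*binK*, in the order of their locus tags. Points are genes and bars are SEs; *VF_B0021* stands at 5.04 in rscS* and 0.10 in Δ*binK*-Ca2+.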

Notable targets within the upregulated group included genes encoding the regulator HbtR/VF_A0473 and its chaperone HbtC/VF_A0474, alongside 15 genes encoded on the natural plasmid of *V. fischeri* ES114, pES100. Of the 68 downregulated genes, we observed multiple genes associated with flagellar motility, including *fliA/VF_1834*, flagellar motor protein genes *motA2/VF_A0186* and *motB2/VF_A0187*, and the chemotaxis factors *cheV2/VF_A0802* and *VF_2042*. 

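*cheV2* had a log_2_(fold change) of −2.21 ± 0.22 in rscS* and 0.06 ± 0.19 in Δ*binK*-Ca2+, and *VF_2042*, which encodes a methyl-accepting chemotaxis protein, had −2.19 ± 0.27 and 0.32 ± 0.15 (± SE, n = 3 libraries per group). For these genes the responses differed, by −2.25 ± 0.30 and −2.50 ± 0.32 (adjusted p = 0.000218 and 0.000198, edgeR's quasi-likelihood test of the difference over 12 libraries). *fliA*, which encodes the sigma factor of the late flagellar genes, fell in rscS* with −1.11 ± 0.15 and had −0.40 ± 0.20 in Δ*binK*-Ca2+, *motA2* had −1.08 ± 0.30 and −0.59 ± 0.31, and *motB2* had −1.12 ± 0.18 and −0.31 ± 0.21. For *fliA*, *motA2*, and *motB2* the differences were −0.70 ± 0.26, −0.48 ± 0.48, and −0.80 ± 0.29 (adjusted p of 0.108, 0.605, and 0.102, edgeR's quasi-likelihood test of the difference), so these were not shown to differ between the models. The call of *motA2* in rscS* ended without wild-type replicate 1 (−0.61) and without rscS* replicate 3 (−0.95).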

Compared to the RscS overexpression model, the Δ*binK*-Ca^2+^ model affected fewer targets, with 38 upregulated genes and 53 downregulated genes specific to this model (Table S3). 

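*luxD*, which encodes an acyl transferase of the luciferase operon, fell in Δ*binK*-Ca2+ with a log_2_(fold change) of −1.30 ± 0.25 and had −0.02 ± 0.18 in rscS* (± SE, n = 3 libraries per group). Its responses differed by 1.29 ± 0.32 (adjusted p = 0.0164, edgeR's quasi-likelihood test of the difference over 12 libraries). *VF_0781*, which encodes a copper transporter, rose in Δ*binK*-Ca2+ with 2.36 ± 0.15 and had 0.38 ± 0.13 in rscS*, a difference of −1.96 ± 0.19 (adjusted p = 2.60e-05 by the same test in edgeR). With a gene taken as specific to Δ*binK*-Ca2+ where it was called there and had an adjusted p of at least 0.05 in rscS*, 38 genes rose and 58 fell. The difference between the models passed the thresholds for 10 of the 38 and 13 of the 58. The 38 held 5 genes of iron and heme uptake, and the 58 held 9 flagellar genes and 2 genes of the *lux* operon. These counts depended on single libraries and settings: without Δ*binK* replicate 3, 25 genes rose and 30 fell, and with upper quartile scaling 24 rose. Tested against 2-fold itself, 30 fell in Δ*binK*-Ca2+ and did not pass that same test in rscS*, a looser rule than the ordinary test.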

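Of 34 genes of iron and heme uptake, 20 rose in Δ*binK*-Ca2+ and 6 rose and 1 fell in rscS*, with the same counts when adjusted over the list alone; the median log_2_(fold change) in Δ*binK*-Ca2+ was 1.28. The aerobactin synthesis gene *VF_A0161* (IucA) had a log_2_(fold change) of 2.36 ± 0.15 in Δ*binK*-Ca2+ and 0.95 ± 0.21 in rscS* (± SE, n = 3 libraries per group), a difference of −1.40 ± 0.27 (adjusted p = 0.00374, edgeR's quasi-likelihood test of the difference over 12 libraries); it passed 2-fold in rscS* without wild-type replicate 3 (1.17). *VF_1223*, which encodes ExbD1 of the TonB energy-transducing complex, rose in both, with 2.89 ± 0.25 in Δ*binK*-Ca2+ and 2.24 ± 0.32 in rscS*. Of 11 genes of copper proteins, 3 rose in Δ*binK*-Ca2+, 3 also when adjusted over the list alone, and 1 fell in rscS*; *VF_0780*, which encodes CopG, had 1.41 ± 0.17 in Δ*binK*-Ca2+ and 0.14 ± 0.17 in rscS*, a difference of −1.25 ± 0.24 (adjusted p = 0.00347 by the same test in edgeR). *ainS* had 1.23 ± 0.20 in Δ*binK*-Ca2+ and 0.15 ± 0.20 in rscS*, and its responses differed by −1.06 ± 0.32 (adjusted p of 0.0485 in edgeR); its call in Δ*binK*-Ca2+ ended without Δ*binK* replicate 3 (0.99). By limma's camera, the iron list was higher in Δ*binK*-Ca2+ (adjusted p = 1.07e-14, or adjusted p = 0.0307 with an estimated correlation and 0.15 with the replicate number as a block as well) and the copper list had an adjusted p of 0.0426 there, 0.272 with an estimated correlation, and 0.0548 with the replicate number as a block. In rscS*, the iron list had an adjusted p of 0.00157 by camera, or adjusted p = 0.343 with an estimated correlation.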

The upregulated group contained multiple iron and copper assimilation loci and the quorum sensing autoinducer C8-HSL synthase AinS. Downregulated genes in this model included multiple flagellar genes including *flaA/VF_1866*, as well as predicted regulatory factors including the cold-shock DNA-binding transcriptional regulator *cspG/VF_A1094*.

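*flaA*, which encodes the major flagellin, had a log_2_(fold change) of −2.003 ± 0.59 in Δ*binK*-Ca2+ and 0.15 ± 0.28 in rscS* (± SE, n = 3 libraries per group). It stood at 28.6, 94.0, and 143 CPM in the Δ*binK* libraries, between 21.1 and 23.9 in Δ*binK*-Ca2+, and at 23.1 ± 9.07 in wild type (mean ± SD, n = 3). *cspG* had −1.31 ± 0.29 in Δ*binK*-Ca2+ and 0.40 ± 0.19 in rscS*. The responses of *cspG* differed between the models by 1.72 ± 0.37 (adjusted p = 0.00826, edgeR's quasi-likelihood test of the difference over 12 libraries), and those of *flaA* by 2.16 ± 0.68 (adjusted p = 0.0746 by the same test in edgeR). The adjusted p of *flaA* in Δ*binK*-Ca2+ was 0.0403; by the same test it was 0.117 with the replicate number as a block, 0.0504 without the filter on low counts, and between 0.0898 and 0.152 without Δ*binK* replicate 1 (0.122), Δ*binK* replicate 3 (0.0935), Δ*binK*-Ca2+ replicate 1 (0.12), Δ*binK*-Ca2+ replicate 2 (0.0898) or Δ*binK*-Ca2+ replicate 3 (0.152). The call of *cspG* ended without Δ*binK* replicate 3 (−0.997).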

### Novel members of the core biofilm regulon are induced independently of the response regulator SypG

The dominant mode of signaling from sensor kinase RscS is through hybrid sensor kinase SypF to response regulator SypG (27). We therefore expected that removal of SypG in the rscS* overexpression background would eliminate most of the effect observed in that model, based on previous publications and our own colony biofilm assays (Fig. 5A) (25, 27, 55). 

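RNA from 3 colony spots of rscS* Δ*sypG*, grown on LBS agar as the other groups were, was compared with the same 3 wild-type libraries used for rscS*. In this strain *rscS* is overexpressed while *sypG*, the gene of the response regulator, is deleted. *sypG* stood at 1.71 ± 1.12 CPM (mean ± SD, n = 3 libraries), which checks the label, and *rscS* stood at 946 ± 67.2. The counts summed to between 9596492 and 11852893 read pairs per library (median, 10813521), and *csrB2* took up to 35.3% of them. The same fit as for the biofilm models was made on the 6 libraries, which left 3816 genes. As the control libraries are those of rscS* against wild type, the 2 sets of fold changes share the chance values of these controls. The direct comparison of rscS* Δ*sypG* with rscS*, on their own 6 libraries, kept 3822 genes.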

While the *syp*, *bmp*, and *bal* genes did not exhibit induction in the absence of SypG, many of the remaining rscS*-induced genes continued to be differentially expressed without the downstream regulator (Fig. 5B). 

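Without *sypG*, all 18 *syp* genes fell relative to rscS*, and 18 when adjusted over the list alone; the call of *sypJ* ended without rscS* replicate 1, rscS* replicate 2, rscS* Δ*sypG* replicate 2 or rscS* Δ*sypG* replicate 3 (adjusted p of 0.115, 0.0939, 0.103, and 0.0773 in edgeR) and in 1 fit of all 15 libraries (0.064). *sypI* fell with a log_2_(fold change) of −6.20 ± 0.24, *sypP* with −5.95 ± 0.27, and *sypM* with −4.21 ± 0.30 (± SE, n = 3 libraries per group; adjusted p = 1.06e-08, 6.90e-08, and 4.22e-05 by edgeR's quasi-likelihood test). Relative to wild type, *sypI* had −0.29 ± 0.29, *sypP* −0.17 ± 0.26, and *sypM* 0.30 ± 0.30 in rscS* Δ*sypG*, and 2 of the 18 genes fell, the deleted *sypG* and *sypA*, also when adjusted over the list alone. *sypA* stood at 3.48 ± 0.578 CPM (mean ± SD, n = 3 libraries), with −1.21 ± 0.28 relative to wild type; this call ended without wild-type replicate 2 (−0.97), without rscS* Δ*sypG* replicate 3 (adjusted p = 0.0572 in edgeR), and with all 15 libraries in 1 fit of edgeR (adjusted p = 0.0605). Other genes stayed higher than in wild type: *vpsT*, of the curli locus, with 3.15 ± 0.28, and *VF_0208* with 1.68 ± 0.25, both lower than in rscS*, by −1.38 ± 0.28 and −1.41 ± 0.21. By limma's camera, the *syp* list was lower in rscS* Δ*sypG* than in rscS* (adjusted p = 5.06e-60, or adjusted p = 0.0536 with an estimated correlation). Relative to wild type its adjusted p by camera was 0.0216, 0.37 with an estimated correlation, and 0.0737 with the replicate number as a block.

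**Figure D3:**
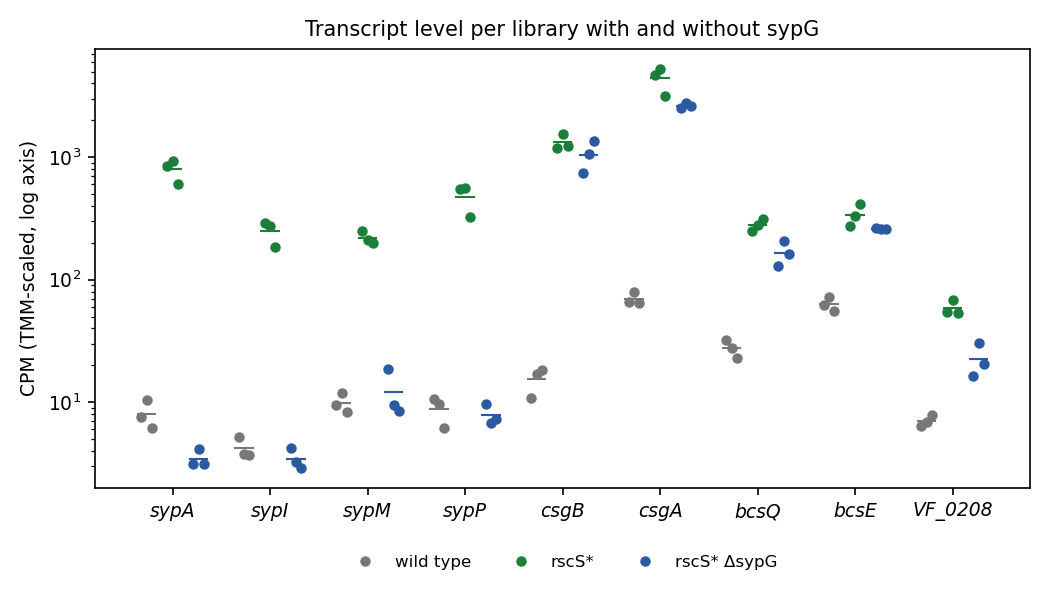
Transcript levels of *sypA*, *sypI*, *sypM*, *sypP*, *csgB*, *csgA*, *bcsQ*, *bcsE*, and *VF_0208* in CPM (log axis) in wild type, rscS*, and rscS* Δ*sypG*. Points are libraries (3 per group) and lines are group means; *sypI* stands at 4.25, 249, and 3.47, and *csgB* at 15.4, 1324, and 1051.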

A total of 111 genes were significantly upregulated and 60 genes were significantly downregulated, despite the attenuation of the rscS* Δ*sypG* mutant in forming wrinkled colony biofilms. These results suggest that RscS maintained a regulatory program independent of SypG signaling (Fig. 5B). Visualization of these data revealed a clear bifurcation showing this unexpected SypG-independent effect within the rscS* model (Fig. 5C; Table S4).

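All 6 genes of the curli locus rose in rscS* Δ*sypG* relative to wild type, and all 6 when adjusted over the list alone, with a log_2_(fold change) of 6.09 ± 0.31 for *csgB* and 5.24 ± 0.21 for *csgA* (± SE, n = 3 libraries per group). All 16 genes of a region that encodes Flp pilus proteins rose (16 when adjusted over the list alone), with 7.01 ± 0.38 for *VF_A0218* (Flp1). On pES100, 37 of 54 genes rose (37 when adjusted over the list alone), with 5.98 ± 0.70 for *VF_B0021*. Of 23 genes of the *VF_0157-VF_0180* locus, 16 fell (16 when adjusted over the list alone), with −2.63 ± 0.25 for *VF_0161*. Of the 43 genes of Table S1, 7 fell (7 when adjusted over the list alone), as did *fliS*, with −1.88 ± 0.21. The adjusted p was 7.61e-07 for *csgB* and 4.03e-05 for *VF_0161* (edgeR's quasi-likelihood test); tested against 2-fold itself, 71 genes rose and 13 fell. By limma's camera, the lists of curli, Flp, plasmid, and *VF_0157-VF_0180* genes had adjusted p of 3.16e-44, 2.77e-44, 1.48e-54, and 1.73e-21, with adjusted p of 0.0294, 0.0931, 0.0931, and 0.0294 with an estimated correlation, and 0.241 for both curli and *VF_0157-VF_0180* genes with the replicate number as a block as well. The Flp list was drawn up after its fold changes in Table S4 had been seen and the curli list was picked by the study, so neither is independent evidence. The plasmid and *VF_0157-VF_0180* lists were set after the paper's tables and figures had been read, so their tests are not independent of these data either. The Table S1 list had an adjusted p of 2.04e-10 by camera, or adjusted p = 0.302 with an estimated correlation. From the number of genes that still changed without SypG, the paper proposes that RscS keeps a regulatory program that does not pass through SypG.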

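Of 3804 genes tested in both rscS* and rscS* Δ*sypG* against wild type, 81 rose in both and 26 fell in both. The 81 held all 6 curli genes, 5 of 7 *bcs* genes, 31 of the plasmid genes, and 7 of the Flp genes, and the 26 held 5 genes of the *VF_0157-VF_0180* locus. Of the genes that rose in rscS*, 85 were lower in rscS* Δ*sypG* than in rscS*, 17 of them *syp* genes. *VF_A0549* was among these, with a log_2_(fold change) of −6.85 ± 0.36 relative to rscS* (± SE, n = 3 libraries per group; adjusted p = 5.92e-07 by edgeR's quasi-likelihood test), as was *VF_A1019*, of unknown function, with −5.62 ± 0.21. Of the genes that fell in rscS*, 162 were higher in rscS* Δ*sypG* than in rscS*, among them *phrB*, with 4.30 ± 0.64, and *VF_A0763*, with 3.70 ± 0.62. Both counts rest on fits that share the 3 rscS* libraries, so chance values of these libraries can add to the 85 and the 162. How much they add was not simulated. Independent lists of the same lengths would share 7.06 genes that rose and 4.37 that fell in rscS* and rscS* Δ*sypG*. Unchanged groups simulated against the 3 shared controls shared 0.03 and 0.01 genes on average (1 at most). As no gene was changed in these simulations, almost none could be called, so these counts do not measure what the shared controls add to the 81 and 26. The log_2_(fold change) values had a Pearson's r of 0.508 across genes, against 0.499 in the simulations (0.603 at most), and a covariance of 0.278, against 0.0299 (0.0439 at most). The 3 control libraries cannot be divided into separate control groups of 2, so part of the excess may come from the shared controls; with the pES100 genes left out, 50 genes rose in both, and tested against 2-fold itself 42 rose and 3 fell in both.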

**Fig 5:**
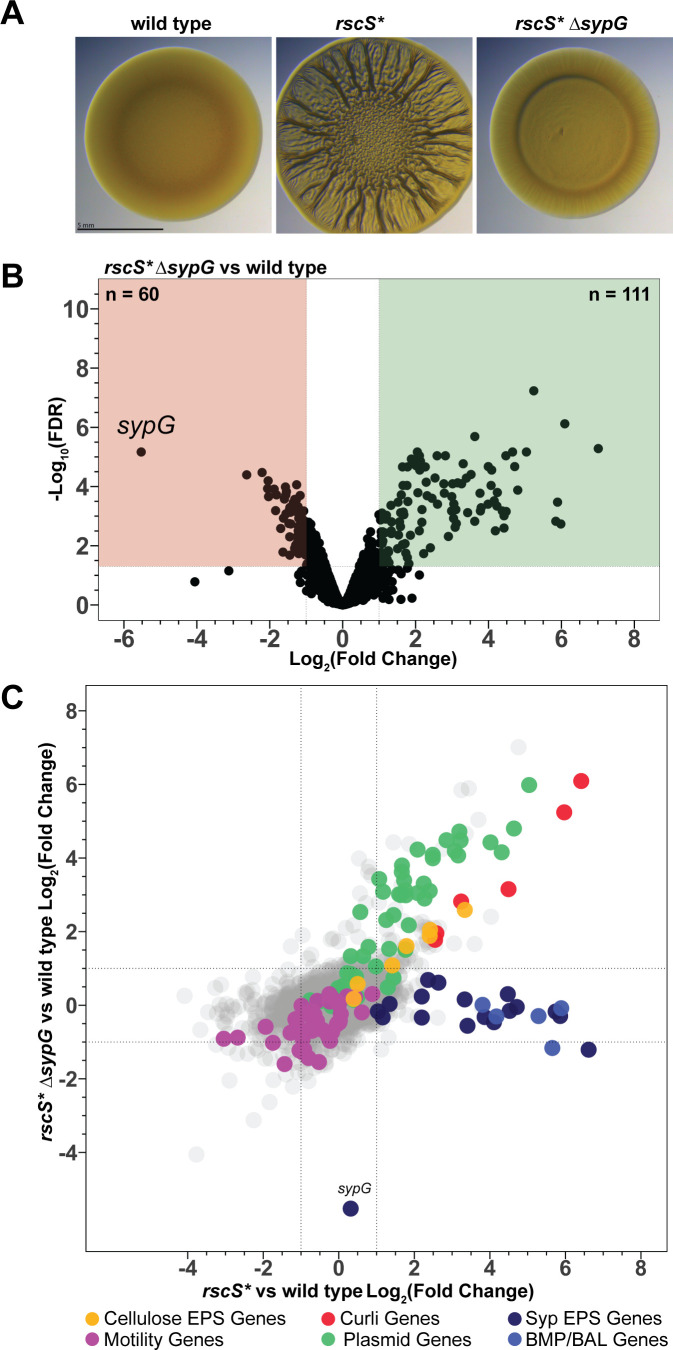
Deletion of the response regulator gene *sypG* reveals a signaling bifurcation downstream of RscS. (A) Wrinkled colony assay. (B) Volcano plot of wild type vs rscS* Δ*sypG* differential expression analysis. Green and red boxes demarcate genes with log_2_(fold change) ≥1 and ≤−1, respectively, with significant differential expression (FDR < 0.05). The numbers of genes in each box are listed in the figure. (C) Overlay of log_2_(fold change) values for all genes in both the rscS* vs wild type and the rscS* Δ*sypG* vs wild type models.

### The SypG-independent signaling pathway regulates *bcs* locus transcription through the transcriptional regulator VpsR independent of SypF

The detection of SypG-independent RscS regulation suggested that RscS was not limited to being simply a regulator of the *syp* locus. However, the factors involved in transmitting RscS signaling to alternative pathways remained unclear. One possibility was that RscS might branch a new signaling pathway through its partner sensor kinase SypF. SypF has precedent as a sensor kinase with multiple downstream response regulators, affecting both SypE and SypG within the Syp phosphorelay (27, 29). Additionally, an increased activity allele of SypF (SypF1) was discovered to increase production of the cellulose exopolysaccharide (26, 54). This activity required the gene *VF_0454*, which encodes a homolog of the *Vibrio cholerae* transcriptional regulator VpsR (26, 54). 

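*bcsQ* rose in rscS* Δ*sypG* with a log_2_(fold change) of 2.59 ± 0.20 relative to wild type, *bcsE* with 2.05 ± 0.15, *bcsA* with 1.88 ± 0.15, and *bcsB* with 1.61 ± 0.19 (± SE, n = 3 libraries per group). Relative to rscS*, *bcsQ* had −0.79 ± 0.18 and *bcsE* −0.41 ± 0.17 when *sypG* was deleted. In all, 5 of the 7 *bcs* genes rose in rscS* Δ*sypG*, and 5 when adjusted over the list alone, the fifth being *bcsZ*, with 1.08 ± 0.22. The gene *vpsR* had 0.12 ± 0.13 in rscS* Δ*sypG* and 0.42 ± 0.15 in rscS*, both relative to wild type, and *sypF* had −0.33 ± 0.14 and 1.16 ± 0.16. The adjusted p in rscS* Δ*sypG* was 6.81e-06 for *bcsE* and 0.641 for *vpsR* (edgeR's quasi-likelihood test). As a list, the *bcs* genes were higher in rscS* Δ*sypG* by limma's camera (adjusted p = 1.44e-14, or adjusted p = 0.0931 with an estimated correlation). The call of *bcsZ* ended without wild-type replicate 2 (0.99) and without rscS* Δ*sypG* replicate 2 (0.89).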

As we observed robust induction of the cellulose exopolysaccharide (*bcs*) locus in the rscS* Δ*sypG* background (vs wild type) and in the core biofilm regulon, we hypothesized that SypF-mediated VpsR signaling could explain the SypG-independent signaling pathway. To test this hypothesis, we asked whether transcription of SypG-independent gene *bcsE* was SypF and VpsR dependent. Using fluorescence microscopy, we measured reporter expression in wrinkled colony biofilms grown on LBS or LBS-Ca^2+^ agar. While removal of SypF or SypG exhibited mild effects (up to 18%), only removal of VpsR eliminated the induction of the *bcsE’-gfp^+^* reporter (Fig. 6A and B). Testing another SypG-independent promoter, for *VF_0208*, revealed roles for SypF, SypG, and VpsR, yet again VpsR exhibited the strongest impact on the promoter’s activity (Fig. 6C and D). Together, these data suggest that VpsR plays an important role in the regulation of genes in the rscS* model.

**Fig 6:**
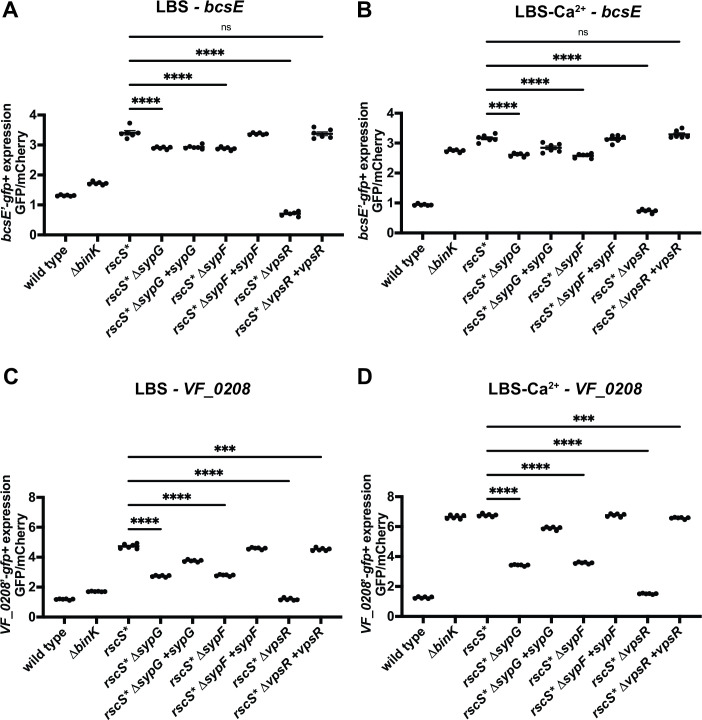
RscS uses VpsR to regulate SypG-independent targets. (A) Expression data for the *bcsE*’-*gfp*^+^ reporter for strains spotted on LBS media. Complementation backgrounds are indicated by the presence of +*vpsR*, +*sypF*, and +*sypG*; all complementations were single-copy insertions at the *V. fischeri* Tn7 transposon site. Fluorescence was measured within colony spots with *n* = 6 biological replicates, each the product of *n* = 2 technical replicates using a Zeiss Axio Zoom fluorescence microscope. GFP fluorescence was normalized to mCherry fluorescence to determine the expression of the reporter in each strain. Statistical analysis of each strain’s reporter expression was conducted in GraphPad Prism, using an ordinary one-way analysis of variance, with Dunnett’s multiple comparison test. **P ≤ 0.001, ****P < 0.0001. (B) Expression data for the *bcsE*’-*gfp*^+^ reporter for strains spotted on LBS-Ca^2+^ media, collected and analyzed as in panel A. (C) Expression data for the *VF_0208*’-*gfp*^+^ reporter for strains spotted on LBS media, collected and analyzed as in panel A. (D) Expression data for the *VF_0208*’-*gfp*^+^ reporter for strains spotted on LBS-Ca^2+^ media, collected and analyzed as in panel A. ns, not significant.

## DISCUSSION

In this work, we profiled two separate models of biofilm formation in the model symbiont *V. fischeri* ES114. This analysis revealed remarkable similarities between transcriptional responses to the two models, which facilitated identification of a core transcriptional program. In addition to known factors that were among the highest expressed in both models (e.g., *syp* locus genes), we identified novel regulatory targets that included well-annotated genes (e.g., motility), loosely annotated genes (e.g., *csg* and *VF_0157-VF_0180* EPS), as well as many hypothetical and unannotated genes. This work generated testable hypotheses, and we pursued multiple examples of those within the study. We validated that in both models, biofilm formation resulted in diminished swimming motility, consistent with behavior in other organisms in which biofilm and motility are discordantly regulated (56, 57).

Our study provided insights into the quantitative nature of induction dynamics across biofilm operons. We observed the *syp* locus had dramatically higher induction for genes located earlier in each of the four operons, as seen for *sypA*, *sypI*, *sypM*, and *sypP* (Fig. 2D). This result suggests that *sypA* provides especially high dynamic range to use for reporting on core biofilm responses in strain ES114, consistent with previous studies that have applied *sypA′-gfp*^+^ and *sypA′-lacZ*^+^ transcriptional reporters (27, 31, 34, 35, 41). In uninduced conditions, we found that the genes encoding the central regulators of the Syp phosphorelay, *sypF* and *sypG*, had the highest abundance as measured by TPM among the *syp* gene transcripts. This result suggested to us that these transcripts may be regulated in a fashion uncoupled from the preceding genes. We speculate that there is a separate regulatory mechanism that enables a higher baseline of *sypF* and *sypG* transcripts without full *syp* locus induction, and that allows levels of SypF and SypG to accumulate to be able to respond to physiological induction of the pathway. A separate, SypG-independent promoter upstream of *sypF* would be consistent with the pattern that we observed, and such a promoter was in fact proposed in early models of the *syp* locus (22, 26). In a recent study, induction of *sypF-H* in response to the biofilm stimulatory vitamin para-aminobenzoic acid was observed in a pattern distinct from the rest of the locus (32), supporting a separate regulatory mechanism that begins at *sypF*.

Among the most highly expressed genes in our biofilm models, we noted the presence of a predicted curli amyloid fiber biosynthetic locus. In other organisms, curli fibers play critical roles in biofilm formation, aiding in cell-surface attachment and cell-cell aggregation (45, 58, 59). However, we noted that this locus was dispensable during host colonization and had no observable effect in culture biofilm models or *in vivo* biofilm aggregates. Previous literature has indicated that curli functionality is commonly aided by the presence of cellulose exopolysaccharide production, which is typically regulated in tandem with curli (50, 58, 60). In our transcriptional data, we noted that the *V. fischeri* cellulose (*bcs*) and curli loci appeared to be coregulated and therefore generated a double mutant in both pathways, in the case that cellulose and curli had redundant roles in biofilm formation. However, this double mutant failed to impact wrinkled colony formation, suggesting that the functional role of curli may not have been captured in our experiments. Considering that curli do not appear to be required for host colonization, it is possible that curli may be important for *V. fischeri* survival in the marine environment in its free-living state. One possible benefit of curli production in this context may arise from the ability of curli fibers to protect producing cells from bacteriophage predation, especially within biofilms (61). Given the abundance of bacteriophage in the marine environment (62), curli production may therefore prove to be vital in the natural context but dispensable in the laboratory environment. Outside of phage defense, the basic nature of curli as adhesins may also aid *V. fischeri* in adhering to biotic and abiotic surfaces in the water column, a common behavior observed in many *Vibrio* species (63–65). Further study is needed to identify the importance of curli to *V. fischeri* biology, especially in the context of biofilm formation.

The large number of genes induced in the rscS* Δ*sypG* strain was surprising, given that the strain does not induce biofilm formation in culture. This result suggested to us that there is a substantial novel output to the RscS signaling pathway, and in the two promoters we examined, we found that VpsR was required for activity in both cases. Mutants in *vpsR* exhibit a competitive defect in squid colonization and a defect in cellulose regulation in culture (26, 66). Despite characterized VpsR regulation via SypF, in the rscS* model, we observed a substantial role for VpsR even when there was only a modest role for SypF (Fig. 6A and B). We note that additional work on VpsR has been conducted in *V. cholerae*, which has a protein that is 66% identical to the *V. fischeri* ortholog. There, it has been shown to be regulated by phosphate and not by phosphorylation as would be expected of a putative response regulator (67). Furthermore, in *V. cholerae*, VpsR regulates the *Vibrio* polysaccharide locus (*vps*), which is absent in *V. fischeri*, as similarly the *bcs* locus is absent in *V. cholerae* (26). *V. cholerae* VpsR binding sites have been determined (68), but we were unable to locate similar sites upstream of genes in our data set, suggesting that *V. fischeri* VpsR likely binds to a different consensus sequence. We also note that in *Vibrio vulnificus*, the VpsR ortholog BrpR regulates the *brp* EPS gene cluster in concert with BrpT, providing additional diversity to VpsR regulation across the *Vibrionaceae* (69). Overall, therefore, the role of VpsR in *V. fischeri* specifically and vibrios broadly requires further clarification.

Overall, this work combines two models to identify novel aspects of biofilm regulation, reveal patterns of gene expression across regulated loci, and uncover new factors that are coregulated with the *V. fischeri* symbiotic biofilm program. Our results can help to guide selection of an appropriate model given a question under consideration. The overall similarity observed suggests that most effects that have been described in the heavily studied rscS* model will carry over to the ∆*binK*-Ca^2+^ model, which is helpful, given that some phylogenetic groups of *V. fischeri* do not encode RscS (if researchers do not wish to overexpress a heterologous protein in those strains) (23, 24). Given that ∆*binK*-Ca^2+^ model substantially induced c-di-GMP levels, whereas the rscS* model does not, this is another consideration that may guide choice of model. Finally, we noted specific regulatory groups for which the two models differed from the core biofilm response. Future work can leverage these baseline data on the core response and on model-specific effects to examine temporal regulation of biofilm formation, biofilm dispersal, and regulation of biofilm behaviors during host colonization.

## MATERIALS AND METHODS

### Bacterial strains, plasmids, and media

*V. fischeri* and *E. coli* strains studied in this work are listed in Table 1. Plasmids generated or used in this work can be found in Table 2. Unless otherwise specified, *V. fischeri* strains were grown at 25°C in LBS medium (per liter: 25 g of Difco Miller LB broth [BD], 10 g of NaCl, 50 mL of 1 M Tris buffer [pH 7.5], and 10 mM CaCl_2_ [when noted]) or TBS medium (per liter: 10 g of Gibco Bacto tryptone, 20 g of NaCl, 50 mL of 1 M Tris buffer (pH 7.5), and 3 g agar). *E. coli* strains used for cloning and conjugation were grown at 37°C in Luria-Bertani medium (LB; per liter: 25 g of Difco Miller LB broth [BD]) or brain heart infusion medium (BHI; per liter: 37 g brain heart infusion powder [BD]). When needed, antibiotics were supplemented at the following concentrations: kanamycin (Kan), 100 µg/mL for *V. fischeri* and 50 µg/mL for *E. coli*; chloramphenicol (Cam), 5 µg/mL for *V. fischeri* and 25 µg/mL for *E. coli*; erythromycin (Erm), 5 µg/mL for *V. fischeri* and 150 μg/mL for *E. coli*; gentamicin (Gent), 2.5 µg/mL for *V. fischeri* and 5 µg/mL for *E. coli*. When needed for specific strains, thymidine was added at 0.3 mM for *E. coli*. Solidified media were prepared with an agar concentration of 1.5% unless specified otherwise. For Congo Red agar, 40 µg/mL Congo Red and 15 µg/mL Coomassie blue were added to LBS. Plasmids were conjugated from *E. coli* strains into *V. fischeri* using standard techniques (70).

**TABLE 1:** Bacterial strains used in this study

Strain	Genotype	Source or reference
*Vibrio fischeri*		
KV9599 = ∆7DGC	∆*VF_1200*::FRT ∆*mifA*::FRT ∆*VF_1245*::FRT ∆(*VF_A0342-VF_A0343*)::FRT ∆*VF_1639*::FRT ∆*mifB*::FRT-Spec	41
KV9601 = ∆6PDE	∆*pdeV*::FRT ∆*VF_2480*::FRT ∆*binA*::FRT ∆*VF_0087*::FRT ∆*VF_1603*::FRT ∆*VF_A0506*::FRT-Trim	41
MJM1100 = ES114	Natural isolate, *Euprymna scolopes* bobtail squid light organ	71, 72
MJM1107	MJM1100 pVSV102	73
MJM1198	MJM1100 (IG (*glpR-rscS*)::Tn*5* (Cam^R^) = rscS*)	36
MJM1538	MJM1100/pLostfoX	73
MJM2090	MJM1100/pLostfoX-Kan	73
MJM2251	MJM1100 ∆*binK*	30
MJM2479	MJM1198 *att*Tn*7*::*erm*	30
MJM3259	MJM1100 rscS* ∆*sypG*	This work
MJM3381	MJM1100 *att*Tn*7*::*erm*	This work
MJM3954	MJM1100 ∆*sypF*::*erm-bar*	This work
MJM3972	MJM1100 ∆s*ypF*::*bar*	This work
MJM4009	MJM1100/pFY4535	41
MJM4135	KV9599/pFY4535	41
MJM4137	KV9601/pFY4535	41
MJM4174	MJM1100 ∆(*VF_2409-VF_2410*)::*erm-bar*	This work
MJM4185	MJM1100 ∆(*VF_2409-VF_2410*)::*bar*	This work
MJM4269	MJM2251/pFY4535	This work
MJM4271	MJM1198/pFY4535	This work
MJM4276	MJM4185 pVSV102	This work
MJM4457	MJM1100 ∆*bcsA*::*erm-bar*	This work
MJM4467	MJM1100 ∆(*VF_2409-VF_2410*)::*bar*/pLostfoX-Kan	This work
MJM4481	MJM1100 rscS* ∆(*VF_2409-VF_2410*)::*bar*	This work
MJM4539	MJM2251 *att*Tn*7*::*erm*	This work
MJM4549	MJM1100 ∆*bcsA*::*bar*	This work
MJM4671	MJM1100 ∆*vpsR*::*erm-bar*	This work
MJM4683	MJM1100 ∆*vpsR*::*bar*	This work
MJM4915	MJM1100 ∆(*VF_2409-VF_2410*)::*bar* ∆*bcsA*	This work
MJM4917	MJM3972 rscS*	This work
MJM4918	MJM1100 rscS* ∆*bcsA*::*bar*	This work
MJM4919	MJM1100 rscS* ∆*vpsR*::*bar*	This work
MJM4956	MJM1100 rscS* ∆(*VF_2409-VF_2410*)::*bar* ∆*bcsA*	This work
MJM5034	MJM4919 *att*Tn*7*::*erm*	This work
MJM5035	MJM4919 *att*Tn*7*::*vpsR-erm*	This work
MJM5303	MJM3259 *att*Tn*7*::P*_nrdR_-sypG-erm*	This work
MJM5304	MJM4917 *att*Tn*7*::P*_nrdR_-sypF-erm*	This work
MJM5305	MJM3259 *att*Tn*7*::*erm*	This work
MJM5306	MJM4917 *att*Tn*7*::*erm*	This work
MJM5319	MJM2479/pJVG11	This work
MJM5320	MJM3381/pJVG11	This work
MJM5321	MJM4539/pJVG11	This work
MJM5322	MJM5034/pJVG11	This work
MJM5323	MJM5035/pJVG11	This work
MJM5324	MJM5303/pJVG11	This work
MJM5325	MJM5304/pJVG11	This work
MJM5326	MJM5305/pJVG11	This work
MJM5327	MJM5306/pJVG11	This work
MJM5332	MJM2479/pJVG25	This work
MJM5333	MJM3381/pJVG25	This work
MJM5334	MJM4539/pJVG25	This work
MJM5335	MJM5034/pJVG25	This work
MJM5336	MJM5035/pJVG25	This work
MJM5337	MJM5303/pJVG25	This work
MJM5338	MJM5304/pJVG25	This work
MJM5339	MJM5305/pJVG25	This work
MJM5340	MJM5306/pJVG25	This work
*Escherichia coli*		
MJM637	S17-1 λpir/pUX-BF13	74
MJM537	DH5α λpir	Laboratory stock
MJM3999	NEB5α/pFY4535	53
MJM2090	MJM537/pLostfoX-Kan	73
MJM658	BW23474/pEVS107	75
MJM4881	MJM537/pKK01	This work
MJM4879	MJM537/pJVG21	This work
MJM5026	MJM537/pJVG23	This work
MJM5025	MJM537/pJVG22	This work
MJM4640	MJM537/pJVG11	This work
MJM5235	MJM537/pJVG25	This work
MJM3478	π3813/pKV496	76
MJM542	MJM537/pVSV102	77
MJM534	CC118 λpir/pEVS104	70
MJM570	DH5α/pEVS79	70
MJM687	MJM537/pMarVF1	73
MJM3271	NEB5α/pEVS79-Erm	This work
MJM4890	MJM537/pKMB036	This work
MJM689	S17-1 λpir/pTM267	78

**TABLE 2:** Plasmid list

Plasmid	Description	Source or reference
pUX-BF13	Tn7 transposase helper plasmid (*tns* genes)	74
pFY4535	Cyclic di-GMP reporter plasmid, Gent^R^	53
pLostfoX	TfoX-plasmid for enabling efficient transformation, Cam^R^	79
pLostfoX-Kan	TfoX-plasmid for enabling efficient transformation, Kan^R^	73
pEVS107	Mini-Tn*7* transposon backbone vector, Kan^R^ Erm^R^	75
pKK01	pEVS107 *vpsR* (±300bp), Kan^R^ Erm^R^	This work
pJVG21	pEVS79-Erm rscS* (±1600 bp from the MJM1198 background), Erm^R^ Cam^R^	This work
pJVG22	pKMB036 P*_nrdR_*-*sypF*	This work
pJVG23	pKMB036 P*_nrdR_*-*sypG*	This work
pTM267	Promoterless *gfp* with constituitive-expressed mCherry for transcriptional reporters	78
pJVG11	pTM267 *bcsE'-gfp^+^*	This work
pJVG25	pTM267 *VF_0208'-gfp^+^*	This work
pKV496	pEVS79 encoding FLP recombinase, Kan^R^	76
pVSV102	Consitutive GFP for squid colonization assays, Kan^R^	77
pEVS104	Helper plasmid for conjugations, Kan^R^	70
pEVS79-Erm	Vector for allelic exchange, Erm^R^	This work
pEVS79	Vector for allelic exchange, Cam^R^	70
pMarVF1	*V. fischeri* Mariner transposon vector, Amp^R^ Erm^R^	73

### DNA synthesis and sequencing

Primers used in this work are provided in Table 3 and were synthesized by Integrated DNA Technologies (Coralville, IA). PCR products of gene deletions and plasmid modifications were validated using Sanger sequencing at Functional Biosciences (Madison, WI). Sequencing results were analyzed using Benchling. All Sanger sequencing products were generated with Q5 High-Fidelity polymerase (NEB), Phusion Hot Start Flex DNA polymerase (NEB), or OneTaq DNA polymerase (NEB). Diagnostic PCRs were performed with OneTaq DNA polymerase (NEB) or GoTaq DNA polymerase (Promega). Whole-plasmid sequencing was performed by Plasmidsaurus (Eugene, OR) when noted.

**TABLE 3:** Primer list

Primer	Sequence (5′−3′)	Notes
DAT_015	accaagaagcagtacgacgattat	Internal primer in *rscS* directed toward the promoter region
DAT_016	gaatcaactcaagaaactccccta	Primer external to *rscS* promoter region, used to confirm insertion of rscS* with DAT_015
DAT_017	ggcagaatgcttaatgaattacaa	Primer in rscS* allele chloramphenicol cassette directed toward the start of the gene, verifies presence of rscS* allele with DAT_015
DAT_018	taaataaatcctggtgtccctgtt	Primer to confirm insertion of pLostfoX-Kan, paired with DAT_018
DAT_019	tcgctgttaaaaggacaattacaa	Primer to confirm insertion of pLostfoX-Kan, paired with DAT_019
HB42	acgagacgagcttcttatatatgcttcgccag	Generates erythromycin cassette for ∆*gene*::*erm-bar* backgrounds.
HB154	cgatcttgtgggtagagacatccaggtcaagtcnnbnnbnnbnnbnnbnnbggaatcaagtgcatgagcgctgaag	Generates erythromycin cassette for ∆*gene*::*erm-bar* backgrounds, generates random barcode for strain labeling. Paired with HB142
JVG_AH1	tccagataatgccgtcggtc	Primer 1 kb upstream of *csgB*, used to generate flanking region for *csgBA*::*erm-bar*
JVG_AH2	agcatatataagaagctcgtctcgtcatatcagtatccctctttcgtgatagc	Primer paired with JVG_AH1 to generate *csgB* upstream flanking region for *csgBA*::*erm-bar*, has homology to HB42 and HB154 amplified erythromycin cassette
JVG_AH4	gctgagcaagcgactgataac	Primer located 1 kb downstream of *csgB*, used to verify *csgBA*::*bar* flippase treatment with JVG_AH1
JVG_AJ0	ctcgctaattattttacgactaagcc	Primer located ~650 bp upstream of *csgB*, used to validate *csgBA*::*erm-bar* with HB08
JVG_AJ1	aataatcgctcgaccagagg	Primer located 1 kb upstream of *csgA*, used with JVG_AJ4 to validate deletion of *csgBA*::*erm-bar*
JVG_AJ3	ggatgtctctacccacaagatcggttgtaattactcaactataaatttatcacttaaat	Primer paired with JVG_AJ4 to generate *csgA* downstream flanking region for *csgBA*::*erm-bar*. Has homology to HB42 and HB154 amplified erythromycin cassette
JVG_AJ4	gccagctcaatacttcctacc	Primer 1 kb downstream of *csgA*, used to generate flanking region for *csgBA*::*erm-bar*
JVG_AJ5	cagctgatgtagagctatttaatgcag	Primer internal to *csgA*, used to confirm *csgBA*::erm-bar
JVG_AJ6	ccattttccaatgtaacctcagcc	Primer internal to *csgA*, used to confirm *csgBA*::*erm-bar*, paired with AJ5
RYI554	gccagttggtgttatcactatggttt	Primer internal to *bcsA*, used to confirm *bcsA*::*erm-bar*, paired with RYI555
RYI555	tcgaaacatcataccaagagaccataatgc	Primer internal to *bcsA*, used to confirm *bcsA*::*erm-bar*, paired with RYI554
RYI556	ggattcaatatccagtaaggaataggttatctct	Primer 1 kb upstream of *bcsA*, used to generate flanking region for *bcsA*::*erm-bar*.
RYI557	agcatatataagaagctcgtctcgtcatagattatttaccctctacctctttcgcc	Primer paired with RYI556 to generate *bcsA* upstream flanking region for *bcsA*::*erm-bar*, has homology to HB42 and HB154 amplified erythromycin cassette
RYI558	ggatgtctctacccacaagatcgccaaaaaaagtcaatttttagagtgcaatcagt	Primer paired with RYI559 to generate *bcsA* downstream flanking region for *bcsA*::*erm-bar*, has homology to HB42 and HB154 amplified erythromycin cassette
RYI559	tgccgatggtcctgtaagtagatc	Primer 1 kb downstream of *bcsA*, used to generate downstream flanking region for *bcsA*::*erm-bar*
RYI560	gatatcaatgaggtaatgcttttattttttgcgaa	Primer outside upstream flanking region of *bcsA* for validating deletion
RYI561	gcataattcttacttggttgcatggtttg	Primer outside downstream flanking region of *bcsA* for validating deletion
JVG_BJ9	gcaagacctaaccctgtaccac	Primer for testing insertion of the rscS* promoter allele, pairs with JVG_BJ10
JVG_BJ10	tttactaagcgaatattgcgaggag	Primer for testing insertion of the rscS* promoter allele from pJVG21 into the *rscS* promoter, pairs with JVG_BJ9
KK017	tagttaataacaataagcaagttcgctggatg	Primer internal to *vpsR*, used to confirm *vpsR*::*erm-bar*, paired with KK018
KK018	ctaggtgctcaagatcaatcgtcatg	Primer internal to *vpsR*, used to confirm *vpsR*::*erm-bar*, paired with KK017
KK019	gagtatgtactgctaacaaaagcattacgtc	Primer outside upstream flanking region of *vpsR* for validating deletion
KK020	gtcagacctacctcttcgtataattcacg	Primer outside downstream flanking region of *vpsR* for validating deletion
KK021	cgacaaaatgccttatggtgagca	Primer 1 kb upstream of *vpsR*, used to generate flanking region for *vpsR*::*erm-bar*
KK022	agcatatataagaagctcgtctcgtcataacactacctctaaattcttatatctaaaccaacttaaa	Primer paired with KK021 to generate *vpsR* upstream flanking region for *vpsR*::*erm-bar*, has homology to HB42 and HB154 amplified erythromycin cassette
KK023	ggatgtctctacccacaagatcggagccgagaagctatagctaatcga	Primer paired with KK024 to generate vpsR downstream flanking region for *vpsR*::*erm-bar*. Has homology to HB42 and HB154 amplified erythromycin cassette
KK024	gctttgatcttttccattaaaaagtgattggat	Primer 1 kb downstream of *vpsR*, used to generate flanking region for *vpsR*::*erm-bar*
RYI193	cggtgagagtattgcgccaat	Upstream primer for confirming *sypF*::*erm-bar* deletions
RYI194	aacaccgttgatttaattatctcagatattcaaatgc	Primer 1 kb upstream of *sypF*, used to generate upstream flanking region for *sypF*::*erm-bar*
RYI195	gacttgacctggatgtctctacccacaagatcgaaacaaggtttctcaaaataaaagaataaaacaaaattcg	Primer paired with RYI194 to generate *sypF* upstream flanking region for *sypF*::*erm-bar*, has homology to HB42 and HB154 amplified erythromycin cassette
RYI196	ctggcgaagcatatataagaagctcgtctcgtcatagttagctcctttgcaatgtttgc	Primer paired with RYI196 to generate *sypF* downstream flanking region for *sypF*::*erm-bar*, has homology to HB42 and HB154 amplified erythromycin cassette.
RYI197	gtggtggcatatgaataggcacaa	Primer 1 kb downstream of *sypF*, used to generate downstream flanking region for *sypF*::*erm-bar*
RYI198	ggactcgtcaattttgcataatgcatc	Internal primer in *sypF* to confirm deletion
RYI199	ccgatagatgatatatcaacttgtgctcct	Internal primer in *sypF* to confirm deletion, paired with RYI199
RYI200	taagagaacggcagcattaagaacattac	Downstream primer for confirming *sypF*::*erm-bar* deletions
Tn7 Site F	tgttgatgataccattgaagctaaa	Used to amplify insertions into the *V. fischeri* Tn7 insertion site, used with Tn7 Site R
Tn7 Site R	cttgctgtatgtatttgctgatga	Used to amplify insertions into the *V. fischeri* Tn7 insertion site, used with Tn7 Site F
JVG_BK13	aagggacataggcaggcatc	Sanger sequencing primer to analyze Tn7 transposons carrying the P*nrdR* promoter
JVG_BK14	tgcagagatctactagtggcc	Sanger sequencing primer to analyze Tn7 transposons carrying the P*nrdR* promoter
JVG_AA5	gggtaatgactctctagcttgagg	Primer to validate insertions into pTM267 plasmid at the MCS proximal to *gfp*, used with JVG_AA6
JVG_AA6	cgtatgtagcatcaccttcacc	Primer to validate insertions into pTM267 plasmid at the MCS proximal to *gfp*, used with JVG_AA5
RYI446	tcgaggtacctggccactagtagatctctg	Primer to linearize pEVS107 to allow use in gibson assembly with various inserts, used with RYI446
RYI447	ggcgcgcctagggccctctaga	Primer to linearize pEVS107 to allow use in gibson assembly with various inserts, used with RYI447
RYI643	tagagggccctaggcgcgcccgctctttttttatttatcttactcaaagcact	Primer to amplify *vpsR* ± 300 bp for insertion into pEVS107, used with RYI644
RYI644	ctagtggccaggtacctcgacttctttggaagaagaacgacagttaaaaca	Primer to amplify *vpsR* ± 300 bp for insertion into pEVS107, used with RYI643

### RNA isolation from *V. fischeri* wrinkled colonies

Strains MJM1100, MJM1198, MJM2251, and MJM3259 were streaked on LBS agar and grown overnight at 25°C (30, 36, 71, 72). Overnight cultures were prepared in triplicate from independent colonies of each strain in LBS media, and grown overnight at 25°C with rotation. From each overnight culture, 500 µL was spotted onto LBS agar, or LBS-Ca^2+^ agar, and spots were allowed to grow for 48 hours at 25°C. After 48 hours, each spot was collected into a 1:2 mix of LBS and RNAprotect Bacteria reagent (Qiagen), incubated at RT for 5 minutes, followed by vortexing at maximum speed on a Vortex Genie-2 (Scientific Industries), followed by centrifugation for 10 minutes at 5,000 x *g* at room temperature. Supernatants were removed, and cell pellets were stored at −80°C. RNA extraction was performed using an RNeasy PowerBiofilm kit (Qiagen), as per manufacturer instructions. Purified RNA was stored at −80°C, followed by a further on-column DNAse treatment using RNAse-free DNAse (Qiagen) followed by purification with the RNeasy MinElute kit (Qiagen). Samples were then transferred to the University of Wisconsin - Madison Biotechnology center.

### Library preparation, sequencing, and analysis of RNA samples

Samples were quality-tested using both NanoDrop and Agilent Bioanalyzer measurements. Ribosomal RNA depletion with additional probes recommended by Illumina (Table 4), stranded library preparation (Illumina Ribo-Zero Plus rRNA Depletion w/ Stranded Total RNA), and paired-end 2 × 150 sequencing was conducted at the UW-Madison Biotechnology center on an Illumina NovaSeq 6000. Table S5 shows quality control data for these samples. The resulting reads were processed by FASTP v0.20.1 (80), mapped with BWA-MEM v0.7.17 (81), read counts per gene were enumerated with HTSeq v0.13.5 (82) to *V. fischeri* ES114 chromosome 1, 2, and the natural plasmid pES100 (CP000020.2, CP000021.2, and CP000022.1), and differential expression analysis was conducted with EdgeR v3.32.1 (83). Follow-up analysis of the data set was performed in RStudio v1.3.959. Volcano plots of data were produced through plotting the −log_10_ (FDR) on the graph *y*-axis and the log_2_(fold change) on the *x*-axis, from the EdgeR results. Overlay graphs of multiple differential expression analyses were generated by plotting the log_2_(fold change) for each gene in the stated differential expression analyses on either the *x*- or *y*-axis. Transcripts per kilobase million (TPM) values for all genes were obtained from the raw read counts for all genes from HT-Seq output (39). The read counts for each gene were then divided by each gene’s respective length in kilobase pairs to generate reads per kilobase (RPK). These values were summed for each of the replicates and divided by 1,000,000 to generate the scaling factor for each replicate. The RPK for each gene was then divided by its respective replicate scaling factor to generate per gene TPM values. TPM values for all conditions can be found in Table S6.

**TABLE 4:** Supplemental rRNA depletion probes in pool vfischeri_RZP_sup_pool

Probe	Sequence
Probe 01	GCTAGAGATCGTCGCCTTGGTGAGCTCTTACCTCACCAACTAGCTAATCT
Probe 02	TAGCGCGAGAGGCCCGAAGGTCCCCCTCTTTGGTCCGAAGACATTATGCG
Probe 03	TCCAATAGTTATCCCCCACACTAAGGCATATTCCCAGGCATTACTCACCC
Probe 04	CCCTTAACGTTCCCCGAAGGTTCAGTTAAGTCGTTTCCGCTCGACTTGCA
Probe 05	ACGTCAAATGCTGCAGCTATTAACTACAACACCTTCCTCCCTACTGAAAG
Probe 06	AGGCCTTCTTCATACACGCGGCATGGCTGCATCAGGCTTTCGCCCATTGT
Probe 07	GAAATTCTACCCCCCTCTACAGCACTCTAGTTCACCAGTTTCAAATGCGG
Probe 08	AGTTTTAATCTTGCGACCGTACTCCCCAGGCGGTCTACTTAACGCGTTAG
Probe 09	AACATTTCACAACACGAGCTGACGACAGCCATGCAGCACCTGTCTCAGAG
Probe 10	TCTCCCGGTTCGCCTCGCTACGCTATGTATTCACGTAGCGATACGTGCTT
Probe 11	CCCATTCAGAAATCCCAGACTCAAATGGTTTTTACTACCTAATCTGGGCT
Probe 12	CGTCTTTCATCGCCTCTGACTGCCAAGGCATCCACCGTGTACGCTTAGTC
Probe 13	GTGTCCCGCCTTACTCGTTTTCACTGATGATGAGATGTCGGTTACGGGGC
Probe 14	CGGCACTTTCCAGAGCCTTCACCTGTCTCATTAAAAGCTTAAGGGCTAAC
Probe 15	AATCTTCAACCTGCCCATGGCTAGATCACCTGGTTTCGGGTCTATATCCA
Probe 16	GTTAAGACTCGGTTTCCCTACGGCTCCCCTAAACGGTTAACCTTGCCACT
Probe 17	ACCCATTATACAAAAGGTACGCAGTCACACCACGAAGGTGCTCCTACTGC
Probe 18	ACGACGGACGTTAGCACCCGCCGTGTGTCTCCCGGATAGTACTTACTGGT
Probe 19	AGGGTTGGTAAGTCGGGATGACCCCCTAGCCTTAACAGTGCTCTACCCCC
Probe 20	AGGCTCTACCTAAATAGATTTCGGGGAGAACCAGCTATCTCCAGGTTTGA
Probe 21	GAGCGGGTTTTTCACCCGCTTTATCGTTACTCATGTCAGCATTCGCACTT
Probe 22	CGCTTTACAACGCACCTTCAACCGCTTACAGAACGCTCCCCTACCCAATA
Probe 23	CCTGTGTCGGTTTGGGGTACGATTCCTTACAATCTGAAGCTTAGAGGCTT
Probe 24	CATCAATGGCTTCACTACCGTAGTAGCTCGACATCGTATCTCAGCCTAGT
Probe 25	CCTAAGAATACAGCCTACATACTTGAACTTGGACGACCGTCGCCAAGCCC
Probe 26	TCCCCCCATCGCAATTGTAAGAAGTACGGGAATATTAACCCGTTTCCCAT
Probe 27	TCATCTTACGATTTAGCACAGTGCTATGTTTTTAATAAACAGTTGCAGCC
Probe 28	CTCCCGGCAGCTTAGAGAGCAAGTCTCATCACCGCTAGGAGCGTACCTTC
Probe 29	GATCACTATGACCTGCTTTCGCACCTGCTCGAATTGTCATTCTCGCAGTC
Probe 30	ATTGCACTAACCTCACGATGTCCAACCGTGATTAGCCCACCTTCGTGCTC
Probe 31	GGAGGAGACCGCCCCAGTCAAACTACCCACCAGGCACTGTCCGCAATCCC
Probe 32	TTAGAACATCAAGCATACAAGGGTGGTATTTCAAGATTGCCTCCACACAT
Probe 33	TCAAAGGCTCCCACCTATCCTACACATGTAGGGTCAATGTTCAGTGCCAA
Probe 34	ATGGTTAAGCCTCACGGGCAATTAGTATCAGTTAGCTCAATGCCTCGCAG
Probe 35	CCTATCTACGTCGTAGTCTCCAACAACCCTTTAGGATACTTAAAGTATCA
Probe 36	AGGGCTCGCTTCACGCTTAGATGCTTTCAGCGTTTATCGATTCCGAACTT
Probe 37	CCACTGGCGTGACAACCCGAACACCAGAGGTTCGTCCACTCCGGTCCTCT

### Construction of pTM267-based transcriptional reporters (pJVG11 and pJVG25)

Reporter plasmids were created through insertion of gene specific promoter elements into the established transcriptional reporter plasmid pTM267 (78). In short, ~500 bp of upstream DNA preceding the start codon for *bcsE* and *VF_0208* were amplified using Q5 DNA Polymerase (NEB) using primers JVG_BC1 and JVG_BC2 (*bcsE*) and JVG_BM1 and JVG_BM2 (*VF_0208*). Each primer set appended XbaI and XmaI restriction sites to promoter amplicons. Inserts and the pTM267 backbone were then digested with XbaI and XmaI (NEB), gel purified using the QIAquick gel extraction kit (QIAgen), and further concentrated using a DNA Clean and Concentrator kit (Zymo Research). Purified inserts and pTM267 backbone were then ligated together using overnight ligation at 16°C with T4 DNA ligase (NEB). Ligation products were then transformed into chemically competent *E. coli* DH5ɑ λpir, and chloramphenicol resistant colonies were selected from plates. Potential candidates were streak purified, and used in colony PCR using primers JVG_AA5 and JVG_AA6 to amplify across the inserted element. Candidates showing the proper size amplicons were miniprepped and either sent for Sanger sequencing using primers JVG_AA5 and JVG_AA6 (pJVG11-*bcsE*) (Functional Biosciences) or for full plasmid sequencing (pJVG25-*VF_0208*) (Plasmidsaurus).

### Construction of *gene*::*bar* tagged gene deletions

The creation of Δ*gene*::*bar* mutants followed previously published protocols (84). In short, 1 kb regions flanking the gene(s) of interest were amplified from MJM1100 genomic DNA using Phusion Hot Start Flex polymerase (Thermo Fisher), and each flanking element shared terminal homology with an erythromycin resistance cassette amplified from plasmid pHB01 using primers HB42 and HB154. Splicing by overlap extension PCR (SOE-PCR) was then used to join the flanking regions onto the Erm^R^ cassette (84). This joined fragment was used as mutagenic DNA in a natural transformation into *V. fischeri* strains containing the pLostfoX or pLostfoX-Kan plasmid (73). Recombinants were selected for erythromycin resistance, streak purified, and PCR assays were used to identify candidates with insertions of the erythromycin resistance cassette in the place of targeted genes. For candidates passing PCR screens, the gene deletion and adjacent upstream and downstream regions were PCR amplified, and amplicons were sent for Sanger sequencing using primers HB08, HB09, HB42, and HB146. Candidates which successfully replaced the target gene with the erythromycin cassette were then saved as Δ*gene*::*erm-bar* strains. In order to eliminate potential influences of the erythromycin cassette on neighboring genes, the flippase-encoding plasmid pKV496 was conjugated into Δ*gene*::*erm-bar* strains via tri-parental mating with strains MJM534 and MJM3478 (76). Following this conjugation, candidates were validated for loss of the erythromycin cassette using PCR with primers flanking the deletion site, and amplicons were sent for Sanger sequencing for final validation. Candidates passing the deletion check were then saved as Δ*gene*::*bar* strains.

### Natural transformation of *V. fischeri* with genomic DNA

When necessary, plasmids pLostfoX or pLostfoX-Kan were conjugated into *V. fischeri* strains to induce competence to transfer alleles between strains (73, 79). Natural transformation was conducted as described previously (84), in which strains carrying pLostfoX or pLostfoX-Kan were grown from glycerol stocks in LBS with their respective antibiotics. After overnight growth in LBS, a 1/100 subculture was performed into Tris minimal media (TMM) containing the antibiotic of note, with further growth overnight. The following morning, the TMM overnight culture was subcultured 1/20 into fresh TMM and allowed to grow to OD600 0.2. This culture was then separated into 500 µL aliquots, and 2.4 µg genomic DNA was then provided to the aliquots as needed, and the cell/DNA mixtures were gently vortexed before resting at room temperature for 30 minutes. Following room temperature incubation, each aliquot was provided with 1 mL of LBS, and allowed to recover overnight at 25°C. Recovery cultures were then plated on LBS agar containing respective antibiotics, and candidates of note were streak purified for downstream confirmation.

### Construction of Tn7 transposon-based chromosomal complementations of *sypF*, *sypG*, and *vpsR*

Chromosomal complementations of Δ*gene*::*bar* mutations were conducted through provisioning of the gene of interest on a Tn7 transposon. For the Δ*vpsR*::*bar* strain, *vpsR* ± ~ 350 bp was amplified from MJM1100 gDNA using primers RYI643 and RYI644, and the Tn7 transposon vector pEVS107 was linearized using primers RYI446 and RYI447 with Q5 DNA polymerase (NEB) (75). Using the NEB HiFi DNA assembly kit, the *vpsR* insert and pEVS107 backbone were joined, and the products of this reaction were transformed into *E. coli* DH5ɑ λpir, and erythromycin resistant colonies were selected. Candidates were streak purified, plasmids were isolated using the QIAprep Spin Miniprep kit (Qiagen) and submitted to Plasmidsaurus for full plasmid sequencing, yielding plasmid pKK01. For the Δ*sypF* and Δ*sypG* complementations, the ORFs for each gene were amplified with JVG_BK7 and JVG_BK8 (*sypF*) and JVG_BK11 and JVG_BK12 (*sypG*) with Q5 DNA polymerase (NEB). A variant of pEVS107 containing the constitutively active promoter for the *nrdR* gene (pKMB036) was linearized using primers containing homology for *sypF* (JVG_BK5 and JVG_BK6) and *sypG* (JVG_BK9 and JVG_BK10), and the plasmid backbone and inserts were joined by the NEB HiFi DNA assembly kit. Candidates were selected as erythromycin resistant colonies, and streak purified. Successful assemblies were confirmed using primers JVG_BK13 and JVG_BK14 across the insertion site using colony PCR, plasmids were isolated using the QIAprep Spin Miniprep kit (Qiagen), and purified plasmids were sent to Plasmidsaurus for full plasmid sequencing, yielding plasmids pJVG22 and pJVG23.

### Chromosomal insertion of Tn*7* complementations of *sypF, sypG,* and *vpsR*

The Tn*7* transposon complementation plasmids of *sypF* (pJVG22), *sypG* (pJVG23), and *vpsR* (pKK01) were inserted into their respective *V. fischeri* Δ*gene*::*bar* deletion backgrounds using standard conjugation protocols, with the addition of the Tn*7* transposase helper strain MJM637, carrying plasmid pUX-BF13 (70, 74). Candidates were selected as erythromycin resistant colonies, streak purified, and PCR confirmed using primers Tn*7* site F and Tn*7* site R with Phusion HS DNA polymerase. Tn*7* site F/R amplicons were then purified using the QIAquick PCR purification kit and sent for Sanger sequencing using primers Tn*7* site F, Tn*7* site R, RYI460, and RYI461 (*vpsR*) or Tn*7* site F, Tn*7* site R, JVG_BK13, and JVG_BK14 (*sypF* and *sypG*) (Functional Biosciences). Passing candidates were then saved as MJM5035 (rscS* Δ*vpsR*::*bar att*Tn*7*::*vpsR-erm*), MJM5303 (rscS* Δ*sypG*::*bar att*Tn*7*::P*_nrdR_-sypG-erm*), and MJM5304 (rscS* Δ*sypF*::*bar att*Tn*7*::P*_nrdR_-sypF-erm*)

### Construction of rscS* allelic exchange plasmid (pJVG21)

Plasmid pEVS79 (70) modified with Erm^R^ replacing Cam^R^ (pEVS79-Erm, Matthew Hauserman) was amplified using primers JVG_BJ1 and JVG_BJ2, and the intergenic region containing the rscS* allele was amplified from strain MJM1198 using primers JVG_BJ3 and JVG_BJ4. Products of the JVG_BJ1 and JVG_BJ2 reaction were digested prior to assembly using Dpn1 (NEB). The NEBuilder HiFi DNA Assembly kit (NEB) was then used to assemble JVG_BJ1/2 and JVG_BJ3/4, products of this reaction were then transformed into *E. coli* DH5α using heat shock, and transformants were selected on BHI-Erm150 media. Candidates were screened using PCR with primers JVG_BJ5 and JVG_BJ6, passing candidates were then submitted to Plasmidsaurus (Eugene, OR) for whole-plasmid sequencing yielding plasmid pJVG21.

### Allelic exchange of rscS* into Δ*sypF,* Δ*vpsR,* Δ*bcsA,* and Δ*csgBA* Δ*bcsA*

Plasmid pJVG21 was conjugated into MJM3972 (ES114 Δ*sypF*), MJM4549 (ES114 Δ*bcsA*), MJM4683 (ES114 Δ*vpsR*), and MJM4915 (Δ*bcsA* and Δ*csgBA*) using standard laboratory protocols. Conjugation spots were scrapped from plates, resuspended in 70% IO, and plated on LBS-Erm plates to select for plasmid integration into the host genome. Candidates were streaked on LBS-Erm to purity, and individual colonies were patched on LBS-Erm, LBS-Cam, and LBS. Candidates showing Erm^R^, Cam^R^, and growth on LBS were then cultured in LBS-Erm and saved as single recombinants. Double recombinants were then generated as follows. Single recombinants were first cultured overnight in LBS; overnight cultures were then diluted by 1/100 into fresh LBS and allowed to grow until OD600 reached 0.2. At this point, a further subculture was prepared by repeating the 1/100 dilution into LBS and allowing the culture to grow once again to OD600 0.2. These subcultures were then plated on LBS media and allowed to grow overnight at 25°C. Resulting colonies were patched on LBS-Erm, LBS-Cam, and LBS and grown overnight at 25°C. Patches showing Erm^S^ dropped the plasmid backbone, yet retained the Cam^R^ of the rscS* allele were then cultured and saved as candidate double recombinants. To confirm insertion of rscS*, check PCRs were conducted using primers DAT_015 and DAT_016 and Phusion HS polymerase. Amplicons showing the proper size of the rscS* insertion were purified using the QIAgen Quickspin PCR purification kit and sent to Functional Biosciences for Sanger sequencing confirmation. Passing candidates were saved as MJM4917 (rscS* Δ*sypF*), MJM4918 (rscS* Δ*bcsA*), MJM4919 (rscS* Δ*vpsR*), and MJM4956 (rscS* Δ*bcsA* Δ*csgBA*).

### Wrinkled colony assays

Bacterial strains were grown in LBS medium for approximately 17 hours, and 8 µL of each overnight culture was then spotted onto LBS or LBS-Ca^2+^ plates, and incubated at 25°C. At 24 and 48 hours post-spotting, plates were imaged using a Leica M60 microscope and Leica DFC295 camera.

### Plasmid-based expression assay

Bacterial strains were grown in LBS-Cam medium for approximately 17 hours at 25°C, and 8 µL of each overnight culture was then spotted onto LBS-Cam and LBS-Cam-Ca^2+^ agar, followed by incubation at 25°C. After 24 hours, colony spots were imaged on a Zeiss Axio Zoom v.16 large-field 561 fluorescent stereo microscope, and fluorescence levels were measured within colony spots using the Zen Blue software. Expression of the reporter (eGFP fluorescence, 488 nm excitation, 509 nm emission, and 300 ms exposure time) was normalized to a constitutive locus on the pTM267 backbone (mCherry fluorescence, 558 nm excitation, 583 nm emission, and 700 ms exposure time) as eGFP fluorescence/mCherry fluorescence. Data analysis was conducted in GraphPad Prism using an ordinary one-way analysis of variance (ANOVA) with multiple comparisons.

### Soft agar swimming motility assay

Bacterial strains were streaked on TBS agar 48 hours prior to the assay and incubated at 25°C. After 24 hours, four single colonies were cultured into TBS medium and grown at 25°C for 17 hours with rotation. Ten microliters of each overnight culture was then spotted onto TBS motility media (3 g/L agar) in technical triplicate and allowed to incubate at 25°C. After 5 hours, plates were imaged using a Nikon D810 digital camera, and ImageJ was used to quantify the Feret diameter of each migration spot as the migration distance. Each biological replicate was produced through averaging the technical replicates. Data analysis was conducted in GraphPad Prism using an ordinary one-way ANOVA with multiple comparisons. This assay was conducted on two separate days for a total of eight biological replicates.

### Congo Red assay

Bacterial strains were grown in LBS medium for 17 hours, and 8 µL of each overnight culture was spotted on LBS Congo Red media. Plates were incubated overnight at 25°C for 24 hours, after which colony spots were transferred to printer paper, air dried, and imaged as TIFF files (76).

### Cyclic di-GMP reporter assay

Bacterial strains were grown in LBS-Gent at 25°C for 16 hours, and 8 µL of each overnight culture was spotted in technical duplicate on LBS-Gent and LBS-Gent-Ca^2+^ plates. After 24 hours, colony spots were imaged on a Zeiss Axio Zoom v.16 large-field 561 fluorescent stereo microscope, and fluorescence levels were measured within colony spots using the Zen Blue software. Expression of the reporter (TurboRFP fluorescence, 553 nm excitation, 573 nm emission, and 150 ms exposure time) was normalized to a constitutive locus on the pFY4535 backbone (AmCyan1 fluorescence, 467 nm excitation, 496 nm emission, and 150 ms exposure time) as TurboRFP fluorescence/AmCyan1 fluorescence. Data analysis was conducted in GraphPad Prism using an ordinary one-way ANOVA with multiple comparisons.

### Curli mutant squid single-strain colonization assay

Lab-reared *E. scolopes* hatchlings were colonized using a previously published protocol (85). In short, 3–5 × 10^3^ CFUs of the wild-type strain MJM1100 or the Δ*csgBA* mutant strain MJM4185 were provided to squid hatchlings, followed by a 3 hour colonization period. After 48 hours, hatchlings were measured for luminescence using a Promega GloMax 20/20 luminometer and were euthanized. Homogenization of squid tissues was carried out as in the protocol, and colonization levels were enumerated from CFU per light organ plated on LBS agar. This experiment was conducted in biological triplicate. A Mann-Whitney test was then used to determine statistical significance between the colonization levels of MJM4185 and wild type in GraphPad Prism.

### Curli mutant squid aggregation assay

Squid aggregation experiments were performed as described previously (86). In short, cultures of MJM1107 and MJM4276 were grown overnight at 25°C in LBS-Kan (77). The following morning, 10^5^–10^6^ CFU/mL of each strain was added to bowls of *E. scolopes* hatchlings and allowed to colonize for 3 hours. Following this colonization period, hatchlings were anesthetized in 2% ethanol/FSIO for 5 minutes before fixation in 4% paraformaldehyde at 4°C for 48 hours. Following fixation, hatchlings were washed four times with 1× marine phosphate-buffered saline (50 mM sodium phosphate, 0.45 M NaCl [pH 7.4]) and dissected, and imaged with a Zeiss Axio Zoom v.16 large-field 561 fluorescent stereo microscope. Aggregate sizes were determined using the aggregate area tool, and statistical analysis was conducted using the Mann-Whitney test on GraphPad Prism.

## Data Availability

Transcriptomic data were deposited in the NCBI GEO under Series GSE237189 (accession numbers GSM7596716–GSM7596730).

## SUPPLEMENTAL MATERIAL

Supplemental Figures msystems.00815-23-s0001.pdf Figures S1 to S3.

Supplemental Tables msystems.00815-23-s0002.xlsx Tables S1 to S6.

ASM does not own the copyrights to Supplemental Material that may be linked to, or accessed through, an article. The authors have granted ASM a non-exclusive, world-wide license to publish the Supplemental Material files. Please contact the corresponding author directly for reuse.

## References

[1] Vásquez A, Forsgren E, Fries I, Paxton RJ, Flaberg E, Szekely L, Olofsson TC. 2012. Symbionts as major modulators of insect health: lactic acid bacteria and honeybees. PLoS One 7:e33188. doi:10.1371/journal.pone.003318822427985 PMC3299755

[2] Pudlo NA, Pereira GV, Parnami J, Cid M, Markert S, Tingley JP, Unfried F, Ali A, Varghese NJ, Kim KS, Campbell A, Urs K, Xiao Y, Adams R, Martin D, Bolam DN, Becher D, Eloe-Fadrosh EA, Schmidt TM, Abbott DW, Schweder T, Hehemann JH, Martens EC. 2022. Diverse events have transferred genes for edible seaweed digestion from marine to human gut bacteria. Cell Host Microbe 30:314–328. doi:10.1016/j.chom.2022.02.00135240043 PMC9096808

[3] Landmann F. 2019. The Wolbachia endosymbionts. Microbiol Spectr 7. doi:10.1128/microbiolspec.BAI-0018-2019PMC1159042330953430

[4] Wu H, Xie S, Miao J, Li Y, Wang Z, Wang M, Yu Q. 2020. Lactobacillus reuteri maintains intestinal epithelial regeneration and repairs damaged intestinal mucosa. Gut Microbes 11:997–1014. doi:10.1080/19490976.2020.173442332138622 PMC7524370

[5] Schwartzman JA, Koch E, Heath-Heckman EAC, Zhou L, Kremer N, McFall-Ngai MJ, Ruby EG. 2015. The chemistry of negotiation: rhythmic, glycan-driven acidification in a symbiotic conversation. Proc Natl Acad Sci U S A 112:566–571. doi:10.1073/pnas.141858011225550509 PMC4299225

[6] Lynch JB, Bennett BD, Merrill BD, Ruby EG, Hryckowian AJ. 2022. Independent host- and bacterium-based determinants protect a model symbiosis from phage predation. Cell Rep 38:110376. doi:10.1016/j.celrep.2022.11037635172163 PMC8983117

[7] Serbus LR, Casper-Lindley C, Landmann F, Sullivan W. 2008. The genetics and cell biology of Wolbachia-host interactions. Annu Rev Genet 42:683–707. doi:10.1146/annurev.genet.41.110306.13035418713031

[8] Kaltenpoth M, Winter SA, Kleinhammer A. 2009. Localization and transmission route of Coriobacterium glomerans, the endosymbiont of pyrrhocorid bugs. FEMS Microbiol Ecol 69:373–383. doi:10.1111/j.1574-6941.2009.00722.x19583787

[9] Herren JK, Paredes JC, Schüpfer F, Lemaitre B. 2013. Vertical transmission of a Drosophila endosymbiont via cooption of the yolk transport and internalization machinery. mBio 4:e00532-12. doi:10.1128/mBio.00532-1223462112 PMC3585447

[10] Breusing C, Genetti M, Russell SL, Corbett-Detig RB, Beinart RA. 2022. Horizontal transmission enables flexible associations with locally adapted symbiont strains in deep-sea hydrothermal vent symbioses. Proc Natl Acad Sci U S A 119:e2115608119. doi:10.1073/pnas.211560811935349333 PMC9168483

[11] Henry LM, Peccoud J, Simon J-C, Hadfield JD, Maiden MJC, Ferrari J, Godfray HCJ. 2013. Horizontally transmitted symbionts and host colonization of ecological niches. Curr Biol 23:1713–1717. doi:10.1016/j.cub.2013.07.02923993843 PMC3980636

[12] Bright M, Bulgheresi S. 2010. A complex journey: transmission of microbial symbionts. Nat Rev Microbiol 8:218–230. doi:10.1038/nrmicro226220157340 PMC2967712

[13] Nyholm SV, Stabb EV, Ruby EG, McFall-Ngai MJ. 2000. Establishment of an animal-bacterial association: recruiting symbiotic vibrios from the environment. Proc Natl Acad Sci U S A 97:10231–10235. doi:10.1073/pnas.97.18.1023110963683 PMC27829

[14] Ruby EG, McFall-Ngai MJ. 1992. A squid that glows in the night: development of an animal-bacterial mutualism. J Bacteriol 174:4865–4870. doi:10.1128/jb.174.15.4865-4870.19921629148 PMC206296

[15] Manara S, Asnicar F, Beghini F, Bazzani D, Cumbo F, Zolfo M, Nigro E, Karcher N, Manghi P, Metzger MI, Pasolli E, Segata N. 2019. Microbial genomes from non-human primate gut metagenomes expand the primate-associated bacterial tree of life with over 1000 novel species. Genome Biol 20:299. doi:10.1186/s13059-019-1923-931883524 PMC6935492

[16] Tierney BT, Yang Z, Luber JM, Beaudin M, Wibowo MC, Baek C, Mehlenbacher E, Patel CJ, Kostic AD. 2019. The landscape of genetic content in the gut and oral human microbiome. Cell Host Microbe 26:283–295. doi:10.1016/j.chom.2019.07.00831415755 PMC6716383

[17] Nyholm SV, McFall-Ngai MJ. 2004. The winnowing: establishing the squid–vibrio symbiosis. Nat Rev Microbiol 2:632–642. doi:10.1038/nrmicro95715263898

[18] Mcfall-ngai MJ. 1994. Animal-bacterial interactions in the early life history of marine invertebrates: the Euprymna scolopes/vibrio fischeri symbiosis . Am Zool 34:554–561. doi:10.1093/icb/34.4.554

[19] Wei SL, Young RE. 1989. Development of symbiotic bacterial bioluminescence in a nearshore cephalopod, Euprymna scolopes. Mar Biol 103:541–546. doi:10.1007/BF00399586

[20] Olaso C-M, Viliunas J, McFall-Ngai M. 2022. A peptidoglycan-recognition protein orchestrates the first steps of symbiont recruitment in the squid-vibrio symbiosis. Symbiosis 87:31–43. doi:10.1007/s13199-022-00855-y36177150 PMC9518823

[21] Yip ES, Geszvain K, DeLoney-Marino CR, Visick KL. 2006. The symbiosis regulator RscS controls the syp gene locus, biofilm formation and symbiotic aggregation by Vibrio fischeri. Mol Microbiol 62:1586–1600. doi:10.1111/j.1365-2958.2006.05475.x17087775 PMC1852533

[22] Shibata S, Yip ES, Quirke KP, Ondrey JM, Visick KL. 2012. Roles of the structural symbiosis polysaccharide (syp) genes in host colonization, biofilm formation, and polysaccharide biosynthesis in Vibrio fischeri. J Bacteriol 194:6736–6747. doi:10.1128/JB.00707-1223042998 PMC3510638

[23] Mandel MJ, Wollenberg MS, Stabb EV, Visick KL, Ruby EG. 2009. A single regulatory gene is sufficient to alter bacterial host range. Nature 458:215–218. doi:10.1038/nature0766019182778 PMC2713604

[24] Rotman ER, Bultman KM, Brooks JF, Gyllborg MC, Burgos HL, Wollenberg MS, Mandel MJ, Mullineaux CW. 2019. Natural strain variation reveals diverse biofilm regulation in squid-colonizing Vibrio fischeri. J Bacteriol 201:e00033-19. doi:10.1128/JB.00033-1930782630 PMC6456852

[25] Yip ES, Grublesky BT, Hussa EA, Visick KL. 2005. A novel, conserved cluster of genes promotes symbiotic colonization and σ^54^-dependent biofilm formation by Vibrio fischeri. Mol Microbiol 57:1485–1498. doi:10.1111/j.1365-2958.2005.04784.x16102015

[26] Darnell CL, Hussa EA, Visick KL. 2008. The putative hybrid sensor kinase SypF coordinates biofilm formation in Vibrio fischeri by acting upstream of two response regulators. J Bacteriol 190:4941–4950. doi:10.1128/JB.00197-0818469094 PMC2447025

[27] Norsworthy AN, Visick KL. 2015. Signaling between two interacting sensor kinases promotes biofilms and colonization by a bacterial symbiont. Mol Microbiol 96:233–248. doi:10.1111/mmi.1293225586643 PMC4465548

[28] Ray VA, Eddy JL, Hussa EA, Misale M, Visick KL. 2013. The syp enhancer sequence plays a key role in transcriptional activation by the σ^54^-dependent response regulator SypG and in biofilm formation and host colonization by Vibrio fischeri. J Bacteriol 195:5402–5412. doi:10.1128/JB.00689-1324097942 PMC3837961

[29] Morris AR, Visick KL. 2013. Inhibition of SypG-induced biofilms and host colonization by the negative regulator SypE in Vibrio fischeri. PLoS One 8:e60076. doi:10.1371/journal.pone.006007623555890 PMC3610818

[30] Brooks JF II, Mandel MJ, O’Toole GA. 2016. The histidine kinase BinK is a negative regulator of biofilm formation and squid colonization. J Bacteriol 198:2596–2607. doi:10.1128/JB.00037-1626977108 PMC5019070

[31] Ludvik DA, Bultman KM, Mandel MJ. 2021. Hybrid Histidine kinase BinK represses Vibrio fischeri biofilm signaling at multiple developmental stages. J Bacteriol 203:e0015521. doi:10.1128/JB.00155-2134031036 PMC8407347

[32] Dial CN, Speare L, Sharpe GC, Gifford SM, Septer AN, Visick KL. 2021. Para-aminobenzoic acid, calcium, and c-di-GMP induce formation of cohesive, Syp-polysaccharide-dependent biofilms in Vibrio fischeri. mBio 12:e0203421. doi:10.1128/mBio.02034-2134607467 PMC8546588

[33] Tischler AH, Lie L, Thompson CM, Visick KL. 2018. Discovery of calcium as a biofilm-promoting signal for Vibrio fischeri reveals new phenotypes and underlying regulatory complexity. J Bacteriol 200:e00016-18. doi:10.1128/JB.00016-1829463601 PMC6040196

[34] Geszvain K, Visick KL. 2008. The hybrid sensor kinase Rscs integrates positive and negative signals to modulate Biofilm formation in Vibrio Fischeri. J Bacteriol 190:4437–4446. doi:10.1128/JB.00055-0818441062 PMC2446786

[35] Geszvain K, Visick KL. 2008. Multiple factors contribute to keeping levels of the symbiosis regulator RscS low. FEMS Microbiol Lett 285:33–39. doi:10.1111/j.1574-6968.2008.01209.x18510559 PMC2575038

[36] Singh P, Brooks JF II, Ray VA, Mandel MJ, Visick KL, Spormann AM. 2015. CysK plays a role in biofilm formation and colonization by Vibrio fischeri. Appl Environ Microbiol 81:5223–5234. doi:10.1128/AEM.00157-1526025891 PMC4495211

[37] Thompson CM, Tischler AH, Tarnowski DA, Mandel MJ, Visick KL. 2019. Nitric oxide inhibits biofilm formation by Vibrio fischeri via the nitric oxide sensor HnoX. Mol Microbiol 111:187–203. doi:10.1111/mmi.1414730299554 PMC6392066

[38] Ray VA, Driks A, Visick KL. 2015. Identification of a novel matrix protein that promotes biofilm maturation in Vibrio fischeri. J Bacteriol 197:518–528. doi:10.1128/JB.02292-1425404700 PMC4285995

[39] Wagner GP, Kin K, Lynch VJ. 2012. Measurement of mRNA abundance using RNA-seq data: RPKM measure is inconsistent among samples. Theory Biosci 131:281–285. doi:10.1007/s12064-012-0162-322872506

[40] Bennett BD, Essock-Burns T, Ruby EG. 2020. HbtR, a heterofunctional homolog of the virulence regulator TcpP, facilitates the transition between symbiotic and planktonic lifestyles in Vibrio fischeri. mBio 11:e01624-20. doi:10.1128/mBio.01624-2032873761 PMC7468203

[41] Isenberg RY, Christensen DG, Visick KL, Mandel MJ. 2022. High levels of cyclic diguanylate interfere with beneficial bacterial colonization. mBio 13:e0167122. doi:10.1128/mbio.01671-2235916402 PMC9426504

[42] Wang X, Chapman MR. 2008. Sequence determinants of bacterial amyloid formation. J Mol Biol 380:570–580. doi:10.1016/j.jmb.2008.05.01918565345 PMC2478699

[43] Evans ML, Chapman MR. 2014. Curli biogenesis: order out of disorder. Biochim Biophys Acta 1843:1551–1558. doi:10.1016/j.bbamcr.2013.09.01024080089 PMC4243835

[44] Austin JW, Sanders G, Kay WW, Collinson SK. 1998. Thin aggregative fimbriae enhance Salmonella enteritidis biofilm formation. FEMS Microbiol Lett 162:295–301. doi:10.1111/j.1574-6968.1998.tb13012.x9627964

[45] Hu L. 2018. Prevalence of curli genes among Cronobacter species and their roles in biofilm formation and cell-cell aggregation. Int J Food Microbiol 265:65–73. doi:10.1016/j.ijfoodmicro.2017.10.03129128733

[46] Carter MQ, Louie JW, Feng D, Zhong W, Brandl MT. 2016. Curli fimbriae are conditionally required in Escherichia coli O157:H7 for initial attachment and biofilm formation. Food Microbiol 57:81–89. doi:10.1016/j.fm.2016.01.00627052705

[47] Prigent-Combaret C, Prensier G, Le Thi TT, Vidal O, Lejeune P, Dorel C. 2000. Developmental pathway for biofilm formation in curli-producing Escherichia coli strains: role of flagella, curli and colanic acid. Environ Microbiol 2:450–464. doi:10.1046/j.1462-2920.2000.00128.x11234933

[48] Reichhardt C, Jacobson AN, Maher MC, Uang J, McCrate OA, Eckart M, Cegelski L. 2015. Congo red interactions with curli-producing E. coli and native curli amyloid fibers. PLoS One 10:e0140388. doi:10.1371/journal.pone.014038826485271 PMC4618944

[49] Jeffries J, Thongsomboon W, Visser JA, Enriquez K, Yager D, Cegelski L. 2021. Variation in the ratio of curli and phosphoethanolamine cellulose associated with biofilm architecture and properties. Biopolymers 112:e23395. doi:10.1002/bip.2339532894594

[50] Jonas K, Tomenius H, Kader A, Normark S, Römling U, Belova LM, Melefors O. 2007. Roles of curli, cellulose and BapA in Salmonella biofilm morphology studied by atomic force microscopy. BMC Microbiol 7:70. doi:10.1186/1471-2180-7-7017650335 PMC1949822

[51] Brennan CA, Mandel MJ, Gyllborg MC, Thomasgard KA, Ruby EG. 2013. Genetic determinants of swimming motility in the squid light-organ symbiont Vibrio fischeri. Microbiologyopen 2:576–594. doi:10.1002/mbo3.9623907990 PMC3948606

[52] Shrestha P, Razvi A, Fung BL, Eichinger SJ, Visick KL. 2022. Mutational analysis of Vibrio fischeri c-di-GMP-modulating genes reveals complex regulation of motility. J Bacteriol 204:e0010922. doi:10.1128/jb.00109-2235758751 PMC9295575

[53] Zamorano-Sánchez D, Xian W, Lee CK, Salinas M, Thongsomboon W, Cegelski L, Wong GCL, Yildiz FH. 2019. Functional specialization in Vibrio cholerae diguanylate cyclases: distinct modes of motility suppression and C-di-GMP production. mBio 10:e00670-19. doi:10.1128/mBio.00670-1931015332 PMC6479008

[54] Tischler AH, Vanek ME, Peterson N, Visick KL. 2021. Calcium-responsive diguanylate cyclase CasA drives cellulose-dependent biofilm formation and inhibits motility in Vibrio fischeri. mBio 12:e0257321. doi:10.1128/mBio.02573-2134749532 PMC8576532

[55] Hussa EA, Darnell CL, Visick KL. 2008. RscS functions upstream of SypG to control the syp locus and biofilm formation in Vibrio fischeri. J Bacteriol 190:4576–4583. doi:10.1128/JB.00130-0818441059 PMC2446822

[56] Zorraquino V, García B, Latasa C, Echeverz M, Toledo-Arana A, Valle J, Lasa I, Solano C. 2013. Coordinated cyclic-di-GMP repression of Salmonella motility through YcgR and cellulose. J Bacteriol 195:417–428. doi:10.1128/JB.01789-1223161026 PMC3554008

[57] Beyhan S, Tischler AD, Camilli A, Yildiz FH. 2006. Transcriptome and phenotypic responses of Vibrio cholerae to increased cyclic di-GMP level. J Bacteriol 188:3600–3613. doi:10.1128/JB.188.10.3600-3613.200616672614 PMC1482859

[58] Saldaña Z, Xicohtencatl-Cortes J, Avelino F, Phillips AD, Kaper JB, Puente JL, Girón JA. 2009. Synergistic role of curli and cellulose in cell adherence and biofilm formation of attaching and effacing Escherichia coli and identification of Fis as a negative regulator of curli. Environ Microbiol 11:992–1006. doi:10.1111/j.1462-2920.2008.01824.x19187284 PMC2672964

[59] Oh YJ, Hubauer-Brenner M, Gruber HJ, Cui Y, Traxler L, Siligan C, Park S, Hinterdorfer P. 2016. Curli mediate bacterial adhesion to fibronectin via tensile multiple bonds. Sci Rep 6:33909. doi:10.1038/srep3390927652888 PMC5031991

[60] Hollenbeck EC, Antonoplis A, Chai C, Thongsomboon W, Fuller GG, Cegelski L. 2018. Phosphoethanolamine cellulose enhances curli-mediated adhesion of uropathogenic Escherichia coli to bladder epithelial cells. Proc Natl Acad Sci U S A 115:10106–10111. doi:10.1073/pnas.180156411530232265 PMC6176564

[61] Vidakovic L, Singh PK, Hartmann R, Nadell CD, Drescher K. 2018. Dynamic biofilm architecture confers individual and collective mechanisms of viral protection. Nat Microbiol 3:26–31. doi:10.1038/s41564-017-0050-129085075 PMC5739289

[62] Proctor LM, Fuhrman JA. 1990. Viral mortality of marine bacteria and cyanobacteria. Nature 343:60–62. doi:10.1038/343060a0

[63] Huq A, Small EB, West PA, Huq MI, Rahman R, Colwell RR. 1983. Ecological relationships between Vibrio cholerae and planktonic crustacean copepods. Appl Environ Microbiol 45:275–283. doi:10.1128/aem.45.1.275-283.19836337551 PMC242265

[64] Turner JW, Malayil L, Guadagnoli D, Cole D, Lipp EK. 2014. Detection of Vibrio parahaemolyticus, Vibrio vulnificus and Vibrio cholerae with respect to seasonal fluctuations in temperature and plankton abundance. Environ Microbiol 16:1019–1028. doi:10.1111/1462-2920.1224624024909

[65] Hartwick MA, Berenson A, Whistler CA, Naumova EN, Jones SH. 2021. The seasonal microbial ecology of plankton and plankton-associated Vibrio parahaemolyticus in the northeast United States. Appl Environ Microbiol 87:e0297320. doi:10.1128/AEM.02973-2033990304 PMC8276809

[66] Hussa EA, O’Shea TM, Darnell CL, Ruby EG, Visick KL. 2007. Two-component response regulators of Vibrio Fischeri: Identification, Mutagenesis, and characterization. J Bacteriol 189:5825–5838. doi:10.1128/JB.00242-0717586650 PMC1952042

[67] Hsieh M-L, Kiel N, Jenkins LMM, Ng W-L, Knipling L, Waters CM, Hinton DM. 2022. The Vibrio cholerae master regulator for the activation of biofilm biogenesis genes, VpsR, senses both cyclic di-GMP and phosphate. Nucleic Acids Res 50:4484–4499. doi:10.1093/nar/gkac25335438787 PMC9071405

[68] Zamorano-Sánchez D, Fong JCN, Kilic S, Erill I, Yildiz FH. 2015. Identification and characterization of VpsR and VpsT binding sites in Vibrio cholerae. J Bacteriol 197:1221–1235. doi:10.1128/JB.02439-1425622616 PMC4352665

[69] Hwang S-H, Im H, Choi SH. 2021. A master regulator BrpR coordinates the expression of multiple loci for robust biofilm and rugose colony development in Vibrio vulnificus Front Microbiol 12:679854. doi:10.3389/fmicb.2021.67985434248894 PMC8268162

[70] Stabb EV, Ruby EG. 2002. RP4-based plasmids for conjugation between Escherichia coli and members of the Vibrionaceae. Methods Enzymol 358:413–426. doi:10.1016/s0076-6879(02)58106-412474404

[71] Boettcher KJ, Ruby EG. 1990. Depressed light emission by symbiotic Vibrio fischeri of the sepiolid squid euprymna scolopes. J Bacteriol 172:3701–3706. doi:10.1128/jb.172.7.3701-3706.19902163384 PMC213346

[72] Mandel MJ, Stabb EV, Ruby EG. 2008. Comparative genomics-based investigation of resequencing targets in Vibrio fischeri: focus on point miscalls and artefactual expansions. BMC Genomics 9:138. doi:10.1186/1471-2164-9-13818366731 PMC2330054

[73] Brooks JF II, Gyllborg MC, Cronin DC, Quillin SJ, Mallama CA, Foxall R, Whistler C, Goodman AL, Mandel MJ. 2014. Global discovery of colonization determinants in the squid symbiont Vibrio fischeri . Proc Natl Acad Sci U.S.A 111:17284–17289. doi:10.1073/pnas.141595711125404340 PMC4260577

[74] Bao Y, Lies DP, Fu H, Roberts GP. 1991. An improved Tn7-based system for the single-copy insertion of cloned genes into chromosomes of gram-negative bacteria. Gene 109:167–168. doi:10.1016/0378-1119(91)90604-a1661697

[75] McCann J, Stabb EV, Millikan DS, Ruby EG. 2003. Population dynamics of Vibrio fischeri during infection of Euprymna scolopes. Appl Environ Microbiol 69:5928–5934. doi:10.1128/AEM.69.10.5928-5934.200314532046 PMC201191

[76] Visick KL, Hodge-Hanson KM, Tischler AH, Bennett AK, Mastrodomenico V. 2018. Tools for rapid genetic engineering of Vibrio fischeri. Appl Environ Microbiol 84:e00850-18. doi:10.1128/AEM.00850-1829776924 PMC6029082

[77] Dunn AK, Millikan DS, Adin DM, Bose JL, Stabb EV. 2006. New rfp- and pES213-derived tools for analyzing symbiotic Vibrio fischeri reveal patterns of infection and lux expression in situ. Appl Environ Microbiol 72:802–810. doi:10.1128/AEM.72.1.802-810.200616391121 PMC1352280

[78] Miyashiro T, Wollenberg MS, Cao X, Oehlert D, Ruby EG. 2010. A single qrr gene is necessary and sufficient for LuxO-mediated regulation in Vibrio fischeri. Mol Microbiol 77:1556–1567. doi:10.1111/j.1365-2958.2010.07309.x20662783 PMC2947852

[79] Pollack-Berti A, Wollenberg MS, Ruby EG. 2010. Natural transformation of Vibrio fischeri requires tfoX and tfoY. Environ Microbiol 12:2302–2311. doi:10.1111/j.1462-2920.2010.02250.x21966921 PMC3034104

[80] Chen S, Zhou Y, Chen Y, Gu J. 2018. Fastp: an ultra-fast all-in-one FASTQ preprocessor. Bioinformatics 34:i884–i890. doi:10.1093/bioinformatics/bty56030423086 PMC6129281

[81] Li H. 2013. Aligning sequence reads, clone sequences and assembly contigs with BWA-MEMarXiv:1303.3997 [q-bioGN]

[82] Anders S, Pyl PT, Huber W. 2015. Htseq—a python framework to work with high-throughput sequencing data. Bioinformatics 31:166–169. doi:10.1093/bioinformatics/btu63825260700 PMC4287950

[83] Robinson MD, McCarthy DJ, Smyth GK. 2010. edgeR: a bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics 26:139–140. doi:10.1093/bioinformatics/btp61619910308 PMC2796818

[84] Burgos HL, Burgos EF, Steinberger AJ, Suen G, Mandel MJ. 2020. Multiplexed competition in a synthetic squid light organ microbiome using barcode-tagged gene deletions. mSystems 5:e00846-20. doi:10.1128/mSystems.00846-2033323415 PMC7771539

[85] Naughton LM, Mandel MJ. 2012. Colonization of Euprymna scolopes squid by Vibrio fischeri. J Vis Exp e3758:e3758. doi:10.3791/3758PMC339946922414870

[86] Mandel MJ, Schaefer AL, Brennan CA, Heath-Heckman EAC, Deloney-Marino CR, McFall-Ngai MJ, Ruby EG. 2012. Squid-derived chitin oligosaccharides are a chemotactic signal during colonization by Vibrio fischeri. Appl Environ Microbiol 78:4620–4626. doi:10.1128/AEM.00377-1222522684 PMC3370474

# Supplementary material for: Transcriptional pathways across colony biofilm models in the symbiont Vibrio fischeri
**Source:** mSystems. 2023 Dec 21;9(1):e00815-23. doi: 10.1128/msystems.00815-23
**Supplement:** Supplemental Figures — Figures S1 to S3.

A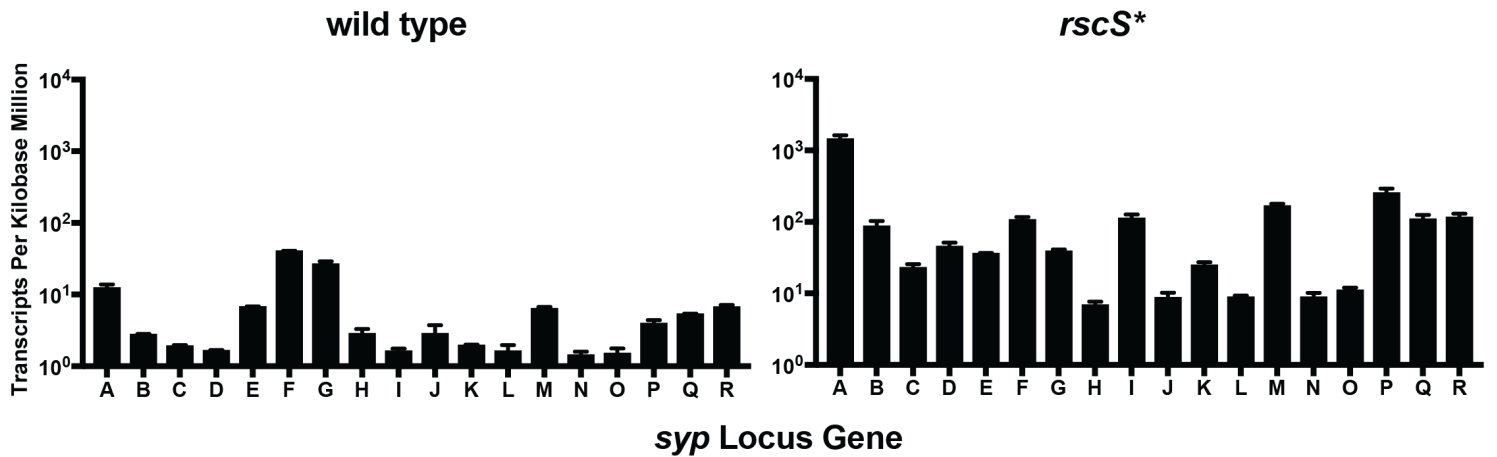**B**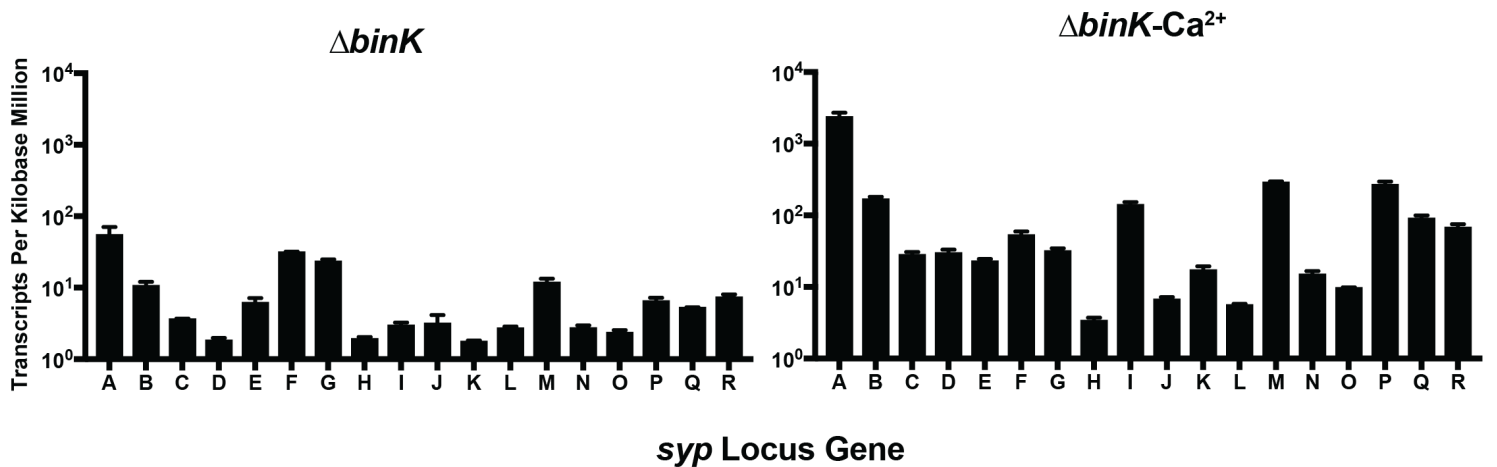

Figure S1. Transcripts Per Kilobase Million (TPM) measurements of RNA-seq data suggest increased basal expression of *sypF* and *sypG*. **A.** TPM measurements across the *syp* locus for wild type and *rscS** backgrounds. Raw read counts for all genes from the $n = 3$ biological replicates for each background were obtained from HT-Seq output. The read counts for each gene were then divided by each gene's respective length in kilobase pairs to generate reads per kilobase (RPK). These values were summed for each of the replicates and divided by 1,000,000 to generate the scaling factor for each replicate. The RPK for each gene was then divided by its respective replicate scaling factor to generate each genes TPM. This data is contained in Table S5. Once TPMs had been calculated for each replicate, the TPMs for the 18 *syp* locus genes were extracted and plotted in GraphPad Prism. Each bar represents the mean TPM of each gene, and error bars represent the SEM. **B.** TPM measurements across the *syp* locus for $\Delta binK$ and $\Delta binK-Ca^{2+}$ backgrounds.

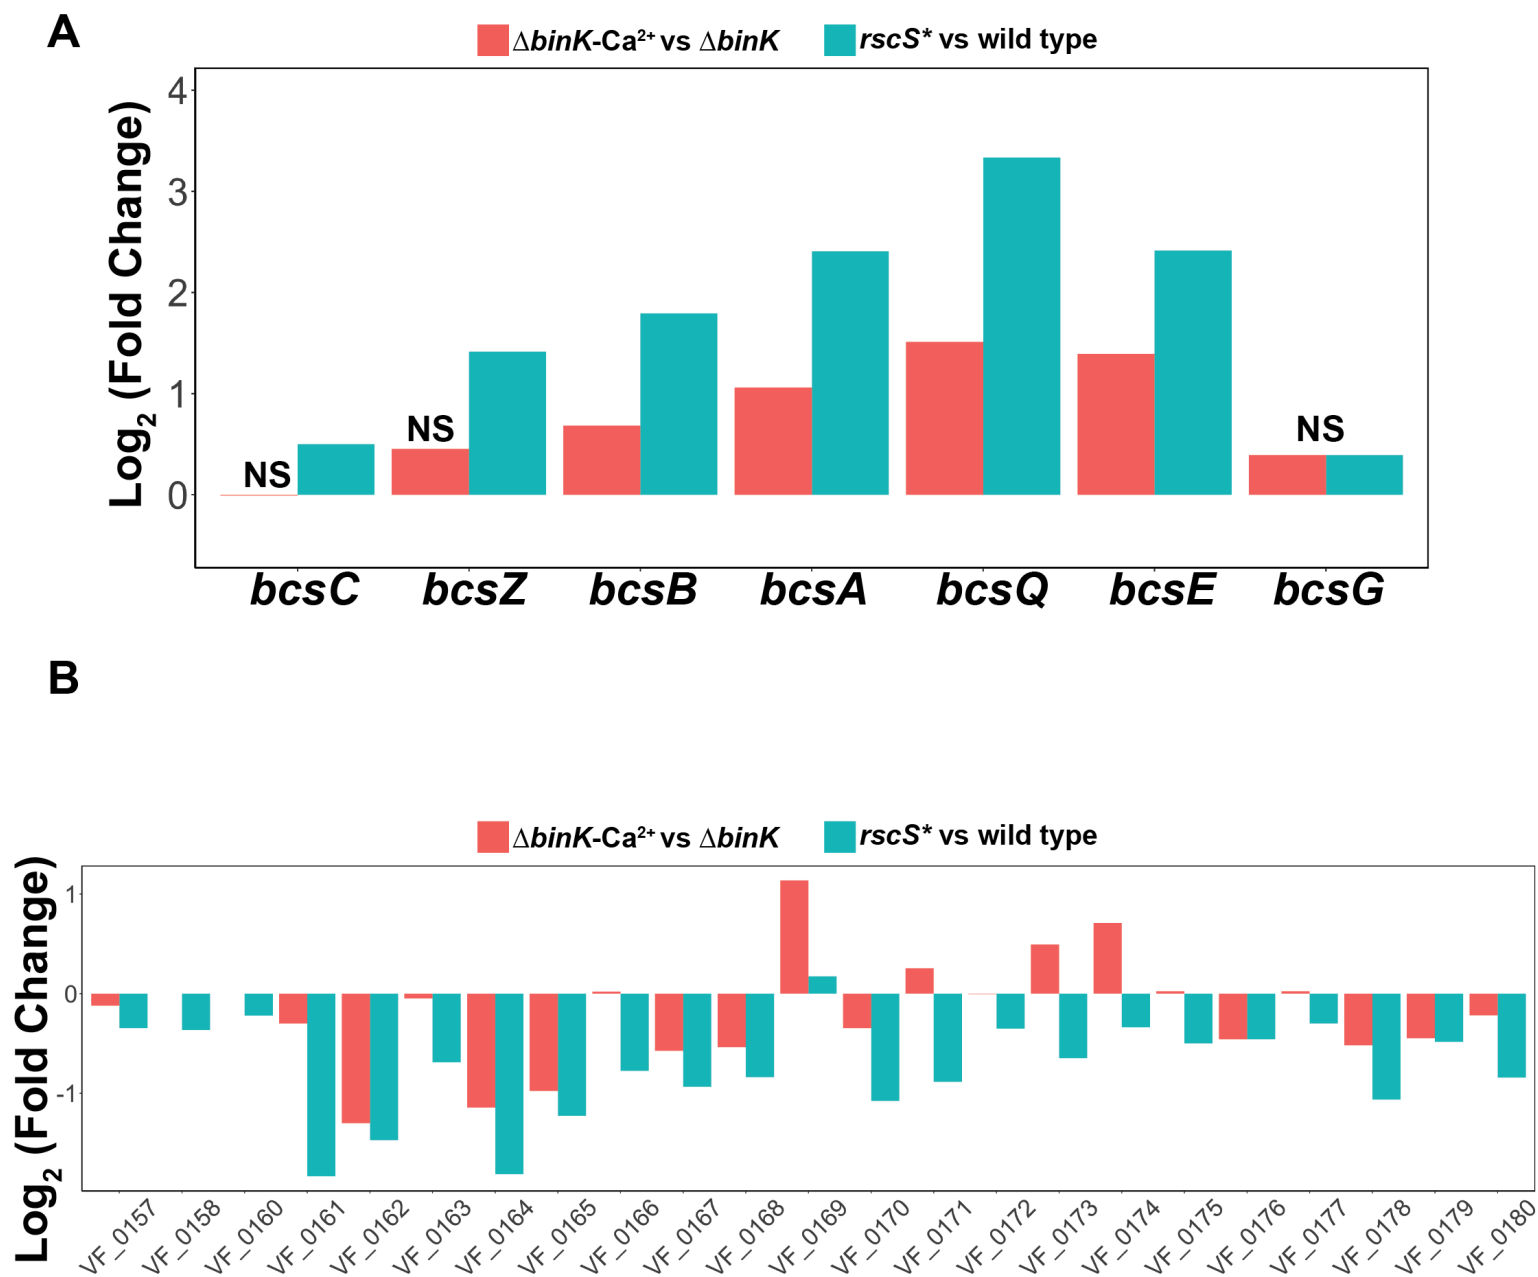

Figure S2. Biofilm induction affects the expression of multiple EPS loci.

A. Cellulose gene (*bcs*) differential expression. Here, the Log₂ Fold Change values for the known cellulose polysaccharide genes are provided from both of the biofilm models. For those genes which were not differentially expressed in one or both analyses, NS (Not Significant) is marked over their respective columns. **B.** VF_0157-VF_0180 exopolysaccharide locus differential expression. Log₂ Fold Change values for the VF_0157-VF_0180 exopolysaccharide locus.

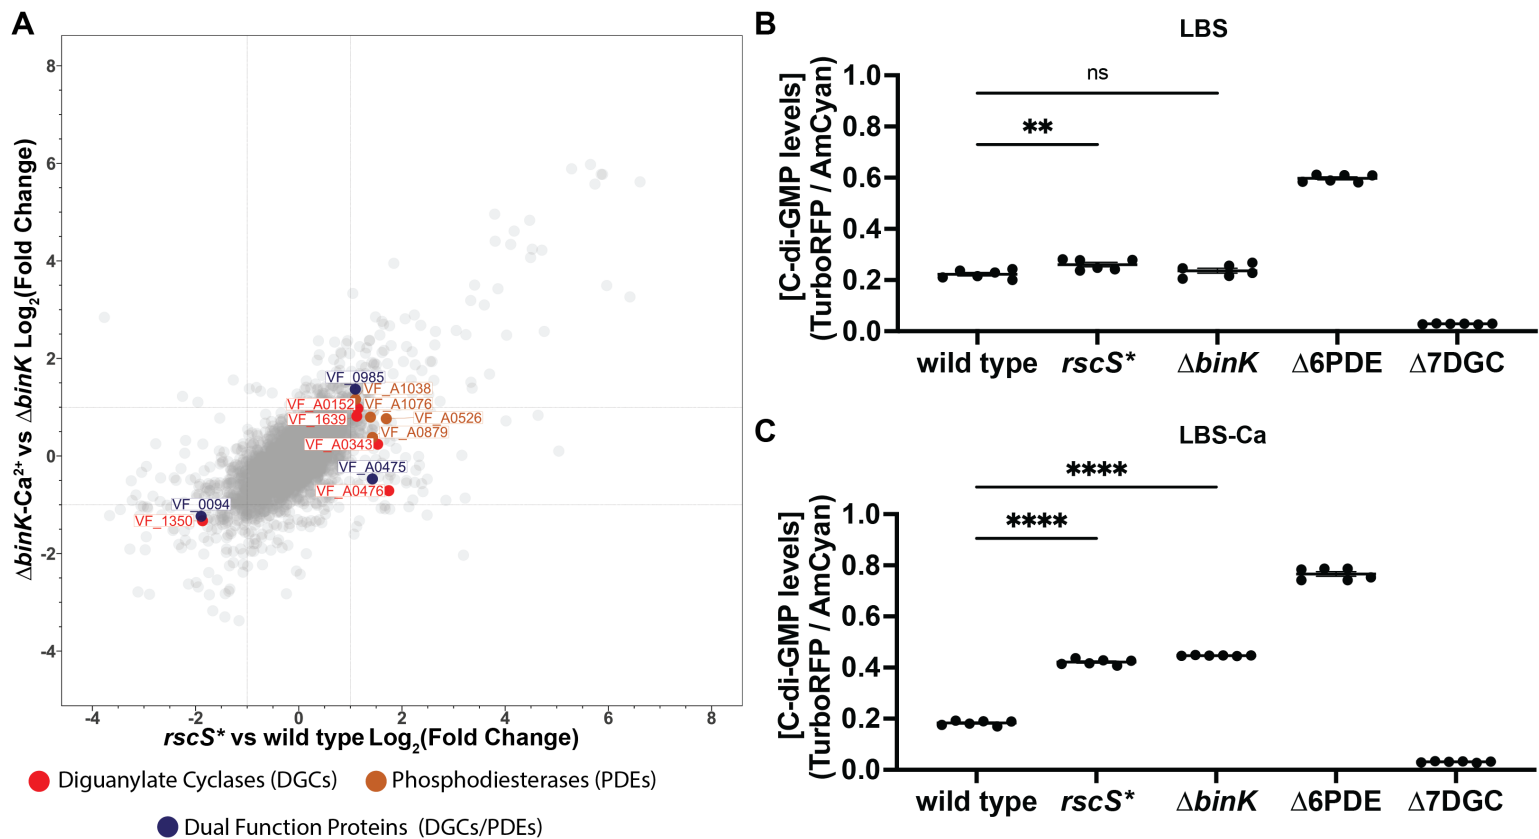

Figure S3. Cyclic-di-GMP levels are impacted by biofilm-induced models

A. Cyclic-di-GMP enzymes plotted on the dual model overlay owing to significance in one or both biofilm models, colors represent function. See Table S2 for detailed statistics for all c-di-GMP enzymes. **B.** Measurement of c-di-GMP levels in colony spots using the pFY4535 reporter on LBS media. Each dot represents one of $n = 6$ biological replicates, each the average of $n = 2$ technical replicates, average bars represent the means of the biological replicates and error bars represent the standard error of the mean. **C.** Measurement of c-di-GMP levels in colony spots using the pFY4535 reporter on LBS- Ca^{2+} media. Each dot represents one of $n = 6$ biological replicates, each the average of $n = 2$ technical replicates, average bars represent the means of the biological replicates and error bars represent the standard error of the mean.

How the deposited data were processed for this re-analysis (not part of the article)

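RNA was measured in 15 libraries from colony spots of *V. fischeri* ES114 and its derivatives, in 5 groups of 3: wild type, rscS*, Δ*binK*, and rscS* Δ*sypG* on LBS agar, and Δ*binK* on LBS agar with 10 mM CaCl_2_. Overnight cultures from independent colonies were spotted in 500 μL and grown at 25°C for 48 hours, and each library is a biological replicate. The labels of all 15 samples and the paper name the same groups.

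The authors deposited a table of read counts per gene and a table of TPM per gene. The counts are whole read pairs, not normalized: the authors depleted rRNA, made stranded total RNA libraries, sequenced them as paired ends on a NovaSeq instrument, processed reads with FASTP, mapped them with BWA-MEM version 0.7.17 to the 2 chromosomes and plasmid pES100, and counted with HTSeq version 0.13.5. The strand setting of the counting and its treatment of reads that map to several places are not given in the sources used here. Counts of overlapping, antisense or near-identical genes are therefore uncertain. The TPM values are the authors' division of each count by gene length, scaled to the same total in each library over all genes, rRNA and tRNA genes included. The count table holds 3988 genes, 21 of which have 0 counts in every library, and every per-sample column was used. Of the locus tags, 3911 matched the RefSeq gene table of assembly ASM1180v1, which was used only for names and for which genes are neighbours; no genome was used and no coordinates are given.

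Fold changes, tests, and CPM (counts scaled to library size by TMM) were computed from the counts with R version 4.3.3, edgeR version 4.0.16, limma version 3.58.1, and DESeq2 version 1.42.0. Each comparison was fitted on its own 6 libraries: rscS* against wild type, Δ*binK*-Ca2+ against Δ*binK*, rscS* Δ*sypG* against wild type, and, as comparisons the paper does not report, rscS* Δ*sypG* against rscS* and Δ*binK* against wild type. Counts were scaled by TMM, genes of low count were removed by edgeR's filterByExpr for the groups compared, dispersions were estimated with robust settings, and genes were tested by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the genes kept. A gene was called at an adjusted p below 0.05 and a change of at least 2-fold, the thresholds of the paper. The paper's text names edgeR version 3.32.1 but not the test or the filter; a robust quasi-likelihood fit was chosen because the F statistics and p-values of Table S4 require its degrees of freedom. The quasi-likelihood fit used the earlier algorithm of edgeR (legacy), a detail settled after the data were examined, when several settings had been compared with Table S4. The difference between the responses of the 2 models was tested in 1 fit of 12 libraries.

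The comparisons, the alternatives, the gene lists, and the rule for the genes named in the text were set before the data were examined, apart from the choices said to have been made later. They were set after Tables S1 to S4 and the figures of the paper had been read, so the values there had been seen. Named genes are the members of the *syp*, *bcs*, and curli loci and the genes the paper's text names, the 10 highest and 10 lowest protein-coding genes among those called in each comparison of the paper with the 3 libraries of 1 group above the 3 of the other (5 and 5 in the other comparisons), and up to 4 members of each list with the largest changes. Gene lists were tested against all other genes by limma's camera with a preset correlation of 0.01 and again with an estimated correlation, with adjustment over 34 lists in each comparison. With the preset correlation, splits of the libraries that mix the groups called lists as well, as given in the additional observations. The lists are the *syp*, *bcs*, curli, and *VF_0157-VF_0180* loci, each of the 4 *syp* operons, the motility genes of Table S1, the 3 enzyme classes of Table S2, the *lux* operon, quorum sensing regulators, the Flp pilus region, the neighbours of *rscS*, the genes of pES100, rRNA and tRNA genes, the genes named in the text, and lists by product: flagellar genes, methyl-accepting chemotaxis proteins, ribosomal proteins, iron and heme uptake, copper proteins, MSHA pilus, toxin coregulated pilus-like genes, phage genes, heat shock proteins, anaerobic respiration, TCA cycle, ATP synthase, VirB-like secretion, and sigma factors. The Flp and quorum sensing lists were drawn from products in Tables S3 and S4 after their fold changes had been seen. A list of *bmp* and *bal* genes had no members, since the sources used here do not pair these names with locus tags, and no values are given under those names.

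Library totals were between 8218853 and 14938199 counts. *ssrA* held from 15.6% to 30.3% and *csrB2* from 9.34% to 35.3% of a library, which lowers the depth left for other genes. In simulated counts with 200 genes changed by known amounts, the fit of rscS* against wild type called 54 of 100 genes changed 2-fold and 99 of 99 changed 4-fold; the same numbers were 48 of 100 and 99 of 99 for Δ*binK*-Ca2+ against Δ*binK*, and 51 of 100 and 98 of 100 for rscS* Δ*sypG* against wild type. The difference between the models was called for 40 of 100 genes at 2-fold and 92 of 99 at 4-fold. A gene changed by exactly 2-fold can be estimated on either side of the fold threshold, which limits these calls. By the adjusted p alone, 91, 93, and 78 of 100 genes changed 2-fold passed in the same order, and 73 of 100 for the difference. Of the unchanged genes, 0, 2, and 2 were called, and 4 for the difference. All pairs of replicates differed by more than the sampling noise, with Pearson's r of log_2_ CPM from 0.972 to 0.989, so none was counted as a repeat of another.

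Whether same-numbered replicates pair was checked from the correlation of their deviations from the group means. In Δ*binK*-Ca2+ against Δ*binK* the correlations were 0.274, 0.144, and 0.226, and in rscS* Δ*sypG* against wild type 0.355, 0.330, and 0.455, all above the threshold of 0.1 set for a pairing, so these numbers were taken as paired; no shared day or batch is named in the sources used here. Δ*binK* and Δ*binK*-Ca2+ are 1 strain, and the methods state that each overnight culture was spotted onto LBS or LBS-Ca2+ agar, so that same-numbered libraries of these groups can come from 1 culture, though this is not stated. The main fits, calls, and list tests did not use these pairs, which entered as a block in an alternative fit.

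The alternatives were relative log expression and upper quartile scaling, DESeq2, no filter on low counts, no robust estimation, 1 fit of all 15 libraries, leaving out rRNA and tRNA genes or plasmid genes, a test against 2-fold itself, the replicate number as a block, and leaving out each library in turn. Added after seeing the data were the newer algorithm of the quasi-likelihood fit, leaving out *ssrA* and *csrB2*, and 2 narrower definitions of genes specific to 1 model. Tables S4 and S6 were held in part, the first 1996 genes of Table S4 and the first 1193 genes of Table S6, and no overlap or set test was run on them. Swimming, reporter, and colony assays of the paper were not analysed here.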

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

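The tests of a raised level in Δ*binK*, of plasmid copies, and of a share of Δ*binK*-Ca2+ RNA were chosen only after the result was seen, as were the counts of splits that keep the replicate pairs, and the tests of scaling and of other splits of the libraries were planned. The binomial intervals and Cochran's Q below treat genes as independent, although the genes were measured in the same libraries and neighbours can be transcribed together. They therefore do not measure the spread between replicates and can be too sure.

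The responses of 121 genes were higher in rscS* than in Δ*binK*-Ca2+ and those of 97 were lower, by edgeR's quasi-likelihood test of the difference over 12 libraries; tested against 2-fold itself, they were 29 and 14. For *csgB* the difference was 3.17 on the log_2_ scale. Its controls lay apart, between 10.8 and 18.4 CPM in the wild-type libraries and between 91.3 and 271 in Δ*binK*. The induced groups overlapped, between 1195 and 1536 CPM in rscS* and between 1309 and 2193 in Δ*binK*-Ca2+.

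In Δ*binK*-Ca2+, 16 of the 43 motility genes of Table S1 fell relative to Δ*binK*. The tables argue against the choice of scaling as the cause, since the median gene moved by at most 0.0547 between scalings, beside a median log_2_(fold change) of −1.50 for these genes. All the scalings compared take most genes as unchanged, so an error that they share could not show in this test. A raised level in the Δ*binK* libraries could account for part, because 9 of the 16 (56.2%; exact 95% binomial interval, 29.9% to 80.2%) had a mean in Δ*binK*-Ca2+ below every wild-type library and the others did not. In Δ*binK* relative to wild type, 0 of the 43 genes rose and 2 fell (7 and 2 when adjusted over the list alone; median log_2_(fold change), 0.05; adjusted p = 0.450 by limma's camera), and the 16 genes ran from −1.31 to 2.85, with a median of 0.66. As the 16 genes lie on both sides of wild type in Δ*binK*, repression in Δ*binK*-Ca2+ and a raised level in Δ*binK* cannot be told apart for the set, and the calcium in the Δ*binK*-Ca2+ agar, which Δ*binK* lacked, stays open as well and was not tested apart from biofilm induction.

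In rscS* Δ*sypG*, 37 of 54 pES100 genes rose relative to wild type, a comparison in which the paper does not discuss the plasmid. The scaling moved the median gene by at most 0.00914, beside a median log_2_(fold change) of 3.12 for these genes, which argues against the choice of scaling as the cause, with the same limit. More plasmid copies would raise every plasmid gene alike, but 77.8% of the 54 genes (exact 95% binomial interval, 64.4% to 88.0%) lay more than 2 standard errors above or below the median of all 54, 2.49, which argues against copies as the whole cause. A change in copy number for part of the rise stays open, as no DNA was measured, and regulation of plasmid genes downstream of RscS may be a further explanation that was not tested.

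In Δ*binK* relative to wild type, 24 genes rose and 9 fell, though neither group was induced, and 17 genes rose both there and from Δ*binK* to Δ*binK*-Ca2+, with members of the *syp*, *bcs*, and curli loci among them. The scaling moved the median gene by at most 0.0177, beside a median log_2_(fold change) of 1.25 for the 17 genes. If the Δ*binK* libraries held some Δ*binK*-Ca2+ RNA, all genes would sit at 1 share of the way from wild type to Δ*binK*-Ca2+, but the shares of the 17 ran from 1.81 ± 0.68% for *sypM* to 34.0 ± 5.75% for *bcsA*, with 28.0 ± 1.51% for *bcsQ* (± SE), and Cochran's Q of the 17 shares was 466 on 16 degrees of freedom (266 on 15 without *bcsQ*), which argues against such RNA as the whole cause. Earlier tests had counted genes more than 2 standard errors off the median share of their set, 26.8% of the 228 that rose in Δ*binK*-Ca2+ (exact 95% binomial interval, 21.1% to 33.0%), 47.1% of the 17 (23.0% to 72.2%), and 65.5% of the 29 at 8 times wild type or more in Δ*binK*-Ca2+ (45.7% to 82.1%), and only the last passed the bound of 25% set for them; such RNA stays open for part of the rise, a batch effect was not tested, as no batch is named, and an effect of the *binK* deletion alone is a hypothesis, found and tested on the same libraries. Tested against 2-fold itself, 1 gene rose and 1 fell, with the replicate number as a block 40 rose, and without 1 library the numbers ran from 15 to 45 genes that rose and from 5 to 18 that fell: 14 fell without wild-type replicate 1, 15 rose without wild-type replicate 2, 15 rose and 5 fell without Δ*binK* replicate 1, and 45 rose and 18 fell without Δ*binK* replicate 2.

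In rscS* Δ*sypG* relative to rscS*, which the paper does not report, 268 genes rose and 150 fell, or 34 and 30 when tested against 2-fold itself.

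All 16 genes of the Flp pilus region rose in rscS* Δ*sypG* relative to wild type, and the paper's text does not discuss the region.

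Other splits of the same libraries were fitted to see how often they give a result as large. With 3 libraries against 3 there are 10 splits, too few for a share under 0.05. The real split called 523 genes in rscS* against wild type, 451 in Δ*binK*-Ca2+ against Δ*binK*, 171 in rscS* Δ*sypG* against wild type, 418 in rscS* Δ*sypG* against rscS*, and 33 in Δ*binK* against wild type, 1 split of 10 with a result as large in each case, and the highest of the other splits called 0 genes in each. For gene lists, in the same order, the real split called 17, 15, 13, 13, and 9 lists and the highest of the others 15, 13, 16, 16, and 12, with 1, 1, 4, 5, and 6 of 10 splits as large. In the last 3 comparisons other splits called as many lists or more, so chance cannot be excluded for these numbers. A low adjusted p by camera with the preset correlation therefore does not by itself set the real grouping apart. For results over both models, the libraries of each model were split apart, and 100 splits were drawn. Chance can be excluded for the correlation of 0.693 (1 split of 100, highest other 0.567; 1 of the 80 that part all pairs of Δ*binK* and Δ*binK*-Ca2+, highest other 0.594). For the 218 genes with a different response, libraries were exchanged between the models within the controls and within the biofilm groups: 4 of 100 splits were as large, the highest other called 379, and the 3 others as large kept the biofilm groups whole and exchanged 2 or 3 control libraries. These splits do not keep the pairs of Δ*binK* and Δ*binK*-Ca2+, and those that keep them mix strains within groups and call 0 genes, so the splits do not decide about chance for the 218. For the 107 genes called the same way in rscS* and rscS* Δ*sypG*, the 9 libraries of these groups and wild type were regrouped into 3 groups of 3, so that the 2 comparisons shared their control in every split as in the real one. Of these splits, 1 of 100 was as large (highest other 69), and 1 of the 49 that part all pairs of wild type and rscS* Δ*sypG* (highest other 69). They do not decide about chance, because a split that mixes the 2 groups of a comparison called 0 genes in it. With rscS* as the shared control, a regrouping not among those drawn, 162 genes were higher and 85 lower in both other groups. Chance cannot be excluded for the 32 motility genes lower in both models (11 of 100, highest other 36; 11 of the 80 that part all pairs, highest other 34). The splits decide nothing for the 232 genes called the same way in both models (1 of 100, highest other 0) or the 5 motility genes that fell in both (1 of 100, highest other 0), because a split that mixes the groups of 1 model calls 0 genes in it and so can call none in both. The splits decide nothing for the 132 genes specific to rscS* (12 of 100, highest other 518) and the 96 specific to Δ*binK*-Ca2+ (9 of 100, highest other 450), because a split that keeps the groups of 1 model and mixes those of the other makes nearly all genes of the first model count as specific to it, whatever the data.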

How the results depend on the processing

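All the alternative settings set beforehand were run, and so were those added later. Of 547 results under alternative settings, 511 stayed within the bounds set for them and 36 moved. The bounds let a count change by a set ratio, so a count within them need not be unchanged. Of 10410 values of named genes, 10128 kept their direction and their side of the thresholds, 168 lost the call, 114 gained it, and 0 changed direction. These values of named genes leave out the test against 2-fold itself, which ended most calls. It kept 185 of the 523 calls in rscS* and 147 of the 451 in Δ*binK*-Ca2+. Tested against 2-fold itself (glmTreat), 92 genes rose and 93 fell in rscS*, 98 and 49 in Δ*binK*-Ca2+, 71 and 13 in rscS* Δ*sypG* against wild type, 34 and 30 in rscS* Δ*sypG* against rscS*, and 1 and 1 in Δ*binK* against wild type. In that test, 50 rose and 18 fell in both models, 42 and 3 in both rscS* and rscS* Δ*sypG*, 37 rose in rscS* alone, 30 fell in Δ*binK*-Ca2+ alone, 29 had a higher and 14 a lower response in rscS*, and 1 motility gene fell in both models; the test by its construction asks for more than the fold threshold. Here alone means an adjusted p of at least 0.05 by that same test in the other model, where a gene can still have changed by the ordinary test. With upper quartile scaling 24 genes rose in Δ*binK*-Ca2+ alone. With pES100 genes left out 50 rose in both rscS* and rscS* Δ*sypG*, since plasmid genes are then not counted. With all 15 libraries in 1 fit, 27 pES100 genes rose in rscS* alone. With an estimated correlation, 13 list tests passed, against 67.

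When 1 library was left out, the genes that rose in Δ*binK* against wild type ranged from 15 (without wild-type replicate 2 or Δ*binK* replicate 1) to 45 (without Δ*binK* replicate 2) and those that fell from 5 (without Δ*binK* replicate 1) to 18 (without Δ*binK* replicate 2; 14 without wild-type replicate 1). Motility genes that fell in both models ranged from 3 (without wild-type replicate 3, rscS* replicate 2, rscS* replicate 3 or Δ*binK*-Ca2+ replicate 2) to 7 (without Δ*binK* replicate 2 or Δ*binK*-Ca2+ replicate 1). Genes that rose in Δ*binK*-Ca2+ alone ranged from 25 (without Δ*binK* replicate 3) to 57 (without wild-type replicate 1), and those that fell from 30 (without Δ*binK* replicate 3) to 76 (without Δ*binK* replicate 2). Where no construction is named, the cause was not tested. With a group at 2 libraries the fit pools the spread over both groups.

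With the replicate number as a block, 40 genes rose in Δ*binK* against wild type. In the list tests, the copper list in Δ*binK*-Ca2+ lost its call and the *syp* list in rscS* Δ*sypG* against wild type lost its own, as given at those results, and the quorum sensing list in rscS* Δ*sypG* against wild type gained one (adjusted p = 0.0294 by limma's camera, from 0.0742, and 0.358 with an estimated correlation as well). Among named genes, the block ended the calls of *flaA*, *flgG*, *flgK*, *VF_A0596*, and *VF_A0079* in Δ*binK*-Ca2+, *fliM* in rscS* Δ*sypG* against wild type, and *csgG* in Δ*binK* against wild type. It added those of *rpmD* and *rplD* in rscS*, the rRNA gene *rrf* (*VF_AR0003*) in Δ*binK*-Ca2+, *VF_A0526*, *VF_A0343*, *VF_R0020*, and *tcpD* in rscS* Δ*sypG*, and *sypA*, *sypN*, and *csgA* in Δ*binK*. In the unpaired comparisons the same numbers correlated from −0.0809 to 0.0950 in rscS*, from −0.0576 to 0.235 in rscS* Δ*sypG* against rscS*, and from 0.0228 to 0.174 in Δ*binK* against wild type, and 0, 1, and 1 of 3 replicates correlated best with their own number in rscS*, rscS* Δ*sypG* against rscS*, and Δ*binK* against wild type. With an estimated correlation as well as the block, the 13 lists that had passed without it had adjusted p of 0.147 or above by camera. No other call of the lists or named genes changed with the block.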

Differences from the paper's values

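For each count and fold change that the paper states for these comparisons, the value found here lay within the bounds set for a difference. The fold changes of Tables S1, S2, and S3 and of the first 1996 genes of Table S4 differed from those found here by at most 5e-06 on the log_2_ scale.

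The numbers of genes specific to 1 model differ in part. The paper's are 61 up and 68 down in rscS* and 38 up and 53 down in Δ*binK*-Ca2+. Here, where the other model had to have an adjusted p of at least 0.05, they were 62 and 70, and 38 and 58; the 228 genes held all 220 genes of Table S3 and 8 more. With the further requirement that the other model lie under 2-fold in the direction of the call, a form chosen after seeing the values and the second of 2 tried, the numbers were 61, 68, 38, and 53, with all 220 genes of Table S3 kept. With that requirement in either direction, the first form tried and also chosen after seeing the values, they were 60, 68, 38, and 53, and 1 gene of Table S3 was dropped.

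The paper names 5 enzymes of c-di-GMP turnover as upregulated and 7 as downregulated in both models, and states a 2-fold threshold for the study. Here 4 of these enzymes passed 2-fold in both models, *binA*, *VF_0985*, *VF_1350*, and *VF_0094*; with an adjusted p below 0.05 alone, all that the paper names passed in both. By that measure an enzyme of Table S2 that the paper does not list among these was lower in both as well: *VF_A0506*, chosen here after its values were seen, with −0.89 ± 0.15 in rscS* and −0.45 ± 0.13 in Δ*binK*-Ca2+ (adjusted p = 0.000743 and 0.0124, edgeR's quasi-likelihood test).

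The paper states that *sypA* had the highest induction of the *syp* locus. In rscS* *sypA* had the highest log_2_(fold change), 6.61 ± 0.27, ahead of *sypI* with 5.86 ± 0.23, but in Δ*binK*-Ca2+ *sypI* had 5.78 ± 0.21 and *sypA* 5.62 ± 0.48, closer than the SE of *sypA*.

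In its discussion, the paper states that *sypF* and *sypG* had the highest TPM of the *syp* genes in uninduced conditions. This held here in the 3 wild-type libraries, but in Δ*binK* on LBS agar, the other uninduced group, *sypA* ranked 1, 1, and 2 and *sypG* ranked 3 in each library.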

Other observations

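Deleting *sypG* from rscS* moved genes in both directions. Of 59 genes of ribosomal proteins, 12 rose and 2 fell in rscS* Δ*sypG* relative to rscS* (13 and 2 when adjusted over the list alone), with a log_2_(fold change) of 1.30 ± 0.16 for *rplC* and 1.37 ± 0.18 for *rplD* (± SE, n = 3 libraries per group). In Δ*binK*-Ca2+, 12 of the 59 fell and 1 rose relative to Δ*binK*, the latter being *VF_0659*, which encodes a protein that modifies ribosomal protein S6, with 1.43 ± 0.22; *rplC* had −1.28 ± 0.16. By limma's camera, the list was higher in rscS* Δ*sypG* than in rscS* (adjusted p = 4.07e-06, or adjusted p = 0.512 with an estimated correlation) and lower in Δ*binK*-Ca2+ (adjusted p = 1.79e-05, or adjusted p = 0.466 with an estimated correlation). All 16 genes of the Flp region were higher in rscS* Δ*sypG* than in rscS*, with 1.30 ± 0.38 for *VF_A0215*; their median log_2_(fold change) over rscS* was 1.90. *VF_A0766*, which encodes an ECF sigma factor, had −3.46 ± 0.51 in rscS* relative to wild type, −0.19 ± 0.36 in rscS* Δ*sypG* relative to wild type, and 3.23 ± 0.62 in rscS* Δ*sypG* relative to rscS*. The outer membrane protein gene *VF_A0502* had 2.14 ± 0.25 in rscS* Δ*sypG* relative to rscS*. *VF_A0437*, of unknown function, rose in rscS* Δ*sypG* relative to both wild type and rscS*, with 3.99 ± 0.39 and 3.41 ± 0.40. Of 6 quorum sensing regulators, a list drawn from the paper's tables, 4 fell in rscS* Δ*sypG* relative to rscS* (4 when adjusted over the list alone), among them *luxU*, with −1.97 ± 0.20, and *rpoQ*, with −1.31 ± 0.22 (adjusted p = 0.000557 by camera, or adjusted p = 0.3 with an estimated correlation).

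In Δ*binK*-Ca2+, 4 of the 8 genes of the *lux* operon, which makes light and the autoinducer 3-oxo-C6-HSL, fell relative to Δ*binK* (4 when adjusted over the list alone). *luxI* had −1.93 ± 0.17 in Δ*binK*-Ca2+ and −0.54 ± 0.14 in rscS*, and its responses differed by 1.40 ± 0.23 (adjusted p = 0.000907, edgeR's quasi-likelihood test of the difference over 12 libraries). *luxC* had −1.78 ± 0.16 in Δ*binK*-Ca2+. By limma's camera the adjusted p of the operon was 0.0211 in Δ*binK*-Ca2+, 0.498 with an estimated correlation, and 0.974 in rscS*. In Δ*binK* relative to wild type, *bcsQ* had 1.83 ± 0.15, *csgE* 1.72 ± 0.25, and *sypB* 2.07 ± 0.24 (adjusted p of 2.16e-05, 0.00216, and 0.000522, edgeR's quasi-likelihood test). There 54 of 59 ribosomal protein genes had a higher mean (adjusted p = 2.35e-14 by camera, or adjusted p = 0.369 with an estimated correlation), and 21 of 23 genes of the *VF_0157-VF_0180* locus a lower one (adjusted p = 2.22e-08, or adjusted p = 0.0934 with an estimated correlation).

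The other lists gave the following in rscS* relative to wild type. Of 18 genes whose products name a sigma factor, 2 rose and 7 fell (2 and 7 when adjusted over the list alone, adjusted p = 0.2 by camera). This list was drawn by product name and also holds genes that do not encode sigma factors, such as the anti-sigma factor gene *VF_A0765*. The 2 that rose were *sypA* and *sypE*, and *sypE* encodes a response regulator. Of 12 toxin coregulated pilus-like genes, 4 rose (4 when adjusted over the list alone), with *hbtR* and *hbtC* among them (adjusted p = 0.0267 by camera, or adjusted p = 0.746 with an estimated correlation). Of 14 genes of the MSHA pilus, 2 rose and 1 fell (2 and 1 when adjusted over the list alone; adjusted p = 0.933 by camera). Of 16 phage genes, 1 rose and 2 fell (1 and 2 when adjusted over the list alone; adjusted p = 0.281), and of 45 genes of anaerobic respiration 4 rose (4 when adjusted over the list alone; adjusted p = 0.535). Of 20 genes of the TCA cycle 1 fell, of 10 genes of ATP synthase 1 rose, and of 19 heat shock proteins 1 fell (the same when adjusted over the list alone; adjusted p of 0.883, 0.179, and 0.974 by camera). Of 54 tRNA genes, 1 rose and 2 fell (1 and 2 when adjusted over the list alone), and camera gave an adjusted p of 0.974 for these, 0.974 for 19 rRNA genes, and 0.644 for the 4 neighbours of *rscS*. Of the 31 genes named in the paper's text, 9 rose and 12 fell (9 and 12 when adjusted over the list alone; adjusted p = 0.344 by camera), which is no independent evidence, as the study named them from these libraries.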
